# Genetic variation in IL-4 activated tissue resident macrophages determines strain-specific synergistic responses to LPS epigenetically

**DOI:** 10.1038/s41467-025-56379-8

**Published:** 2025-01-25

**Authors:** Mingming Zhao, Dragana Jankovic, Verena M. Link, Camila Oliveira Silva Souza, Katherine M. Hornick, Oyebola Oyesola, Yasmine Belkaid, Justin Lack, Png Loke

**Keywords:** Immunology, Innate immunity, Transcription, Epigenetics in immune cells

## Abstract

How macrophages in the tissue environment integrate multiple stimuli depends on the genetic background of the host, but this is still poorly understood. We investigate IL-4 activation of male C57BL/6 and BALB/c strain specific in vivo tissue-resident macrophages (TRMs) from the peritoneal cavity. C57BL/6 TRMs are more transcriptionally responsive to IL-4 stimulation, with induced genes associated with more super enhancers, induced enhancers, and topologically associating domains (TAD) boundaries. IL-4-directed epigenomic remodeling reveals C57BL/6 specific enrichment of NF-κB, IRF, and STAT motifs. Additionally, IL-4-activated C57BL/6 TRMs demonstrate an augmented synergistic response upon in vitro lipopolysaccharide (LPS) exposure, despite naïve BALB/c TRMs displaying a more robust transcriptional response to LPS. Single-cell RNA sequencing (scRNA-seq) analysis of mixed bone marrow chimeras indicates that transcriptional differences and synergy are cell intrinsic within the same tissue environment. Hence, genetic variation alters IL-4-induced cell intrinsic epigenetic reprogramming resulting in strain specific synergistic responses to LPS exposure.

## Abstract (web summary)

Genetic background affects how macrophages integrate multiple stimuli, e.g., to IL-4 in tissue environments. BALB/c macrophages show different transcriptional and epigenomic remodeling compared to C57BL/6, leading to distinct synergistic LPS responses.

## Introduction

Tissue-resident macrophages (TRMs) play crucial roles in maintaining tissue homeostasis and responding to inflammation^1–3^. Like many TRMs, large peritoneal cavity TRMs are predominantly derived from embryonic progenitors seeded into tissues before birth and maintained by local proliferation^4^. Dysfunction of TRMs can cause severe and fatal developmental disorders, as well as dysregulated inflammatory responses^5,6^. The effects of genetic variation on signal-dependent gene expression in bone marrow derived macrophages (BMDMs)^7^ has revealed inbred mouse strain-specific responses to stimulus, but strain-specific differences in TRMs remains poorly characterized. Understanding the diversity of TRMs response to activation stimuli across different genetic backgrounds may offer new insights into determinants of immune variation.

During type 2 immune response, the cytokines IL-4 and IL-13 signal through IL-4Rα to trigger a macrophage activation state (M(IL-4) or alternatively activated M2 macrophages)^8^ that promotes control of helminth infection^9^ and tissue repair^10,11^. Importantly, different tissue macrophages will respond differently to IL-4 activation in vivo and we previously found that tissue-resident macrophages and inflammatory macrophages derived from monocytes are phenotypically different following IL-4 activation^3,12^. IL-4 drives the synthesis and activation of signal-dependent transcription factors (SDTFs)^13^, which are mainly IRF4 and STAT6, while the SDTFs induced after LPS stimuli include IRF1, IRF5, IRF8, STAT1, STAT2 and NF-κB^14^. However, the exact SDTF repertoire may vary depending on differences in the initial cellular state prior to stimulation. The epigenomic and transcriptional programs of TRM responses to inflammatory signals are tightly and dynamically regulated by a combination of transcription factors including lineage-determining transcription factors (LDTFs) and SDTFs. Sequence variants can disrupt the collaborative binding of LDTFs such as PU.1 with SDTFs such as STAT6^15^. Motif mutation analysis of IL-4 activated BMDMs highlights the critical role of LDTFs, including PU.1, C/EBPβ, and AP-1 family members, as well as SDTFs such as STAT6 and PPARγ, in IL-4-driven transcription^16^. Importantly, the IL-4 activation state of macrophages is not a fixed differentiation state and can be converted to a classical activation state in vitro by subsequent treatment with IFNγ/LPS^17^. Recently, IL-4 primed BMDMs have been shown to undergo “extended synergy” with LPS treatment^18^. However, how genetic variation influences the epigenomic changes resulting from IL-4 activation and subsequent exposure to toll-like receptor (TLR) ligands such as LPS remains unexplored. Furthermore, such systematic examinations of transcriptional regulation have thus far focused on in vitro derived BMDMs, which may be distinct from in vivo derived and activated TRMs.

Here, we uncovered how IL-4 activation can remodel the epigenomic organization differently in TRMs from BL/6 and BALB/c mice. IL-4 activation in BL/6 TRMs results in enhanced accessibility for NF-κB and IRF activity, as defined by ATAC-seq and H3K27ac ChIP-seq (promoter-proximal) or Hi-C (promoter-distal) analysis. This BL/6 specific NF-κB enrichment resulted in an enhanced synergistic effect with subsequent LPS exposure on IL-4-activated BL/6 TRMs compared with BALB/c TRMs. Hence, the background genetic variation can affect the integration of different stimuli within TRMs due to different epigenomic reorganization.

## Results

To better understand how genome structure and enhancer-promoter interactions affect transcriptional responses to IL-4 activation in vivo in tissue resident macrophages, we integrated multi-modal genomic data on F4/80^Hi^ large peritoneal macrophages from BL/6 and BALB/c mice after treatment with IL-4-Fc intraperitoneally (i.p.). Analyses included RNA-seq, ATAC-seq, ChIP-seq for H3K27ac, genome-wide chromatin conformation capture (Hi-C), scRNA-seq, and scATAC-seq (Fig. 1a). All data generated are available in the Gene Expression Omnibus (GEO) series GSE248038.

**Fig. 1:**
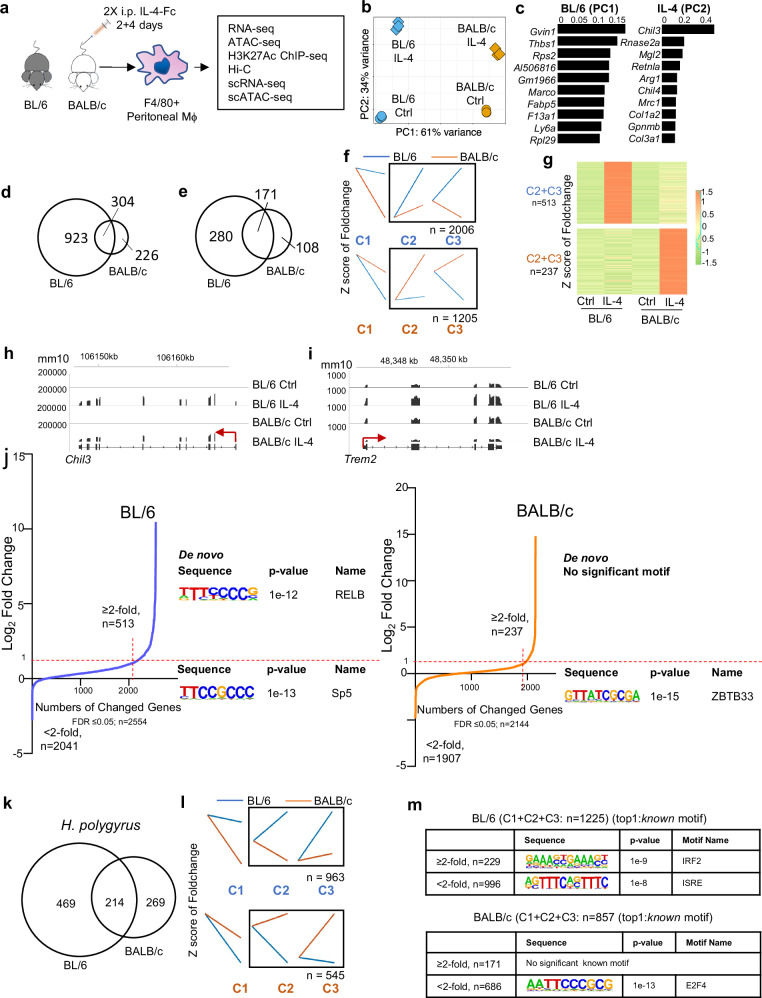
Response to IL-4 is more pronounced in peritoneal TRMs from BL/6 mice compared to BALB/c mice. **a** Overview of the experimental design and the primary main datasets for the IL-4 treatment. **b** Principal Component Analysis (PCA) plot illustrates the relationship between replicates of RNA-seq samples taken from TRMs after in vivo IL-4 treatment in both BL/6 and BALB/c mice. Principal Component 1 (PC1) captures a substantial 61% of the data’s variation, while Principal Component 2 (PC2) contributes to 34%. **c** The first list (left) is based on the first principal component (PC1) and highlights genes that are specifically enriched in BL/6 mice. The x axis value represents the -loading value of PC1. The second list (right) is derived from the second principal component (PC2) and represents genes that are enriched after IL-4 treatment. The x axis value represents the loading value of PC2. **d** Overlap of genes significantly induced (FDR ≤ 0.05, ≥2-fold) identified by EBSeq method after IL-4 treatment in peritoneal TRMs from BL/6 and BALB/c mice. **e** Overlap of genes significantly induced (FDR ≤ 0.05, ≥2-fold) identified by EBSeq method after IL-4 treatment in BMDMs from BL/6 and BALB/c mice. **f** Differentially expressed genes were identified by DESeq2 (FDR ≤ 0.05). Each group was further separated into three kinetic patterns by *k-means* clustering. The names of each cluster and the numbers of genes in black square are shown. Clusters labeled shown in blue are more induced in BL/6 mice, while those in orange are more induced in BALB/c mice. **g** Heatmap displaying fold-change compared to Ctrl, showing the BL/6 and BALB/c-specific induced genes (FDR ≤ 0.05 and ≥2-foldchange compared with Ctrl) in the C2 + C3 group in (**f**). Each row represents the z-score of the fold-change. **h**, **i** Representative IGV browser tracks from RNA-seq analyses of commonly induced between strains (*Chil3*) and BL/6-specific induced (*Trem2*) genes in Ctrl and IL-4-treated cells. mm10 annotations are shown. **j** Transcription factor motifs found at the promoter region (-400bp to +100 bp from TSS) of selected genes in BL/6 (Left) or BALB/c (Right) specific upregulated genes compared to the Ctrl, determined by HOMER (findMotifs.pl). De novo motifs identified by HOMER are labeled on the right side of the figure. **k** Overlap of genes significantly induced (FDR ≤ 0.05, ≥2-fold) identified by EBSeq method after *H. polygyrus* infected in TRMs from BL/6 and BALB/c mice. **l** Kinetic patterns of differentially expressed genes in *H. polygyrus*-infected BL/6 and BALB/c mice: Differentially expressed genes were identified using DESeq2 (FDR ≤ 0.05). Each group was further divided into three kinetic patterns via *k-means* clustering, and the number of genes in selected clusters is displayed. **m** Motif analysis at the promoter region (−400 bp to +100 bp from TSS) of BL/6 or BALB/c specific regulated genes was conducted using HOMER, and only *known* motifs are shown.

### Transcriptome analysis reveals strain-specific differences in IL-4-induced gene expression

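RNA was sequenced from F4/80+ peritoneal tissue-resident macrophages (TRMs) of C57BL/6 (BL/6) and BALB/c mice that had received PBS (Ctrl) or IL-4-Fc, in which the cytokine is fused to an Fc domain of an antibody so that it lasts longer in the body. Mice were injected intraperitoneally with 10 µg of IL-4-Fc on days 0 and 2, and peritoneal cells were harvested on day 4. Each of the 4 groups of strain and treatment had 3 libraries. The results section describes the replicates as individual mice and the Reporting Summary describes each replicate as purified from several mice, so n is given here as a number of libraries. The authors trimmed the reads with Cutadapt, aligned them to mm10 with STAR and estimated a count for each gene with RSEM, and these expected counts were not normalized. Between 23074149 and 31014339 counts per library were assigned to genes, with medians of 26113994 in BL/6 Ctrl, 30719029 in BL/6 IL-4, 25242616 in BALB/c Ctrl and 25950369 in BALB/c IL-4. The expected counts were rounded to whole numbers and normalized by edgeR's TMM method, and levels are given as CPM on the TMM-scaled library sizes. Of the 55450 genes listed, 14416 passed edgeR's filterByExpr filter on low counts, and they held 99.96% of the counts. One model of the 4 groups was fitted, and each contrast was tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (FDR). The common biological coefficient of variation between replicates was 0.071. Standard errors of log2 fold changes are approximate, obtained as the fold change over the square root of its F statistic. Gene positions are those of GENCODE M21 on GRCm38, which holds every gene identifier and version in the table.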

To evaluate strain specific transcriptional responses to IL-4 stimulation in vivo, RNA-seq was performed on F4/80+ purified peritoneal TRMs from individual mice (*n* = 3/group) and principal components analysis (PCA) showed sample replicates clustering tightly together (Fig. 1b). 

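PCA was run on log2 CPM, with a prior count of 2, of the 500 genes with the largest variance, centred and not scaled. PC1 separated the strains and held 66% of the variance, PC2 separated Ctrl from IL-4 and held 24.7%, and PC3 held 2.95%. With every gene that passed the filter, PC1 held 50.1% and PC2 31.7%. The choice that moved the shares of strain and treatment most was CPM without a log transform. PC1 was then the component that separated Ctrl from IL-4 and held 61.1%. PC2 was the strain component and held 31.1%.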

Strain specific differences on the PC1 axis explains more variance (61%) than the effects of IL-4 stimulation on the PC2 axis (34%). Notably, the difference between control (Ctrl) and IL-4 treated TRMs along the PC2 axis is greater for BL/6 than the BALB/c strain (Fig. 1b). 

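On PC2, the means of the Ctrl and IL-4 libraries lay 66.2 units apart in BL/6 (SD 2.49 from the spread of 3 libraries per group) and 36 units apart in BALB/c (SD 11.1). The ratio of the BL/6 to the BALB/c distance was 1.84, and the difference between the distances exceeded the spread between replicates. With each replicate number left out in turn, the ratio stayed between 1.64 and 2.13. On CPM without a log transform, where PC1 carried the treatment, the ratio was 0.569, so the BALB/c distance was then the larger.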

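The 5 genes with the largest absolute loadings on PC1, on which BL/6 libraries lay on the positive side, were *H2-Ea-ps* (loading −0.136), *Gm13394* (−0.131), *Gvin1* (0.119), *C4a* (−0.113) and *AI506816* (0.107). *Gvin1* (ENSMUSG00000045868.12) lies on chromosome 7 from 106156556 to 106215326 and had the highest positive loading. It had 220.8 ± 29.7 CPM (SD, n = 3) in BL/6 Ctrl and 360.5 ± 9.56 CPM in BL/6 IL-4 TRMs. In BALB/c its counts were 0 to 19 per Ctrl library and 0 to 39 per IL-4 library. *Fabp5* (ENSMUSG00000027533.10, chromosome 3, 10012548 to 10016607) ranked 30 among the positive loadings (0.0564). Its level was 140.5 ± 4.92 CPM in BL/6 Ctrl and 3.62 ± 0.64 CPM in BALB/c Ctrl (SD, n = 3). *Marco* (ENSMUSG00000026390.7, chromosome 1, 120474538 to 120505024) ranked 44 (0.0497), with 310.2 ± 1.11 CPM in BL/6 Ctrl and 6.68 ± 0.578 CPM in BALB/c Ctrl. For both genes the difference between strains exceeded the spread between replicates in Ctrl libraries.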

The top 10 genes that are driving PC1 for BL/6 TRMs (Fig. 1c, left) include *Gvin1*, *Marco* and *Fabp5*. 

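On PC2, where IL-4 libraries lay on the positive side, the 5 largest absolute loadings were those of *Chil3* (0.204), *Chil4* (0.171), *Hba-a2* (−0.158), *Hbb-bs* (−0.146) and *Rnase2a* (0.145). *Hba-a2* and *Hbb-bs* are haemoglobin genes whose transcripts were lower in the IL-4 libraries of both strains. Among positive loadings *Rnase2a* ranked 3, *Col1a2* 24 (0.0736), *Col3a1* 77 (0.0573) and *Retnla* 82 (0.0567), and *Arg1* was not among the 500 genes used.
*Retnla* (ENSMUSG00000061100.4, chromosome 16, 48842551 to 48844461) rose from 1840 ± 68.0 to 13850 ± 128 CPM in BL/6 and from 1222 ± 320 to 17410 ± 884 CPM in BALB/c (SD, n = 3). Its log2 fold change was 2.91 in BL/6 (standard error 0.133, adjusted p = 3.79e-10 from edgeR's quasi-likelihood test) and 3.83 in BALB/c (standard error 0.139, adjusted p = 1.58e-10). *Arg1* (ENSMUSG00000019987.9, chromosome 10, 24915221 to 24927484) rose from 327 ± 8.65 to 2501 ± 222 CPM in BL/6 and from 406 ± 18.1 to 2806 ± 349 CPM in BALB/c. The fold changes of *Arg1* in the 2 strains differed by 0.15 on the log2 scale (adjusted p = 0.344 from edgeR's test of the interaction), which became 0.25 (adjusted p = 0.0438) without BALB/c IL-4 replicate 1. Over the other alternatives and libraries left out, the adjusted p of this difference reached 0.626.
*Col1a2* (ENSMUSG00000029661.16, chromosome 6, 4504814 to 4541544) rose from 7.33 ± 0.12 to 212.1 ± 51.0 CPM in BL/6, with a log2 fold change of 4.85 (standard error 0.708, adjusted p = 3.87e-05 from edgeR's test). In BALB/c it went from 3.09 ± 0.147 to 36.5 ± 47.7 CPM (SD, n = 3), and the spread came from 1 library. The BALB/c log2 fold change of *Col1a2* was 3.56 (adjusted p = 0.00332 from edgeR's test) and became 1.52 (adjusted p = 0.00178) without BALB/c IL-4 replicate 2. The difference between strains was 1.30 (adjusted p = 0.45) with that library and 3.34 (adjusted p = 3.48e-05) without it. *Col3a1* (ENSMUSG00000026043.18, chromosome 1, 45311538 to 45349706) behaved alike. Its log2 fold change was 3.73 in BL/6 (adjusted p = 0.00035 from edgeR's test) and 2.96 in BALB/c (adjusted p = 0.00763), and the BALB/c value was 0.80 (adjusted p = 0.0593) without BALB/c IL-4 replicate 2. DESeq2 gave *Col3a1* no adjusted p. The strain difference of *Col3a1* was 0.77 (adjusted p = 0.621 from edgeR's test), and 2.93 (adjusted p = 6.16e-05) without the same library.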

The top 10 genes that are driving PC2 (Fig. 1c, right) include genes associated with alternative activation (e.g., *Chil3*, *Retnla,* and *Arg1*), but also include other genes (e.g., *Rnase2a, Col1a2, and Col3a1*). 

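At FDR of at most 0.05 and at least 2-fold higher than Ctrl, 1281 of the 14416 genes tested were upregulated by IL-4 in BL/6 and 842 in BALB/c (edgeR's quasi-likelihood test, n = 3 libraries per group). Lower by the same thresholds were 1463 genes in BL/6 and 570 in BALB/c. DESeq2 with the same thresholds gave 1293 upregulated genes in BL/6 and 846 in BALB/c. Dropping the 2-fold threshold moved the counts most, to 4562 in BL/6 and 3800 in BALB/c. With each of the 12 libraries left out in turn, the BL/6 count stayed between 1192 and 1365 and the BALB/c count between 683 and 981. The lowest BALB/c count was the one without BALB/c IL-4 replicate 2.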

We next identified genes upregulated by IL-4 treatment in each strain (FDR ≤ 0.05; ≥2-fold) relative to TRMs from naive untreated mice (Ctrl) and found a total of 530 genes upregulated in BALB/c and 1,227 genes upregulated in BL/6. Of those genes 304 overlapped between strains (Fig. 1d), resulting in 226 BALB/c and 923 BL/6 genes uniquely responding to IL-4 in the different strains. This result indicates that BL/6 peritoneal TRMs are more transcriptionally responsive to IL-4 activation than BALB/c TRMs. 

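The 2 lists shared 530 genes, which left 751 genes upregulated in BL/6 only and 312 in BALB/c only. These exclusive lists rest on thresholds in each strain and not on a test of the difference between strains. A fit of each strain's libraries alone gave 1264 upregulated genes in BL/6, 607 in BALB/c and 333 in both. Without BALB/c IL-4 replicate 2, the shared list held 384 genes.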

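The number of genes upregulated by IL-4 was 1.52 times as large in BL/6 as in BALB/c. Thinning every library to the total of the shallowest one gave 1246 and 823 genes, and edgeR's RLE factors gave 1316 and 850. A block for the replicate number of the labels gave 1272 and 816. From the larger number of genes that pass the thresholds in BL/6 (Fig. 1d), the paper concludes that BL/6 peritoneal TRMs respond more strongly to IL-4 at the transcript level than BALB/c TRMs.

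**Figure D1:**
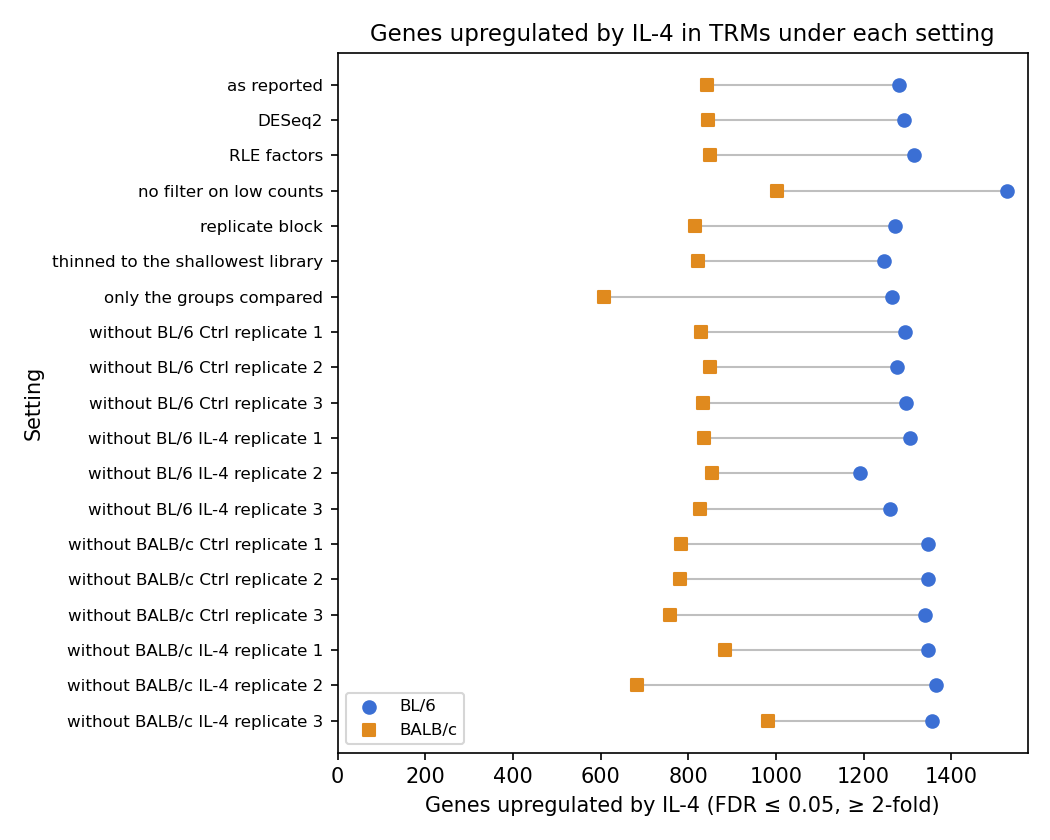
Number of genes upregulated by IL-4 over Ctrl in BL/6 (blue circles) and BALB/c (orange squares) TRMs under each setting of the test that keeps the 2-fold threshold, with the setting on the vertical axis and the count on the horizontal axis. The BL/6 count lay above the BALB/c count under every setting drawn, from 1192 to 1528 genes in BL/6 and from 607 to 1003 in BALB/c.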

Since BL/6 and BALB/c TRMs responses could be shaped by differences in the tissue environment, we also examined transcriptional profiles from BMDMs activated in vitro by IL-4^16^ using the same bioinformatics analysis parameters (Fig. 1e). We identified 171 overlapping genes upregulated by IL-4 treatment in both strains. Additionally, BL/6 macrophages exhibited an additional 280 strain-specific upregulated genes, while BALB/c macrophages had 108 strain-specific upregulated genes (Fig. 1e). These results indicate that at least some component of BL/6 macrophages being more responsive to IL-4 stimulation than BALB/c should be cell intrinsic. However, BL/6 and BALB/c TRM transcripts can be expressed at different levels under baseline conditions, hence defining only upregulated genes in each strain may miss aspects of strain specific IL-4 mediated transcriptional regulation. 

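The difference in the IL-4 response between strains was tested for each gene as the log2 fold change in BL/6 minus that in BALB/c. Of the 14416 genes, 2484 had a larger and 2481 a smaller value in BL/6 at FDR of at most 0.05 (edgeR's quasi-likelihood test of the interaction), 377 and 761 of them with a difference of at least 2-fold. A gene was called BL/6-specific here when this test passed, the BL/6 fold change was the larger and expression rose in BL/6, and BALB/c-specific genes were defined the same way. The division into clusters by *k-means* was not repeated.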

We used a multifactor DESeq2 model (further details in the method) to identify strain specific differentially regulated genes (FDR ≤ 0.05) after IL-4 activation and *k-means* clustering to divide 3 main patterns of transcriptional changes (C1, C2, and C3), of which we focused on IL-4 upregulated genes (C2 + C3) (Fig. 1f). 

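By this definition 2173 genes were BL/6-specific, of which 482 rose at least 2-fold over Ctrl in BL/6. DESeq2's likelihood ratio test of the interaction, the model named in the methods, gave 2237 genes, of which 504 rose at least 2-fold. Leaving out each library in turn moved the count of 482 to between 424 and 672. The highest of these was the count without BALB/c IL-4 replicate 2.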

2006 BL/6 specific genes are significantly upregulated, of which 513 have more than 2-fold higher expression compared to naive macrophages (Ctrl). 

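In the other direction 1559 genes were BALB/c-specific, of which 229 rose at least 2-fold over Ctrl in BALB/c. The likelihood ratio test gave 1397 genes, of which 227 rose at least 2-fold. With 1 library left out the count of 229 stayed between 200 and 270.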

For BALB/c, there are 1205 strain specific upregulated genes, of which only 237 genes have more than 2-fold higher expression compared to naive macrophages (Ctrl). Figure 1g displays a heatmap illustrating the fold-change values compared with Ctrl for genes list with more than a 2-fold change from Fig. 1f (C2 + C3). Additionally, Supplementary Fig. 1a (left) and Supplementary Fig. 1a (right) show heatmaps of normalized reads for these genes specific to BL/6 and BALB/c, respectively. 

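Levels were compared as group means of counts divided by DESeq2's median-of-ratios size factors. The 482 BL/6-specific genes had a median of 731 normalized counts in BL/6 IL-4 TRMs (quartiles 146.9 and 3188). The 229 BALB/c-specific genes had a median of 84.3 in BALB/c IL-4 TRMs (quartiles 18.4 and 409). The medians differed by 3.10 on the log2 scale (two-sided permutation test across genes, p = 1e-05, the smallest that 100000 permutations give). Genes are not independent replicates. With each replicate number left out the difference stayed between 3.08 and 3.13. Compared by arithmetic means the direction was the other way, with 5680 in BL/6 and 5855 in BALB/c, a difference of −174.7 normalized counts (permutation p = 0.953). In Ctrl TRMs the medians of the same lists were 213.6 in BL/6 and 22.4 in BALB/c. With both lists measured in BL/6 IL-4 TRMs the medians differed by 3.51 on the log2 scale. Measured in BALB/c IL-4 TRMs they differed by 2.74. Most of the gap was thus present within 1 strain, so it lies in which genes the lists hold more than in the strain.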

Quantified read counts indicate that BL/6-specific genes are expressed at significantly higher levels compared to BALB/c-specific genes (Supplementary Fig. 1b). 

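*Chil3* (ENSMUSG00000040809.10) lies on chromosome 3 of GRCm38 from 106147554 to 106167564 and encodes a chitinase-like protein. Its level rose from 17.8 ± 0.581 to 22460 ± 1690 CPM in BL/6 and from 0.682 ± 0.0791 to 19510 ± 905 CPM in BALB/c (SD, n = 3). The log2 fold change was 10.30 in BL/6 (standard error 0.0807, adjusted p = 5.36e-18 from edgeR's quasi-likelihood test) and 14.78 in BALB/c (standard error 0.104, adjusted p = 1.33e-18). The BALB/c Ctrl libraries held 14 to 23 counts of *Chil3*. The difference between strains was −4.47 on the log2 scale (standard error 0.135, adjusted p = 3.97e-10 from edgeR's test of the interaction), and it stayed between −4.58 and −4.42 with each library left out. *Trem2* (ENSMUSG00000023992.14) lies on chromosome 17 from 48346401 to 48354147. It rose from 42.3 ± 1.79 to 114.6 ± 1.93 CPM in BL/6 and fell from 68.8 ± 4.56 to 38.8 ± 4.83 CPM in BALB/c (SD, n = 3). The log2 fold change was 1.44 in BL/6 (standard error 0.0721, adjusted p = 9.39e-10 from edgeR's test) and −0.83 in BALB/c (standard error 0.0742, adjusted p = 6.92e-07). The strain difference of *Trem2* was 2.26 (standard error 0.103, adjusted p = 7.99e-09 from edgeR's test of the interaction), and between 2.20 and 2.37 with each library left out.

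**Figure D2:**
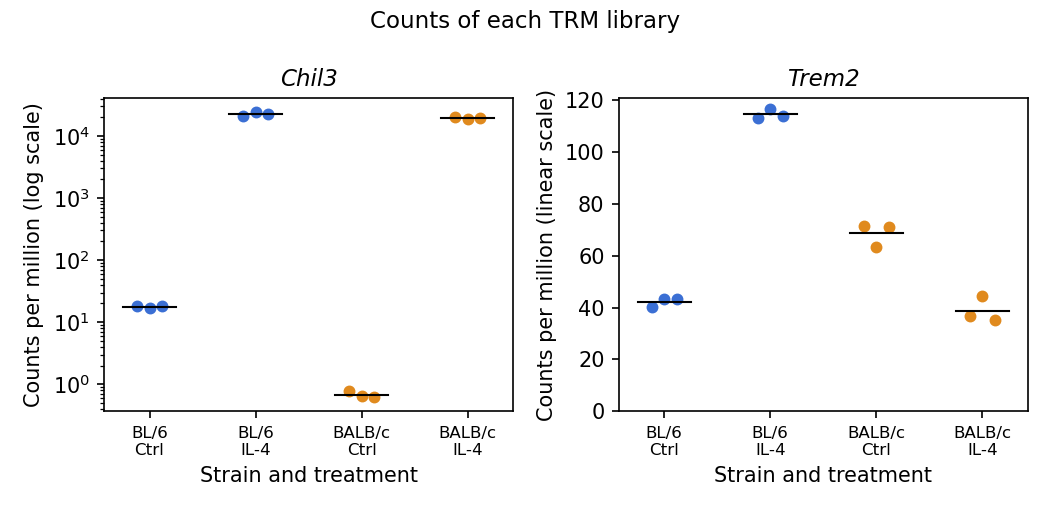
CPM of Chil3 (left, log axis) and Trem2 (right, linear axis) in each library of BL/6 and BALB/c TRMs, with 1 point per library and a bar at the mean of the 3 libraries of each group. Chil3 rises in both strains to means of 22460 and 19510 CPM, and Trem2 rises in BL/6 and falls in BALB/c.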

Examples of IL-4 induced genes that are not strain specific include *Chil3* (Fig. 1h), whereas *Trem2*, which is important in Alzheimer’s disease and cancer^19,20^, is an IL-4 induced gene specific for BL/6 macrophages (Fig. 1i). These results illustrate the divergent IL-4 transcriptional responses between BL/6 and BALB/c macrophages, with BL/6 macrophages being more transcriptionally responsive to IL-4 activation than BALB/c macrophages.

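The genes with the largest strain difference, among those with a mean log2 CPM of at least 3 and with every treated library above every Ctrl library in the strain of the larger change, were *Rnase2a*, *Fkbp5* and *Stab1* in favour of BL/6 and *Chil3*, *Il1rl1* and *C2* in favour of BALB/c. *Rnase2a* (ENSMUSG00000047222.7, chromosome 14, 51255262 to 51256112) rose from 0.27 ± 0.119 to 376 ± 66.3 CPM in BL/6 and from 8.24 ± 1.31 to 227.1 ± 47.0 CPM in BALB/c (SD, n = 3). Its strain difference was 5.65 on the log2 scale (standard error 0.439, adjusted p = 6.18e-07 from edgeR's test of the interaction). *Fkbp5* (ENSMUSG00000024222.17, chromosome 17, 28399094 to 28517527) rose in BL/6 from 26.9 ± 3.26 to 391.8 ± 5.32 CPM and was 227.8 ± 21.9 CPM in BALB/c Ctrl and 211.1 ± 26.4 CPM in BALB/c IL-4 TRMs. The level of *Fkbp5* in Ctrl TRMs thus differed between strains by more than the spread between replicates. Its strain difference was 3.98 (standard error 0.137, adjusted p = 1.17e-09 from edgeR's test). *Stab1* (ENSMUSG00000042286.13, chromosome 14, 31139013 to 31168641) rose in BL/6 by 2.27 and fell by 1.52 in BALB/c on the log2 scale, a difference of 3.79 (adjusted p = 4.66e-08 from edgeR's test). *Il1rl1* (ENSMUSG00000026069.15, chromosome 1, 40429570 to 40465415) fell by 2.20 in BL/6 and rose by 0.78 in BALB/c, a difference of −2.98 (adjusted p = 2.9e-07). The complement gene *C2* (ENSMUSG00000024371.14, chromosome 17, 34862604 to 34898265) fell by 1.67 in BL/6 and rose by 0.74 in BALB/c, a difference of −2.41 (adjusted p = 6.56e-08). None of these calls changed with any single library left out.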

Next, we performed motif enrichment analysis on the promoter regions (−400bp to +100 bp of transcription start site (TSS)) of BL/6 and BALB/c strain specific genes (Fig. 1g). De novo motif analysis identified the RELB motif (Fig. 1j) in BL/6-specific IL-4 activated genes which were induced more than 2-fold compared to Ctrl (Fig. 1j, left). No motifs were enriched in promoters of BALB/c-specific IL-4 activated genes (Fig. 1j, right). RELB constitutes one subunit of NF-κB family^21^. This implies that the genes upregulated specifically in BL/6 in response to IL-4 are more regulated by NF-κB signaling.

Helminth infections induce IL-4 production and *Heligomosomoides polygyrus (H. polygyrus)* infection can also induce the accumulation of IL-4 activated TRMs in the peritoneal cavity^22^. Hence, we compared the natural accumulation of peritoneal TRMs from *H. polygyrus* infected BL/6 and BALB/c mice. 

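*H. polygyrus* is an intestinal nematode of mice. BL/6 and BALB/c mice were infected orally with 200 larvae, and peritoneal TRMs were taken on day 13. RNA-seq of 2 libraries per strain from infected mice was compared with 3 Ctrl libraries per strain. The Ctrl counts are identical to those of the IL-4 experiment, so the responses to IL-4 and to infection are measured against the same libraries. The unit and upstream processing of the table are those of the IL-4 experiment. The infected libraries were deeper, with 65363633 and 70744640 counts in BALB/c and 67930479 and 68990311 in BL/6. A single fit of the 4 groups tested 14869 genes, with a common biological coefficient of variation of 0.0932. With 1 of the 2 infected libraries of a strain left out, the remaining one is assumed to vary like the other groups.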

By RNA-seq, we found that the expanded BL/6 TRMs from *H. polygyrus* infected mice also have a stronger transcriptional response compared to infected BALB/c mice. 

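Infection upregulated 904 genes in BL/6 and 864 in BALB/c at FDR of at most 0.05 and at least 2-fold (edgeR's quasi-likelihood test, 3 Ctrl and 2 infected libraries per strain). Lower by the same thresholds were 1337 genes in BL/6 and 703 in BALB/c. The largest change came from dropping the fold threshold, which gave 4104 upregulated genes in BL/6 and 3339 in BALB/c. With no filter on low counts the order was the other way, with 1097 in BL/6 and 1120 in BALB/c. Leaving out each library in turn gave 817 to 947 genes in BL/6 and 703 to 900 in BALB/c. BALB/c had the larger count whenever a BL/6 library was left out, with 817 against 838 genes without BL/6 Ctrl replicate 1, 825 against 845 without replicate 2 and 845 against 863 without replicate 3. Without BL/6 *H. polygyrus* replicate 1 it was 827 against 887, and without replicate 2 819 against 871. BL/6 had the larger count whenever a BALB/c library was left out, with 889 against 774, 903 against 769 and 894 against 746 without BALB/c Ctrl replicates 1, 2 and 3, and 947 against 900 and 939 against 703 without BALB/c *H. polygyrus* replicates 1 and 2. The paper states that infected BL/6 TRMs respond more strongly, and it bases this on the genes upregulated in 1 strain only and on strain-specific genes (Fig. 1k, l).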

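Of the genes upregulated after infection, 519 passed the thresholds in BL/6 only, 479 in BALB/c only and 385 in both strains. With DESeq2 these counts were 492, 464 and 340.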

469 genes were uniquely upregulated (FDR ≤ 0.05; ≥2-fold) in BL/6 *H. polygyrus* TRMs relative to TRMs from untreated mice, compared to 269 in infected BALB/c mice (Fig. 1k). 

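Tested directly as an interaction of strain and infection, 1826 genes changed more towards higher levels in BL/6 and 1552 in BALB/c at FDR of at most 0.05 (edgeR's quasi-likelihood test), 379 and 752 of them with a difference of at least 2-fold. Those that also rose in the favoured strain numbered 1570 in BL/6 and 935 in BALB/c. DESeq2's likelihood ratio test gave 1565 and 966. With the requirement of at least 2-fold over Ctrl, 272 genes remained in BL/6 and 263 in BALB/c by edgeR, and 272 and 284 by the likelihood ratio test. The list of 263 held 406 genes when no filter on low counts was applied. Its range with 1 library left out was 203 to 356, and that of the list of 272 was 227 to 294.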

By *k-means* clustering on the differentially regulated genes after DESeq2 analysis, we found 963 (FDR ≤ 0.05) strain specific genes upregulated (C2 + C3) in BL/6 *H. polygyrus* induced TRMs and only 545 (FDR ≤ 0.05) strain specific genes upregulated (C2 + C3) in BALB/c *H. polygyrus* induced TRMs (Fig. 1l). We analyzed the promotor regions of the whole genes list that are strains specific upregulated compared to naïve TRMs (FDR ≤ 0.05, ≥2-fold) for motif enrichment. IRF motifs are enriched in genes specifically upregulated in BL/6 *H. polygyrus* infected TRMs, but there were no significant motif enrichments in genes specially upregulated in BALB/c *H. polygyrus* TRMs (Fig. 1m). Lastly, we compared the transcriptional responses to IL-4-Fc and *H. polygyrus* and observed some overlap in the significantly induced genes; however, *H. polygyrus* infection induces a greater number of unique genes, in both BL/6 and BALB/c strains (Supplementary Fig. 1c). 

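In BL/6, 212 genes were upregulated both by IL-4 and after infection, 1069 by IL-4 only and 692 after infection only. The shared genes were 16.5% of the IL-4 list. In BALB/c, 292 genes were shared (34.7% of the IL-4 list), 550 were upregulated by IL-4 only and 572 after infection only. By DESeq2 the genes upregulated after infection only numbered 637 in BL/6 and 518 in BALB/c, against 1098 and 560 by IL-4 only, so the order in BALB/c depended on the tool. Both lists of a strain use the same Ctrl libraries. In 20 simulated tables in which treated groups did not differ from Ctrl, the shared count was at most 3 in BL/6 and 1 in BALB/c. The log2 fold changes of the 2 treatments were correlated across 14186 genes (r = 0.416 in BL/6 and 0.567 in BALB/c). Genes are not independent replicates. In the simulated tables the median r was 0.495 in BL/6 and 0.488 in BALB/c. Those tables hold no response, only noise that the shared Ctrl libraries make alike. They thus do not tell how much of the observed r comes from shared Ctrl libraries. Nor do they tell how many genes 2 unrelated responses would share.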

Notably, *H. polygyrus* induces a more distinct transcriptional phenotype in macrophages compared to naïve peritoneal macrophages, likely due to the complex stimuli from the entire parasite response, in contrast to the singular influence of IL-4-Fc. This complexity results in the enrichment of IRF motifs in the promoters of infection-induced genes in BL/6 macrophages, though it does not preclude the induction of genes containing the NF-κB motif. Indeed, our analysis of the 180 genes with NF-κB motifs that are induced by IL-4-Fc in BL/6 macrophages reveals that these genes are also induced by *H. polygyrus*, but not in BALB/c mice (Supplementary Fig. 1d). Additionally, when we compared IL-4 upregulated genes in TRMs and BMDMs, there is considerable variation in responses between both strains and macrophage subtypes indicating differences in IL-4 responsiveness by compartment as well as genetic background (Supplementary Fig. 1e).

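The genes behind this list are not named in the source data, so each of its 180 listed genes was matched by value to the gene whose group means agreed within 1% in every column, which identified 178. Of these, 171 were tested in the infection experiment. Their median log2 fold change after infection was 0.146 in BL/6 (a rise at p of 0.00123 by limma's fry rotation test) and 0.167 in BALB/c (p of 0.00245). In BL/6, 102 of the 171 genes were higher, 33 were called upregulated at least 2-fold and 24 lowered at least 2-fold. In BALB/c, 108 were higher, 14 were called upregulated and 14 lowered. The median difference between strains was 0.0242 (p of 0.495 by fry for the interaction). Camera with a preset correlation of 0.01 gave p of 0.00259 in BL/6 and 0.00192 in BALB/c, and with an estimated correlation 0.247 and 0.223, so the rise in both strains held under fry and not under the estimated correlation. Without BL/6 *H. polygyrus* replicate 2, the strain difference was 0.0383 (p of 0.0126 by fry), and p was at least 0.305 with any other single library left out. Against 10000 random lists matched on mean expression, the median lay at percentile 99.8 in BL/6 and 100 in BALB/c, and the strain difference at 62.0. The number of upregulated genes exceeded the random median of 9 in both strains, at percentile 100 in BL/6 and 96.6 in BALB/c. Since the study chose the list on the IL-4 libraries, which share their Ctrl libraries with the infection data, these tests are not independent of that choice.

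**Figure D3:**
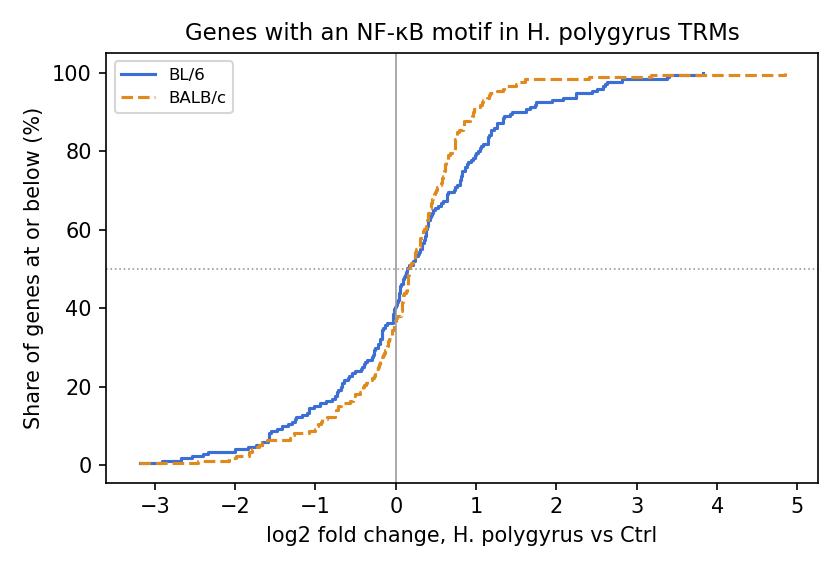
Cumulative share of the 171 tested genes with an NF-κB motif at or below each log2 fold change after H. polygyrus infection, in BL/6 (blue, solid) and BALB/c (orange, dashed), with a dotted line at the median. The curves cross the dotted line at 0.146 in BL/6 and 0.167 in BALB/c.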

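Genes of alternative activation moved differently in the 2 strains after infection. *Chil3* rose to 3374 ± 179 CPM in BL/6 and 11370 ± 8850 CPM in BALB/c (SD, n = 2 infected libraries), from Ctrl levels of 18.6 and 0.724 CPM. The strain difference of its log2 fold changes was −6.42 (standard error 0.708, adjusted p = 0.000128 from edgeR's quasi-likelihood test of the interaction), and it stayed between −7.04 and −5.26 with each library left out. *Retnla* fell from 1932 ± 72.4 (SD, n = 3) to 351.8 ± 82.7 CPM (SD, n = 2) in BL/6 and rose from 1296 ± 340 to 6777 ± 2490 CPM in BALB/c, a difference of −4.84 (standard error 0.348, adjusted p = 1.07e-05 from edgeR's test). *Mrc1* (ENSMUSG00000026712.3, chromosome 2, 14229392 to 14332057) fell by 1.57 on the log2 scale in BL/6 and rose by 1.30 in BALB/c, a difference of −2.87 (standard error 0.171, adjusted p = 3.09e-06). *Mgl2* (ENSMUSG00000040950.13, chromosome 11, 70130329 to 70137550) rose by 2.76 in BALB/c, and its change of −0.34 in BL/6 was not called (adjusted p = 0.364) except with no filter on low counts (adjusted p = 0.000114). Over the other alternatives the adjusted p of that change was at most 0.444, and 0.931 with 1 library left out. The difference between strains was −3.09 for *Mgl2* (standard error 0.423, adjusted p = 0.00052 from edgeR's test).
By the rule given for IL-4, the genes with the largest difference in favour of BL/6 included *Gm10163* and *Ryr2*. *Gm10163* (ENSMUSG00000066443.5, chromosome 9, 88390837 to 88391317) is annotated as a processed pseudogene, and whether its counts come from reads of its parent gene was not tested. It rose by 4.31 in BL/6 and fell by 0.31 in BALB/c (adjusted p = 0.0103 from edgeR's test, and 0.0549 without BALB/c *H. polygyrus* replicate 2), a difference of 4.62 (adjusted p = 1.45e-08). *Ryr2* (ENSMUSG00000021313.16, chromosome 13, 11553102 to 12106945) rose by 1.43 in BL/6 and fell by 2.40 in BALB/c. In favour of BALB/c they were *Chil3*, *Retnla* and *Il1rl1*, and *Il1rl1* fell by 1.54 in BL/6 and rose by 1.73 in BALB/c.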

In summary, these results indicate that peritoneal TRMs from BL/6 mice exhibit a heightened type 2 transcriptional response compared to BALB/c, regardless of whether driven by IL-4 treatment or *H. polygyrus* infection. This heightened response is likely cell intrinsic, as this observation was confirmed in BMDMs activated in vitro. Additionally, motif analysis of the promoter region of induced genes indicated that NF-κB and IRF transcription factors may play a more substantial role as SDTFs in BL/6 TRMs following IL-4 activation in vivo than in BALB/c TRMs.

### IL-4 activation results in strain-specific epigenetic states with distinct transcription factor accessibility in the enhancer landscape

To investigate the effect of IL-4 activation on the chromatin structure in TRMs, we next performed ATAC-seq to measure open chromatin and enhancers, and H3K27ac ChIP-seq to measure enhancer activation (Fig. 2). First, we identified constitutively accessible regions which are not altered in accessibility in response to IL-4 treatment of which 20,188 regions were shared between strains and 18,336 were uniquely accessible in BALB/c mice (3731 in BL/6 mice, respectively) (Fig. 2a). We further identified accessible regions that are inducible by IL-4 activation of which only 1407 regions were shared between strains and 4801 regions were uniquely accessible in BL/6 (3660 in BALB/c mice, respectively) (Fig. 2b). Notably, BALB/c macrophages have more strain specific constitutive regions (*n* = 18,336 in BALB/c versus *n* = 3731 in BL/6), whereas there is only a small difference in IL-4 inducible accessible regions (*n* = 4801 in BL/6 versus *n* = 3660 in BALB/c) (Fig. 2a, b). Additionally, induced accessible regions from BL/6 macrophages are enriched in intron and intergenic regions, whereas constitutive accessible regions are enriched in promoters (Fig. 2c). However, this contrast between induced and accessible regions is less pronounced in BALB/c macrophages (Fig. 2c). Hence, BL/6 macrophages are more responsive to IL-4 driven chromatin remodeling than BALB/c macrophages, whereas BALB/c macrophages have more constitutively accessible regions.

**Fig. 2:**
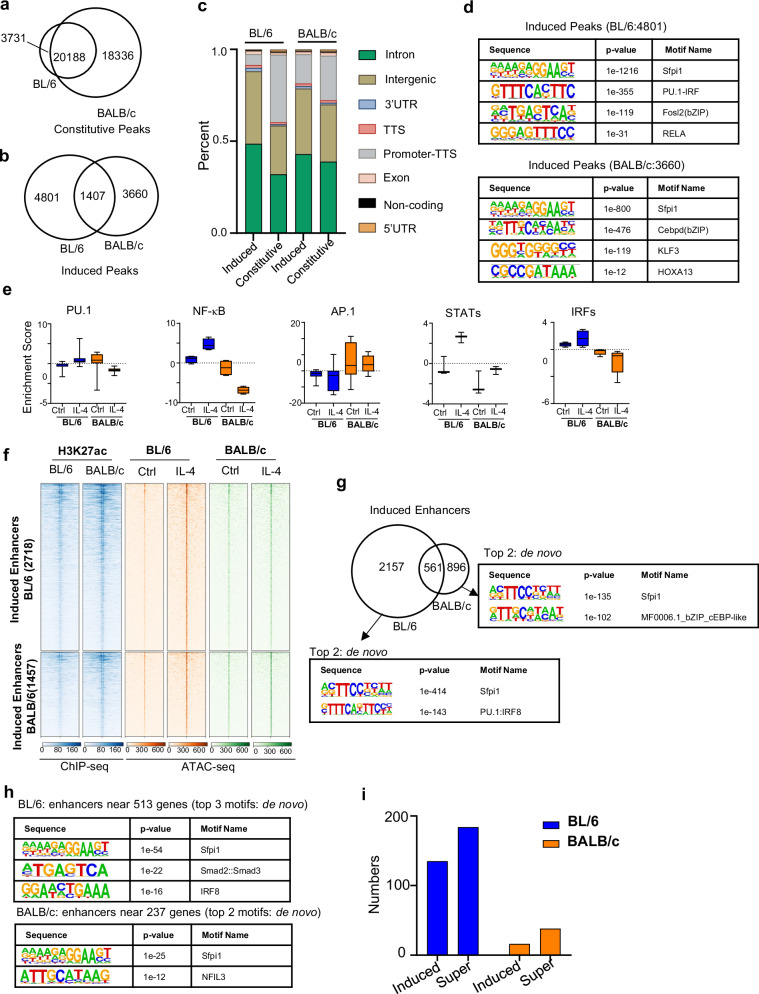
Differential chromatin-level response to IL-4 in BL/6 and BALB/c mice. **a** Constitutive ATAC-seq peaks (FDR > 0.001) are identified by DiffBind when comparing control (Ctrl) and IL-4 treatment conditions in both strains. The Venn diagram visually represents the overlap of these constitutive ATAC-seq peaks between BL/6 and BALB/c mice. **b** ATAC-seq induced peaks (FDR ≤ 0.001) are identified by DiffBind between Ctrl and IL-4 treatment in BL/6 and BALB/c mice. Venn diagram shows the overlap of the induced ATAC-seq peaks from BL/6 and BALB/c mice. **c** Genomic locations of ATAC-seq peaks, both constitutive and induced by IL-4 treatment, display binding sites across multiple genomic regions as annotated by HOMER. The strain names are labeled above the bars. **d** Using HOMER, we identified the top 4 transcription factors enriched in induced peaks in BL/6 (left panels) and BALB/c (right panels). Only de novo motifs are showed here. Significance was calculated using default statistical setting provided by HOMER. **e** Box and whiskers plot shows transcription factor motif enrichment scores in ATAC-seq data for select motifs that exhibit differential enrichment between BL/6 and BALB/c, assessed using ChromVAR. PU.1 (*n* = 17 relevant motifs); NF-κB (*n* = 4 relevant motifs); AP.1 (*n* = 30 relevant motifs); STATs (*n* = 3 relevant motifs); IRFs (*n* = 5 relevant motifs). Each motif value represents the average of motif enrichment scores of the two replicates. Data are presented as mean value of motif enrichment scores from all motifs +/− SEM. **f** A heatmap displaying induced enhancers derived from induced ATAC-seq peak data. **g** Overlap of significantly induced enhancers after IL-4 treatment in peritoneal TRMs from two strains. The top two de novo motifs identified by HOMER are enriched at strain-specific induced enhancers, with an observed gain in the IRF motifs in BL/6 mice. Significance was calculated using default statistical setting provided by HOMER. **h** The top 3 (BL/6) and top 2 (BALB/c) de novo motifs identified by HOMER enriched in enhancers near strain-specific induced genes (FDR ≤ 0.05 and ≥ 2-foldchange compared with Ctrl). Significance was calculated using default statistical setting provided by HOMER. **i** The count of induced enhancers or super enhancers near strain-specific induced genes.

To identify transcription factors associated with IL-4 driven chromatin remodeling, we performed transcription factor motif enrichment analysis with HOMER on the IL-4 induced ATAC-seq peak regions (Fig. 2d). This revealed significant enrichment of LDTFs such as Sfpi1 (PU.1) and AP1(Cebpd, Fols2), as expected in both strains. Notably, IRF and NF-κB SDTF motifs are significantly enriched in BL/6 specific IL-4 induced peaks, but not in BALB/c specific induced regions. In contrast, the homeobox motif (HOXA13) is only enriched in BALB/c induced ATAC peaks (Fig. 2d). These results suggest that chromatin remodeling after IL-4 activation in BL/6 TRMs is driven by IRF and the NF-κB family of transcription factors (TFs), while in the BALB/c background the bZIP and homeobox family of TFs are the driving factors. We next used chromVAR^23^ to identify enriched motifs that are strain specific and IL-4 responsive and grouped by hierarchical clustering (Supplementary Fig. 2a, left). This analysis suggests that the putative activity level of PU.1, NF-κB, IRFs and STATs are enriched in IL-4 activated BL/6 TRMs, whereas AP-1(bZIP motif) activity is enriched in BALB/c TRMs under both baseline as well as IL-4 activated conditions (Fig. 2e). Other bZIP motif clusters, including C/EBP motifs such as C/EBPA, C/EBPB and C/EBPD were also more enriched in BALB/c TRMs after IL-4 treatment (Supplementary Fig. 2a, right). These findings indicate that IL-4-induced chromatin remodeling enhances transcription factor accessibility differently in BL/6 and BALB/c TRMs and for BL/6 TRMs these include LDTFs like PU.1, along with SDTFs such as NF-κB, IRFs, and STATs.

Next, we applied H3K27ac ChIP-seq to study change of activated enhancers following IL-4 stimulation. We observed 141 enhancers uniquely activated in BL/6 and 347 enhancers uniquely activated in BALB/c (Supplementary Fig. 2b), which showed different functional enrichment by using the Genomic Regions Enrichment of Annotations Tool (GREAT) on BL/6 and BALB/c specific enhancers (Supplementary Fig. 2c). De novo motif analysis on strain-specific enhancer regions revealed that IRFs were exclusively enriched in BL/6-specific enhancers, whereas the homeobox motif (*Meis*) showed enrichment in BALB/c (Supplementary Fig. 2d), which is consistent with other analysis (Fig. 2d). To identify strain-specific IL-4-induced enhancers, we combined H3K27ac ChIP-seq and ATAC-seq analysis. Initially, we overlapped the IL-4-induced ATAC peaks with H3K27ac ChIP-seq data in both strains, allowing us to identify strain-specific induced enhancers (Fig. 2f). We identified 2,718 enhancers induced in IL-4 stimulated BL/6 TRMs and 1,457 enhancers induced in IL-4 stimulated BALB/c TRMs. Notably, the majority of these IL-4 induced enhancers are strain specific, with only 561 shared between strains (Fig. 2g). PU.1 and IRF motifs (PU.1:IRF8) were more enriched in BL/6, whereas bZIP motifs (cEBP-like) were more enriched in BALB/c (Fig. 2g). We associated enhancers with genes specifically upregulated in BL/6 and BALB/c TRMs (Fig. 1g) by applying the enhancers to the nearest promoters of genes using the HOMER and found that the enhancers near the BL/6 specific upregulated genes (promoter-proximal genomic regions) are more enriched for SDTFs motifs (e.g., IRFs) (Fig. 2h). When we mapped BL/6 and BALB/c specific IL-4 upregulated genes to the nearby strain specific induced enhancers (Fig. 2i), we found that out of 513 BL/6 specific genes, 135 are associated with induced enhancers, whereas only 16 out of 237 BALB/c specific genes are associated with induced enhancers. Additionally, when we defined super-enhancer regions by H3K27ac ChIP-seq using HOMER^24^, after annotating the super-enhancer with the nearest promoter of gene, we found that 184 out of 2,006 BL/6 specific IL-4 upregulated genes are associated with super enhancers nearby whereas only 38 BALB/c specific genes are associated with super enhancers. However, the number of total super-enhancer regions in BL/6 (*n* = 578) and BALB/c (*n* = 555) macrophages are quite similar. These results may partially explain the increased IL-4 transcriptional responsiveness of BL/6 TRMs, as IL-4 upregulated genes in BL/6 TRMs are more associated with induced enhancers and super enhancer regions.

### IL-4 primes BL/6 TRMs to synergize with lipopolysaccharide (LPS) signaling more effectively than BALB/c TRMs

Recently, IL-4 priming was shown to increase NF-κB-p65 binding resulting in “extended synergy” of IL-4-polarized BMDMs upon lipopolysaccharide (LPS) exposure^18^. Since we observe that in vivo IL-4 activation in BL/6 TRMs enhances accessibility to motifs associated with SDTFs such as NF-κB and IRFs, we hypothesized that synergy between IL-4 priming and LPS exposure would also be more pronounced in BL/6 TRMs relative to BALB/c TRMs. Hence, we compared the in vitro (3 h) LPS response of TRMs isolated from Ctrl and IL-4 in vivo treated BL/6 and BALB/c mice by RNA-seq (Supplementary Fig. 3a). 

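Peritoneal TRMs of Ctrl and IL-4-Fc-treated mice were cultured with or without LPS, a bacterial cell wall component that activates TLR4, for 3 h in vitro. The experiment has 8 groups of strain and treatment (Ctrl, LPS, IL-4 and IL-4 + LPS in each strain) with 3 libraries each, 24 in all, and its Ctrl and IL-4 libraries are not those of Fig. 1. The counts in the table are whole numbers without normalization, made by the same upstream steps. Totals per library ran from 20358401 to 30652973, with medians per group between 23384977 and 26758760. One fit of the 8 groups tested 13712 genes, with a common biological coefficient of variation of 0.129. In every group, replicates 1 and 3 differed from each other by less than either differed from replicate 2, with a chi-square per degree of freedom of 1.92 to 10.4 between replicates 1 and 3 and of 16.8 to 67.5 between replicates 1 and 2. The labels do not say why, and counts were also computed with replicates 1 and 3 summed as 1 library.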

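The first 3 components held 48%, 34.5% and 10.7% of the variance. The largest loadings on PC1 were those of *Nos2* (0.118), *Ccl5* (0.107), *Ifit1* (0.103), *Cxcl10* (0.0988) and *Has1* (0.0977), and on PC2 those of *H2-Ea-ps* (0.153), *Gvin1* (−0.152), *Gm8210* (0.14), *Gm13394* (0.134) and *C4a* (0.125). Over PC1 and PC2, the means of LPS and IL-4 + LPS libraries lay 17.3 units apart in BL/6 (SD 3.7 from the spread of the replicates) and 4.92 units apart in BALB/c (SD 2.16), a ratio of 3.51. The distances of the strains differed by more than the spread of their replicates. Leaving out each replicate number gave ratios from 3.29 to 3.85. Over PC1 to PC3 the distances were 43.9 in BL/6 and 31.7 in BALB/c, a ratio of 1.39. On CPM without a log transform the ratio over PC1 and PC2 was 1.15 (SD 0.204), and the difference was then within the spread between replicates.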

PCA shows that the transcriptional response to IL-4 + LPS exposure is more distinct from LPS treatment in BL/6 TRMs compared to BALB/c TRMs (Fig. 3a). However, the distance on the PC1 axis between LPS exposed and untreated TRMs is greater on the BALB/c background (Fig. 3a), indicating that the transcriptional effects of LPS on BALB/c TRMs may be greater. 

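On PC1 the means of Ctrl and LPS libraries lay 62.9 units apart in BL/6 (SD 9.32) and 86.5 units apart in BALB/c (SD 1.49). The difference exceeded the spread between replicates. The ratio of the BL/6 to the BALB/c distance was 0.728, and between 0.688 and 0.747 with each replicate number left out.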

We next identified differentially expressed genes (DEGs) (FDR ≤ 0.05 and ≥2-fold) between untreated vs LPS treated TRMs (LPS vs Ctrl), as well as between LPS treated TRMs and LPS treated IL-4 activated TRMs (IL-4 + LPS vs LPS) on both backgrounds (Fig. 3b). The majority of DEGs (*n* = 863) between Ctrl versus LPS exposure in BL/6 TRMs are also affected in BALB/c TRMs. 

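LPS upregulated 1196 genes in BL/6 and 1786 in BALB/c at FDR of at most 0.05 and at least 2-fold (edgeR's quasi-likelihood test, n = 3 libraries per group), and 1026 genes were in both lists. The shared count stayed between 977 and 1048 with each of the 24 libraries left out. Without the fold threshold, the alternative that moved these counts most, LPS raised 3651 genes in BL/6, 4279 in BALB/c and 2989 in both.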

Consistent with the PCA plot, more genes are differently upregulated between Ctrl and LPS in BALB/c macrophages (*n* = 831) than BL/6 (*n* = 178) indicating a stronger transcriptional response to LPS exposure compared to naive peritoneal BALB/c TRMs (Fig. 3b, left). However, in line with our observation in the PCA plot (Fig. 3a), when we compared the response of LPS treated IL-4 activated TRMs with LPS treated naïve TRMs (Fig. 3b, right), we found that more genes are upregulated in BL/6 (*n* = 909) compared to BALB/c TRMs (*n* = 113) with an only small number of genes affected in both strains (*n* = 161). 

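In BALB/c only, 760 genes were upregulated by LPS, and 170 in BL/6 only. Lower after LPS by the same thresholds were 2110 genes in BALB/c and 1402 in BL/6. At FDR of at most 0.05, the log2 change from Ctrl to LPS was higher in BALB/c for 1454 genes (edgeR's test of the interaction). It was higher in BL/6 for 1209 genes. No rise was required for these counts, so a higher value can also be a smaller fall.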

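Between IL-4 + LPS and LPS, 1247 genes were upregulated in BL/6 and 471 in BALB/c (edgeR's quasi-likelihood test, FDR of at most 0.05 and at least 2-fold). Of these, 278 passed in both strains, 969 in BL/6 only and 193 in BALB/c only. Lower in IL-4 + LPS than in LPS were 936 genes in BL/6 and 283 in BALB/c. With each library left out, the BL/6 count stayed between 1089 and 1317 and the BALB/c count between 369 and 498. With replicates 1 and 3 of every group summed, the counts were 1222 in BL/6, 345 in BALB/c and 215 in both.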

GO analysis revealed that ‘metabolite process’ was associated with the BALB/c-specific upregulated genes (LPS vs Ctrl, *n* = 831), while ‘immune system process’ was linked to the BL/6-specific upregulated genes (IL-4 + LPS vs LPS, *n* = 909) (Supplementary Fig. 3b).

**Fig. 3:**
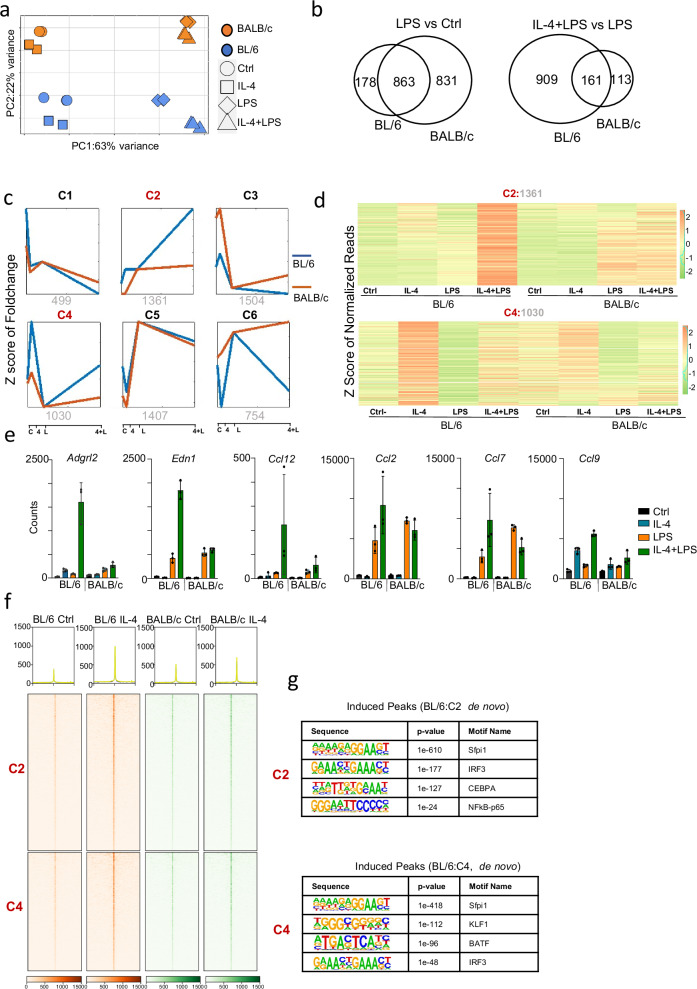
Synergistic activation was observed after LPS treatment in IL-4-primed TRMs from both strains, with a more pronounced synergistic response in BL/6 mice. **a** Principal component analysis (PCA) of RNA-seq data from IL-4, LPS, IL-4 + LPS, and Ctrl mice (*n* = 3 per group) shows the primary separation of samples between IL-4 + LPS and LPS treatment in BL/6 mice. **b** Significantly induced genes were identified by EBSeq in two comparisons (LPS vs Ctrl and LPS + IL-4 vs LPS). The left panel shows the overlap of genes significantly induced (FDR ≥ 0.05, ≥2-fold) after LPS treatment compared to Ctrl in macrophages from both strains. The right panel shows the overlap of genes significantly induced (FDR ≤ 0.05, ≥2-fold) after IL-4 + LPS treatment compared to LPS treatment in macrophages from both strains. **c** Differentially expressed genes were identified by DESeq2 (FDR ≤ 0.05) that changed in response to any treatment between strains. The differentially expressed genes were then further separated into 6 kinetic patterns *by k-means* clustering based on the fold-change compared to LPS treatment. The names of clusters (top:C1-C6) and the number of genes (bottom) in each cluster are shown. Activation is noted on the x-axis, where “C” indicates Ctrl, “4” indicates IL-4 treatment, “L” indicates LPS treatment, and “4 + L” indicates IL-4 and LPS cotreatment. **d** The heatmap represents normalized gene expression levels in clusters C2 and C4 from (**c**) in both strains. The number in each group is labeled at the top of the heatmap. Each row represents the z score of normalized reads. **e** Bar graph showed the RNA-seq counts on the selected genes after IL-4 or LPS treatment (*n* = 3 biological replicates). Data are presented as mean values +/− SEM. **f** Heatmap produced by deepTools showed read distribution plot of ATAC-seq occupancy near genes in cluster C2 and C4 from (**c**) in both strains. **g** Motif analysis by HOMER showed IRF and NF-κB motifs under the ATAC-seq peaks near the genes in C2 and C4 from (**c**). Significance was calculated using default statistical setting provided by HOMER.

Next, we employed *k-means* clustering to group the differentially regulated genes between IL-4 + LPS and LPS alone, as identified by DESeq2 using fold-change values across all samples relative to LPS treatment (Fig. 3c). Additionally, an alternative *k-means* analysis based on fold-change values relative to Ctrl is presented in Supplementary Fig. 3c. Both analyses revealed the presence of six distinct clusters. 

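Genes whose response differs between strains were found by a joint test of the 3 strain by treatment terms, the counterpart of the likelihood ratio test named in the methods. At FDR of at most 0.05, 5882 of 13712 genes passed (edgeR's quasi-likelihood test), and 6252 by DESeq2's likelihood ratio test. The test calls a gene when any treatment response differs between strains, whether to LPS, IL-4 or both. With replicates 1 and 3 summed as 1 library, which leaves fewer libraries, 1672 genes passed. The *k-means* clusters were not repeated, and direct contrasts between IL-4 + LPS and LPS were tested in their place.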

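As a direct contrast, the change from LPS to IL-4 + LPS was larger in BL/6 than in BALB/c for 1696 genes and smaller for 1581 at FDR of at most 0.05 (edgeR's test of the difference), 624 and 495 of them by at least 2-fold. Of those larger in BL/6, 1610 also rose in BL/6, and of those larger in BALB/c, 1025 rose in BALB/c.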

Notably, cluster 2 (C2:1361) and cluster 4 (C4:1030) exhibited a marked increase in LPS inducibility in IL-4-primed BL/6 TRMs compared to LPS treatment only (Fig. 3c), and cluster 2 exhibited a synergistic response following IL-4 + LPS treatment (Fig. 3d). From the 1361 genes in Cluster 2 (C2), 568 genes showed a greater than 2-fold change in BL/6, while in Cluster 4 (C4), 266 genes met the filtering criteria. In contrast, among the 754 genes in Cluster 6 (C6), only 37 exhibiting a 2-fold difference between IL-4 + LPS compared to LPS treatment only in BALB/c macrophages. This demonstrated that extended synergy of IL-4-polarized TRMs upon LPS exposure is much more pronounced in the BL/6 genetic background. 

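With at least a 2-fold rise from LPS to IL-4 + LPS in BL/6, 661 genes differed between strains in favour of BL/6. With each library left out the count stayed between 525 and 752, and with replicates 1 and 3 summed it was 330.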

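In the other direction, 99 genes rose at least 2-fold in BALB/c and more than in BL/6. The range with 1 library left out was 76 to 108, and the count with replicates 1 and 3 summed was 32.
By the rule given for IL-4, the genes with the largest difference in favour of BL/6 were *Rnase2a*, *Spp1* and *Siglec1*. *Spp1* (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050) rose from LPS to IL-4 + LPS from 10.0 ± 0.639 to 130.3 ± 57.1 CPM in BL/6 and was 44.1 ± 10.4 and 45.0 ± 5.16 CPM in BALB/c (SD, n = 3), a difference of 3.67 on the log2 scale (standard error 0.505, adjusted p = 3.56e-05 from edgeR's quasi-likelihood test). *Siglec1* (ENSMUSG00000027322.11, chromosome 2, 131069220 to 131086765) rose by 2.23 in BL/6 and fell by 1.30 in BALB/c, a difference of 3.53 (adjusted p = 8.38e-06). For *Rnase2a* the difference of 5.23 rested on 0 to 2 counts per BL/6 LPS library (adjusted p = 0.0424 from edgeR's test). It was not called with libraries thinned (0.0608) or without BL/6 Ctrl replicate 2 (0.0621), BL/6 LPS replicates 1 (0.0898), 2 (0.089) or 3 (0.0952), BL/6 IL-4 + LPS replicate 2 (0.0887), BALB/c LPS replicates 1 (0.0602), 2 (0.055) or 3 (0.0863) or BALB/c IL-4 + LPS replicates 1 (0.0682) or 3 (0.064). In favour of BALB/c the genes were *Chil3*, *Paqr7* and *Prickle1*. *Chil3* rose by 10.41 in BL/6 and 12.82 in BALB/c, a difference of −2.40 (adjusted p = 1.98e-05 from edgeR's test). *Paqr7* (ENSMUSG00000037348.15, chromosome 4, 134496697 to 134510235) and *Prickle1* (ENSMUSG00000036158.12, chromosome 15, 93499114 to 93595891) each differed by −2.17 (adjusted p = 0.00101 and 0.000391). They fell by 1.55 and 1.68 in BL/6. Apart from *Rnase2a*, each difference was called with any 1 library left out (adjusted p at most 0.00468, for *Paqr7*).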

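Synergy was tested as the log2 change from LPS to IL-4 + LPS minus the log2 change from Ctrl to IL-4, so a positive value means a joint effect that is more than multiplicative. At FDR of at most 0.05, 1475 genes had a positive value in BL/6 and 339 in BALB/c (edgeR's quasi-likelihood test, n = 3 libraries per group), and 1354 and 235 had a negative one. A positive value does not need a rise of IL-4 + LPS over LPS. Of the 1475 genes in BL/6, 894 were higher in IL-4 + LPS than in LPS, 359 of them by at least 2-fold, and 737 were lowered by IL-4 alone. Of the 339 genes in BALB/c, 186 were higher in IL-4 + LPS than in LPS, 30 of them by at least 2-fold, and 180 were lowered by IL-4 alone. LPS alone induced 280 of these genes in BL/6 and 85 in BALB/c at least 2-fold, and 99 and 8 of those also rose at least 2-fold from LPS to IL-4 + LPS. Tested directly, synergy was larger in BL/6 for 327 genes and larger in BALB/c for 278. DESeq2 gave 1191 synergistic genes in BL/6, 553 in BALB/c and 543 with larger synergy in BL/6. With a replicate block within strain and priming, synergistic genes numbered 1941 in BL/6 and 665 in BALB/c, and synergy was larger in BL/6 for 659 and in BALB/c for 498. With replicates 1 and 3 summed, edgeR called 394 genes in BL/6 and 0 in BALB/c, where 721 had an unadjusted p under 0.05 and DESeq2 called 85.
The BALB/c count of 339 rose to 546 without BL/6 Ctrl replicate 2, and fell to 202 without BALB/c Ctrl replicate 1, 190 without BALB/c Ctrl replicate 3, 213 without BALB/c LPS replicate 1 and 215 without BALB/c LPS replicate 3. The BL/6 count stayed between 1117 and 1661. The count of 327 fell to between 181 and 212 without BL/6 IL-4 replicates 1 or 3, BALB/c Ctrl replicates 1 or 3, BALB/c LPS replicate 3, BALB/c IL-4 replicates 1 or 3, or BALB/c IL-4 + LPS replicate 3. The count of 278 rose to 463 without BL/6 Ctrl replicate 2 and fell to between 159 and 185 without BL/6 Ctrl replicate 3, BL/6 LPS replicates 1 or 3, BL/6 IL-4 replicates 1 or 3, BALB/c Ctrl replicates 1 or 3, or BALB/c IL-4 replicate 1. From the larger number of genes with increased LPS inducibility after IL-4 in BL/6 (Fig. 3c, d), the paper concludes that synergy of IL-4 and LPS depends on the genetic background and is the stronger in BL/6. The paper adds ATAC-seq near these genes (Fig. 3f) and scRNA-seq of mixed bone marrow chimeras (Fig. 7). From the chimeras it concludes that the strain difference is cell intrinsic. Neither was analysed here.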

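The genes are *Adgrl2*, *Edn1*, *Ccl12*, *Ccl2*, *Ccl7* and *Ccl9*. *Adgrl2* (ENSMUSG00000028184.12, chromosome 3, 148815583 to 148990555) had 0.863 ± 0.104 CPM in BL/6 Ctrl, 3.52 ± 0.515 in LPS, 5.56 ± 0.656 in IL-4 and 76.5 ± 18.0 in IL-4 + LPS (SD, n = 3). In BALB/c it had 9.61 ± 1.81 CPM in LPS and 11.9 ± 1.01 in IL-4 + LPS. The change from LPS to IL-4 + LPS was 4.45 on the log2 scale in BL/6 and 0.31 in BALB/c, and it differed between strains by 4.14 (standard error 0.242, adjusted p = 2.34e-09 from edgeR's test of the difference). The synergy of *Adgrl2* was 1.78 in BL/6 (adjusted p = 0.000235) and −0.02 in BALB/c (adjusted p = 0.993). *Edn1* (ENSMUSG00000021367.8, chromosome 13, 42301476 to 42307990) rose from 18.0 ± 3.53 to 88.2 ± 11.0 CPM in BL/6 and was 29.4 ± 4.57 and 26.0 ± 2.66 CPM in BALB/c. Its synergy was 4.06 in BL/6 (standard error 0.362, adjusted p = 2.97e-07 from edgeR's test) and −0.34 in BALB/c (adjusted p = 0.833).
The other 4 are chemokine genes on chromosome 11. *Ccl2* (ENSMUSG00000035385.5, 82035571 to 82037453) rose by 1.12 in BL/6 (adjusted p = 0.0017 from edgeR's test), a value that was 0.72 (adjusted p = 0.0246) without BL/6 IL-4 + LPS replicate 2. In BALB/c its change was −0.59 (adjusted p = 0.103), called with a replicate block (0.0352) and in a fit of only the LPS and IL-4 + LPS groups of BALB/c (0.00106). *Ccl7* (ENSMUSG00000035373.2, 82045712 to 82047525) rose by 1.59 in BL/6 and fell by 1.04 in BALB/c, a difference of 2.62 (standard error 0.41, adjusted p = 0.000116 from edgeR's test). The synergy in BL/6 was 1.97 for *Ccl2* and 2.21 for *Ccl7*. *Ccl9* (ENSMUSG00000019122.8, 83572919 to 83578636) rose by 1.93 in BL/6, and its synergy there was 0.20 (standard error 0.274, adjusted p = 0.672). Its rise of 0.45 in BALB/c was not called (adjusted p = 0.0865) except without BL/6 Ctrl replicate 2 (0.0432), without BALB/c IL-4 replicate 2 (0.0245) and in the fit of the 2 groups compared (0.0185). *Ccl12* (ENSMUSG00000035352.3, 82101845 to 82103400) had 95 to 464 counts per library in BL/6 IL-4 + LPS and at most 93 in any other group. It rose by 3.44 in BL/6, and the difference between strains of 2.78 (adjusted p = 0.0154 from edgeR's test) was 1.64 (adjusted p = 0.0721) without BL/6 IL-4 + LPS replicate 2. The synergy of *Ccl12* in BL/6 was 2.37 (adjusted p = 0.148), called without BL/6 IL-4 replicate 2 (3.66, adjusted p = 0.031), by DESeq2 (adjusted p = 0.0454) and with a replicate block within strain and priming (adjusted p = 0.00285).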

Six representative genes of cluster C2 are shown in Fig. 3e. Of these genes, *Edn1* and *Ccl2* have previously been reported upregulated in IL-4-primed and LPS-exposed BL/6 BMDMs^18^. 

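*Nfkbia* (ENSMUSG00000021025.8, chromosome 12, 55489410 to 55492647) encodes an inhibitor of NF-κB. From Ctrl to LPS it rose from 343.2 ± 37.8 to 1276 ± 64.2 CPM in BL/6 and from 261 ± 17.7 to 1657 ± 17.8 CPM in BALB/c (SD, n = 3). The log2 fold change was 1.89 in BL/6 (standard error 0.0902, adjusted p = 1.91e-12 from edgeR's quasi-likelihood test) and 2.67 in BALB/c (standard error 0.0928, adjusted p = 4.26e-15). The difference between strains was −0.77 (standard error 0.124, adjusted p = 0.000206 from edgeR's test of the interaction). *Chil3* rose from Ctrl to IL-4 from 8.82 ± 1.58 to 13050 ± 924 CPM in BL/6 and from 0.399 ± 0.238 to 7087 ± 961 CPM in BALB/c (SD, n = 3). Its log2 fold changes were 10.53 and 14.13, which differed by −3.60 (standard error 0.336, adjusted p = 1.41e-06 from edgeR's test of the interaction).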

Induction of *Nfkbia* by LPS (Supplementary Fig. 3d, left) and *Chil3* by IL-4 (Supplementary Fig. 3d, right) in both BL/6 and BALB/c macrophages showing that signaling pathways downstream of IL-4 and LPS are functionally active in both strains. GO analysis on the C2 and C4 gene clusters showed that the majority of immune response genes were concentrated in the C2 cluster, whereas C4 genes were predominantly associated with metabolic processes (Supplementary Fig. 3e). Other proinflammatory genes (*Il1a, Il1b, Il6, and Tnf*) show no synergistic effect in either mouse strain, indicating only a subset of genes exhibit a synergistic response like those in the C2 cluster (Supplementary Fig. 3f).

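*Il1a* (ENSMUSG00000027399.1, chromosome 2, 129299610 to 129309972) had 703.6 ± 236 CPM in BL/6 Ctrl, 45.8 ± 16.1 in IL-4, 5943 ± 2180 in LPS and 4983 ± 151 in IL-4 + LPS (SD, n = 3). *Il1b* (ENSMUSG00000027398.13, chromosome 2, 129364570 to 129371139) had 427 ± 251, 33.6 ± 5.19, 5510 ± 1030 and 4569 ± 392 CPM in these groups. *Il6* (ENSMUSG00000025746.11, chromosome 5, 30013114 to 30019981) and *Tnf* (ENSMUSG00000024401.14, chromosome 17, 35199381 to 35202007) were also lower after IL-4 alone than in Ctrl. In BL/6 the change from LPS to IL-4 + LPS was −0.25 on the log2 scale for *Il1a*, −0.27 for *Il1b*, −0.27 for *Il6* and 0.14 for *Tnf*, with adjusted p from 0.48 to 0.703 (edgeR's quasi-likelihood test). The *Tnf* value was 0.88 (adjusted p = 0.000313) without BL/6 LPS replicate 2. In BALB/c the changes were −0.85 for *Il1a* (adjusted p = 0.0291), −0.67 for *Il1b* (0.138), −0.32 for *Il6* (0.501) and −0.95 for *Tnf* (0.0178). *Il1a* was no longer called without BALB/c LPS replicate 2 (0.154), IL-4 + LPS replicate 1 (0.0539), 2 (0.104) or 3 (0.0562), and *Tnf* without BALB/c LPS replicate 2 (0.0518) or IL-4 + LPS replicate 2 (0.0935). *Il1b* was called without BL/6 Ctrl replicate 2 (0.00881) and in a fit of only the 2 groups compared (0.0113).
IL-4 alone lowered the genes, by 3.94 for *Il1a*, 3.67 for *Il1b*, 3.17 for *Il6* and 2.36 for *Tnf* in BL/6. The synergy contrast, which sets the change after LPS against this fall, was therefore positive in BL/6, at 3.69 for *Il1a*, 3.40 for *Il1b*, 2.90 for *Il6* and 2.50 for *Tnf* (adjusted p from 3.6e-06 to 0.000251, edgeR's test). In BALB/c it was 1.20 for *Il1a* (adjusted p = 0.101), 1.23 for *Il1b* (0.16), 1.43 for *Il6* (0.0876) and 1.48 for *Tnf* (0.0622), none of them called. These BALB/c values were close to the threshold. *Il1a* passed with DESeq2 (0.0356), with no filter (0.0331) and without BL/6 Ctrl replicate 2 (0.0486). *Il1b* passed without BL/6 Ctrl replicate 2 (0.00576). *Il6* passed with no filter (0.0234), with a replicate block shared by all groups (0.0193) or within strain and priming (0.000994) and without BALB/c LPS replicate 2 (0.0237). *Tnf* passed with DESeq2 (0.00933), with no filter (0.0124), without BL/6 LPS replicate 1 (0.0387), 2 (0.000818) or 3 (0.0393) and without BALB/c IL-4 + LPS replicate 2 (0.0484).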

To elucidate the epigenomic state of IL-4-primed TRMs at the regulatory elements governing genes in C2 and C4, we examined the ATAC-seq signal at these loci. For both C2 and C4 genes, the promoter-proximal genomic regions, as defined by adjacent ATAC-seq peaks, exhibited enhanced ATAC-seq signals in IL-4-primed BL/6 TRMs. Notably, this heightened accessibility was only observed in BL/6 IL-4-treated TRMs, in contrast with BALB/c TRMs where such induced accessibility was not evident. This highlights a greater accessibility in BL/6 IL-4-treated TRMs compared to BALB/c TRMs in the promoter-proximal genomic regions of the synergistically regulated genes (C2) (Fig. 3f). The accessible regulatory elements at the promotor-proximal regions of C2 and C4 genes are enriched for the Sfpi1 (PU.1) and IRF motifs (Fig. 3g), and C2 genes have a significant enrichment of the NF-κB motif. The whole top 20 motif list are showed in Supplementary Fig. 3g. These results indicate that IL-4 treatment in BL/6 modified the epigenome to increase accessibility for the IRF and NF-κB family of TFs, which may mediate the extended synergy of IL-4 primed LPS transcriptional responses. However, this epigenomic conditioning for synergistic responses does not occur in the BALB/c background.

### Hi-C analysis identifies NF-κB binding sites in the promoter-distal regions associated with BL/6 specific IL-4 induced genes

Regulatory elements can govern gene expression across extensive genomic distances, exerting influence on genes situated far from promoters—termed here as promoter-distal regions^25^. To define promoter-distal regions and investigate 3D genome structure, we performed Hi-C on IL-4 activated BL/6 and BALB/c peritoneal TRMs. We examined the role of long-range interactions of regulatory elements in controlling strain-specific IL-4 transcriptional responses through 3D interactions. We first combined Hi-C analysis with ATAC-seq data to define the promoter based regulatory elements. We determined the promotor-distal regulatory elements for BL/6 specific and BALB/c specific IL-4 upregulated genes, and next identified TF motifs enriched in these accessible regulatory elements. We found 535 promoter-distal regions were related to the BL/6 specific upregulated genes (513) and 143 promoter-distal regions were related to BALB/c specific upregulated genes (237). Motif analysis by HOMER revealed enrichment of IRF motifs (de novo) and NF-κB motifs (*known*) in promoter-distal regions specific to BL/6 (Fig. 4a, left), but not in BALB/c promoter-distal regions (Fig. 4a, right). These findings indicate that NF-κB and IRFs may play a role in the regulation of IL-4 upregulated genes specific to BL/6 through long-range promoter-distal interactions.

**Fig. 4:**
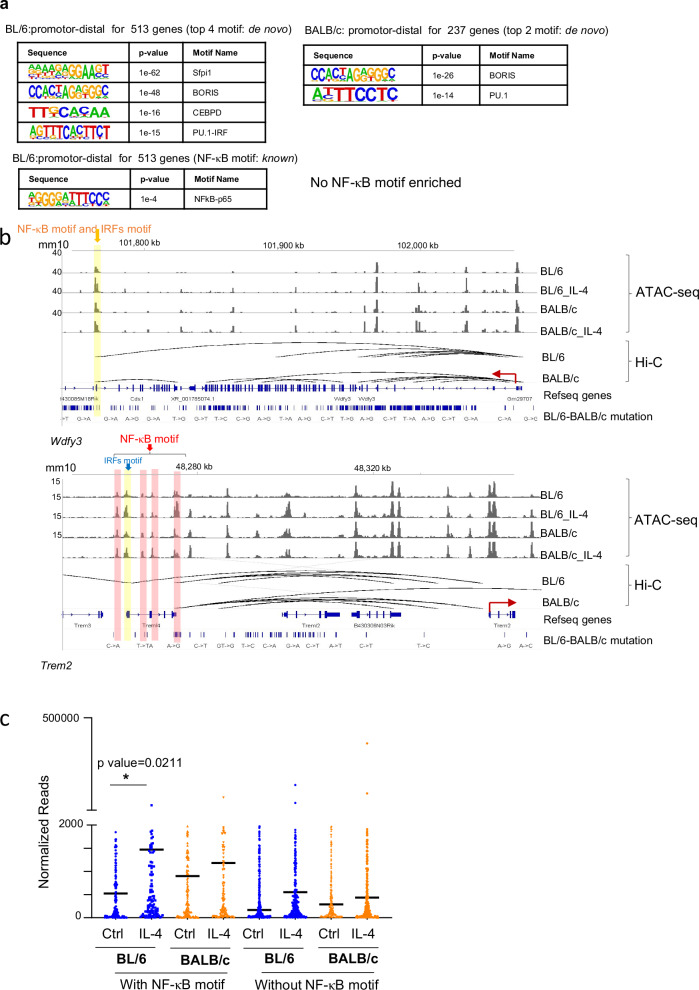
Promoter-distal regions of IL-4-induced genes in BL/6 TRMs revealed NF-κB motifs through the analysis of chromatin loop features obtained from Hi-C analyses. **a** Top transcription factor binding motifs enriched within promoter-distal regions defined by chromatin loops from Hi-C in strain-specific induced genes. De novo motifs were identified by HOMER in promoter-distal regions from BL/6-induced genes (left panels) and BALB/c-induced genes (right panels). Notably, the *known* motif enriched in promoter-distal regions of BL/6-induced genes includes NF-κB. Significance was calculated using default statistical setting provided by HOMER. **b** Genome browser tracks (IGV) illustrate examples of promoter-distal regulatory element enriched with IRF and NF-κB motifs linked to the promoter regions of BL/6-specific induced genes. The solid yellow bars represent ATAC-seq peaks around the chromatin loop region from Hi-C containing both IRF and NF-κB motifs, while the solid pink bars represent ATAC-seq peaks around the chromatin loop region from Hi-C with only the NF-κB motif. **c** We divided BL/6-specific induced genes (FDR ≤ 0.05 and ≥ 2-fold) into two groups. One group includes genes with the NF-κB motif in either the promoter site (−400bp to +100 bp from TSS) or promoter-distal regions defined by chromatin loops from Hi-C (*n* = 180), while the other group has no NF-κB motif in either the promoter site or promoter-distal regions defined by chromatin loops from Hi-C (*n* = 333). The scatter plot shows that genes with the NF-κB motif in promoter or promoter-distal regions exhibit higher expression and a greater induction compared to Ctrl in BL/6 mice. The y-axis represents normalized RNA-seq reads. *p*-values were calculated using an unpaired t-test, two-sided.

Utilizing MEME motif analysis^26^, we found that 18 out of 237 BALB/c specific IL-4 upregulated genes have NF-κB motifs in the distal regulatory regions (~7%), whereas 81 out of 513 BL/6 specific IL-4 upregulated genes have NF-κB motifs on the proximal-distal regulatory regions (~15%). For example, *Trem2* and *Wdfy3* are only upregulated in BL/6 TRMs after IL-4 activation (Figs. 1i, 4b). 

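*Wdfy3* (ENSMUSG00000043940.15, chromosome 5, 101832956 to 102069921) rose from 82.4 ± 7.00 to 216.2 ± 5.28 CPM in BL/6 and was 201.6 ± 35.6 CPM in BALB/c Ctrl and 260 ± 35.5 CPM in BALB/c IL-4 TRMs (SD, n = 3). Its log2 fold change was 1.39 in BL/6 (standard error 0.114, adjusted p = 1.36e-07 from edgeR's quasi-likelihood test) and 0.37 in BALB/c (standard error 0.111, adjusted p = 0.0137). The BALB/c call did not hold without BALB/c Ctrl replicate 2 (0.28, adjusted p = 0.0706), BALB/c Ctrl replicate 3 (0.31, adjusted p = 0.061) or BALB/c IL-4 replicate 3 (0.25, adjusted p = 0.0686). Over the alternatives with all libraries its adjusted p was at most 0.0497. The difference between strains was 1.03 (standard error 0.158, adjusted p = 0.00022 from edgeR's test of the interaction).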

In the accessible promoter-distal regions for these genes, we only found NF-κB and IRF motifs in BL/6 TRMs but not in BALB/c TRMs, which may partially explain why these two genes are only upregulated in BL/6 TRMs. We compared the expression levels of genes (*n* = 180) containing an NF-κB motif in either the promoter or promoter-distal regions among the 513 genes specifically upregulated by IL-4 exclusively in BL/6 TRMs (Fig. 1g) with genes lacking NF-κB motifs (*n* = 332). 

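The source data list group means without gene names, so the lists were matched to genes by value as for the infection data. Of the 180 listed genes with an NF-κB motif, 178 matched 1 gene, and 320 of 331 without a motif did. From the full list of 513 BL/6-specific genes, 500 were matched, of which 466 were also BL/6-specific with at least 2-fold in the edgeR fit. The 322 matched genes of the full list that are not among the 178 served as the comparison.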

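The 178 matched genes with an NF-κB motif had a median of 1510 normalized counts in BL/6 IL-4 TRMs, and the 322 others a median of 589. The medians differed by 1.36 on the log2 scale (two-sided permutation test across genes, p = 0.00353). The difference was present before treatment, at 1.47 in BL/6 Ctrl (permutation p = 0.00421), and in BALB/c IL-4 TRMs, at 1.35 (permutation p = 0.00556).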

Notably, the expression level for genes with NF-κB motifs is higher than those that are not associated with NF-κB motifs (Fig. 4c). Also, the level of induction by IL-4 compared to Ctrl is higher for genes associated with NF-κB motifs in BL/6 TRMs (Fig. 4c). Hence, NF-κB may play a role in BL/6 TRMs specific promoter-distal transcriptional regulation during IL-4 activation in vivo.

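The median log2 fold change by IL-4 in BL/6 was 1.44 for 177 tested genes with a motif and 1.52 for 319 others. The difference was −0.08 (two-sided permutation test across genes, p = 0.188). In normalized counts, which were not tested for the rise, the medians went from 549.3 in BL/6 Ctrl to 1510 in IL-4 TRMs for 178 genes with a motif and from 197.7 to 589.4 for 322 others. With each replicate number left out the difference stayed between −0.11 and −0.07 (permutation p from 0.0906 to 0.294).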

Subsequently, we investigated the interplay between 3D genome organization and genes that undergo upregulation upon IL-4 priming followed by LPS exposure in BL/6 TRMs (Fig. 3c, C2 and C4 gene clusters), in comparison to BALB/c TRMs. We identified the promoter-distal regions of C2 and C4 genes through DNA interactions obtained from Hi-C analysis, and MEME analysis was employed to pinpoint promoter-distal regions containing the NF-κB motif. Our findings revealed that 310 (out of 1361) genes from C2 (~23%) and 209 genes (out of 1030) from C4 (~20%) are regulated by promoter-distal regions associated with the NF-κB motif. Motif enrichment analysis conducted with HOMER in these regions demonstrated a significant enrichment of the NF-κB motif, verifying the region selection made by MEME (Supplementary Fig. 4a). The ATAC-seq data revealed that the accessible regulatory elements within the promoter-distal regions of genes belonging to both C2 and C4 from Fig. 3c are also the regions that experience increased accessibility following IL-4 activation in BL/6 TRMs (Supplementary Fig. 4b). For instance, the promotor distal region of *Hbegf*, which is important in would healing^27^ from cluster C2, has a NF-κB motif under BL/6 specific loop that may partly explain the synergistic LPS response (Supplementary Fig. 3c, d). Hence, the heightened transcriptional activity upon LPS activation appears to be associated with IL-4 priming-induced chromatin remodeling in BL/6 TRMs. These findings imply the presence of a preexisting and comparatively stable landscape of BL/6-specific enhancer-promoter interactions in macrophages, whose regulatory function becomes activated in response to IL-4.

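*Hbegf* (ENSMUSG00000024486.6) lies on chromosome 18 from 36504927 to 36515805 and encodes a growth factor that binds heparin. In BL/6 it had 8.82 ± 0.58 CPM in Ctrl, 7.70 ± 1.84 in IL-4, 93.9 ± 4.15 in LPS and 243.6 ± 52.9 in IL-4 + LPS (SD, n = 3). In BALB/c it had 7.28 ± 0.464, 7.76 ± 1.57, 661.7 ± 156 and 362.8 ± 27.6 CPM, so the level in both LPS groups was higher in BALB/c. From LPS to IL-4 + LPS it rose by 1.38 on the log2 scale in BL/6 (standard error 0.167, adjusted p = 1.03e-06 from edgeR's quasi-likelihood test) and fell by 0.87 in BALB/c (standard error 0.164, adjusted p = 0.000498). The difference between strains was 2.24 (standard error 0.234, adjusted p = 1.77e-06 from edgeR's test of the difference). Synergy was 1.57 in BL/6 (adjusted p = 0.000165) and −0.96 in BALB/c (adjusted p = 0.0314). The BALB/c value was no longer called without BALB/c Ctrl replicate 1 (adjusted p = 0.0867), BALB/c Ctrl replicate 3 (0.0731), BALB/c LPS replicate 2 (0.0807), BALB/c IL-4 replicate 1 (0.0708), BALB/c IL-4 replicate 3 (0.102), BALB/c IL-4 + LPS replicate 1 (0.0505) or BALB/c IL-4 + LPS replicate 3 (0.077).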

To investigate the durability of epigenetic changes, we isolated BL/6 peritoneal macrophages 16 days after IL-4-Fc treatment and performed ATAC-seq to determine whether the changes in chromatin accessibility were long-lasting. In contrast to the 4801 induced differential peaks observed 4 days after IL-4-Fc treatment compared to naïve control macrophages, we found no statistically significant differential peaks (FDR ≥ 0.05) at 16 days post-treatment and the epigenetic profile is indistinguishable from control macrophages by PCA (Supplementary Fig. 4e, left). Additionally, regulatory elements containing the NF-κB motif after IL-4-Fc treatment were no longer accessible following 16 days of IL-4 treatment in specific examples of synergistic genes, such as Ccl2 and Ccl7 (Supplementary Fig. 4e, right). This indicates that the BL/6 synergistic response to LPS stimulation is not long lasting.

### Genes activated by IL-4 in BL/6 TRMs exhibit closer proximity to topologically associating domain (TAD) boundaries and display a more homogeneous expression pattern

Hi-C data also provides information on TADs. TADs are genomic regions that form units of three-dimensional (3D) nuclear organization whereby DNA physically interacts with each other, which can regulate gene expression through enhancer-promoter interactions within TADs^28^. We used the Juicer pipeline and TAD caller arrowhead^29^ to annotate TADs in BL/6 (*n* = 2362) and BALB/c (*n* = 2227) macrophages (Fig. 5a–b). In line with previous investigations, the majority (*n* = 1941) of TAD regions are shared between BL/6 and BALB/c macrophages. However, notable differences exist, such as at the *Chil3* locus, where gene expression is higher in BL/6, both at the basal level and after IL-4 treatment (Fig. 5b, Supplementary Fig. 3d, right).

**Fig. 5:**
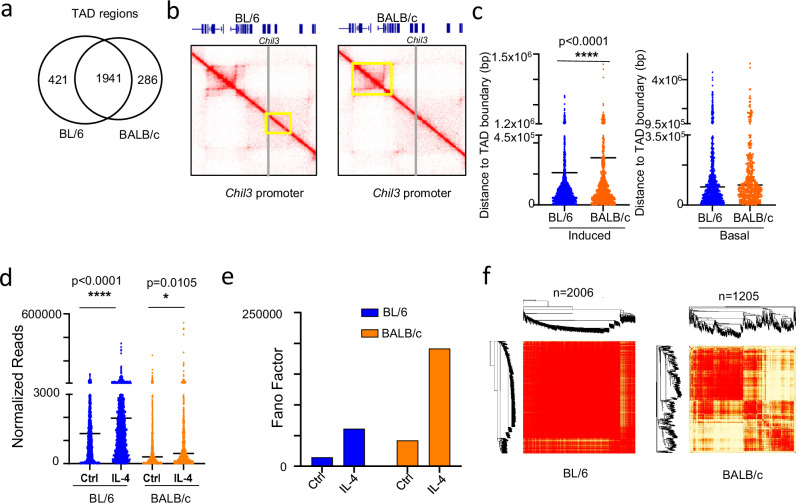
Genes induced by IL-4 in BL/6 TRMs exhibit a stronger association with the boundaries of TADs identified through Hi-C analysis. This association is characterized by higher gene expression values and lower expression variability. **a** Venn diagram illustrates the genome-wide co-localization TADs identified by Hi-C analysis in both strains. **b** Hi-C maps from TRMs of BL/6 and BALB/c mice exhibit a representative TAD region that differs between strains (25 kb resolution; raw count map). The grey line indicates the promoter region of the *Chil3* gene, and the yellow square indicates the TAD region from Hi-C data. **c** Dot plots display the distance of the promoter regions of strain-specific induced genes to the TAD boundary region (left). The strain-specific induced genes are identified by DESeq2 in Fig. 1f. Only genes meeting the threshold of FDR ≤ 0.05 (2006 in BL/6 and 1205 in BALB/c mice) are used. Differential genes between BL/6 and BALB/c at the basal level were identified using the EBSeq method with the threshold of FDR ≤ 0.05 (right). The TAD boundaries are defined in the methods and materials section. Asterisks (****) indicate *p*-values < 0.0001. *p*-values were calculated using an unpaired t-test, two-sided. Data are presented as mean ± standard deviation. **d** Scatter plots displaying the RNA expression levels of strain-specific induced genes (2006 in BL/6 and 1205 in BALB/c mice) with corresponding *p*-values placed at the top of the figure. Asterisks (****) indicate p-values < 0.0001; Asterisks (*) indicate p-values = 0.0105. *p*-values were calculated using a two-sided unpaired t-test. **e** Bar plot showing the FANO factor number on strain-specific induced genes (2006 in BL/6 and 1205 in BALB/c mice). **f** Cluster visualization analysis (WGCNA) was performed on the expression of strain-specific induced genes (2006 in BL/6 and 1205 in BALB/c mice). Light color represents low overlap and progressively darker red color represents higher overlap. Blocks of darker colors along the diagonal are the modules. The gene numbers are labeled at the top of the figure.

TAD boundaries (see methods) delineate the regions that lie between TADs^30^. Upon mapping IL-4-induced genes to TAD boundary regions, we observed that the promoters of BL/6-specific upregulated genes (*n* = 2006, Fig. 1f) are positioned closer to TAD boundaries compared to BALB/c-specific genes (*n* = 1205) (Fig. 5c, left). Conversely, non-IL-4-induced genes exhibiting strain-specific differences only at basal levels do not show significant distinctions in the distance to TAD boundaries between BL/6 and BALB/c naïve macrophages (Fig. 5c, right). Earlier studies have demonstrated that the mean expression of genes within TAD boundaries is higher than that of genes located outside these boundaries. Additionally, genes within boundary regions exhibit lower variability in expression compared to those situated in non-boundary regions^31^. 

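Without a fold threshold, the 2173 BL/6-specific genes had a median of 1674 normalized counts in BL/6 IL-4 TRMs (quartiles 691.7 and 3640). The 1559 BALB/c-specific genes had a median of 430.3 in BALB/c IL-4 TRMs (quartiles 112.5 and 1486). The medians differed by 1.96 on the log2 scale (two-sided permutation test across genes, p = 1e-05, the smallest that 100000 permutations give).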

Here, we also observed that BL/6-specific IL-4 upregulated genes (*n* = 2006) exhibit higher expression levels, as indicated by normalized read counts, compared to BALB/c-specific IL-4 upregulated genes (*n* = 1205) (Fig. 5d). Furthermore, to analyze transcriptional variability between strains, we calculated the Fano factor (a measure of gene expression noise^32^), and observed a lower Fano factor for BL/6-specific genes upregulated after IL-4 activation compared to BALB/c-specific upregulated genes (Fig. 5e). This aligns with the notion that gene expression variability tends to be lower in genes situated near TAD boundary regions. 

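The Fano factor was computed as in the source data, as the variance over the mean of group means across the genes of a list. In IL-4 TRMs it was 45400 for the 2173 BL/6-specific genes in BL/6 and 145700 for the 1559 BALB/c-specific genes in BALB/c, a ratio of 3.21 (two-sided permutation test across genes, 10000 permutations, p = 0.0436). It measures spread between genes and not between replicates. *Chil3* had the highest mean among the BALB/c-specific genes, and 5 genes held 84.8% of the variance. The alternative that moved the ratio most was the median over genes of the variance over the mean between replicate libraries, 1.79 for BL/6-specific and 2.50 for BALB/c-specific genes, a ratio of 1.40. In Ctrl TRMs the ratio across genes was 4.00, and by the median between replicate libraries it was 0.718, with the lower value in BALB/c.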

Using Weighted Gene Co-expression Network Analysis (WGCNA)^33^ to identify modules of co-expressed genes, we found that BALB/c macrophages exhibited a higher number of modules (Fig. 5f), contrasting with BL/6 macrophages where a singular large module prevailed. Hence, there is more variability in the expression of genes in the BALB/c macrophages. When we analyzed strain-specific IL-4 induced genes (Fig. 1g, BL/6: *n* = 513 and BALB/c: *n* = 237), we observed that the promoter regions of BL/6-specific IL-4 upregulated genes (*n* = 513) were closer to TAD boundaries compared to those in BALB/c mice (Supplementary Fig. 5a), and, after IL-4 activation, the BL/6-specific genes exhibited higher expression values and lower variability, as indicated by the Fano factor (Supplementary Fig. 5b, c).

In summary, our findings suggest that IL-4-induced genes specific to BL/6 TRMs tend to be located closer to TAD boundaries, exhibiting higher expression levels and lower variability. Conversely, BALB/c-specific IL-4-activated genes are situated further away from TAD boundaries with lower expression levels and higher variability. These differences may contribute to the stronger transcriptional response to IL-4 activation in BL/6 TRMs.

### scRNA-seq analysis of BL/6 and BALB/c macrophages in the same tissue environment of chimeric F1 mice identifies cell intrinsic strain specific regulons

The epigenetic state and transcriptional responses of BL/6 and BALB/c TRMs to IL-4 stimulation in vivo could be influenced by strain specific homeostatic differences in the tissue environment prior to IL-4 exposure. To investigate whether cell intrinsic genetic differences between BL/6 and BALB/c TRMs mediate IL-4 responses when they are generated within the identical tissue environment, we generated mixed bone marrow chimeric mice using CB6F1/J (F1) mice as recipients, reconstituted with mixed bone marrow (BM) from BALB/c and BL/6 mice (Fig. 6a). These mixed BM chimeric mice were then treated with IL-4 in vivo, and the total peritoneal exudate cells (PECs) were subjected to scRNA-seq. Based on the genetic variation between BL/6 and BALB/c transcripts, we used Souporcell^34^ to separate BL/6 and BALB/c PECs from chimeric F1 mice (Fig. 6b, upper). We subsequently focused on the macrophage subset (Fig. 6b, lower). As anticipated, *Chil3* and *Arg1* are expressed in both BL/6 and BALB/c TRMs, with expression observed in the majority of cells (Fig. 6c, left). In contrast, *Fabp5* demonstrates higher expression in BL/6 TRMs at both the population and average per-cell expression levels. Conversely, *Spp1* which is an important marker of tumor macrophages^35^ exhibits higher population-level expression in BALB/c macrophages (Fig. 6c). We then validated that the expression of IL-4-induced BL/6-specific genes, as indicated previously by bulk RNA-seq data, is also notably higher in BL/6 TRMs within the F1 mice. Notably, these genes include *Trem2*, *Sgmas1*, *Per3*, *Zmiz1*, and *Mertk*, whereby NF-κB motifs were identified in the promoter-distal regions through MEME-FIMO analysis, defined by chromatin loops from Hi-C data (Fig. 6d). Subsequently, we employed single-cell regulatory network inference and clustering (SCENIC) analysis to identify transcription factor (TF) regulons in BL/6 and BALB/c macrophages. This analysis revealed notable activity of NF-κB (Rela and Relb) and STAT (Stat1) regulons in a distinct subset of BL/6 macrophages, which is not detected in BALB/c macrophages (Fig. 6e). Notably, only a distinct subset of BL/6 TRMs is regulated by the NF-κB. Hence, differences between strains could potentially be driven by just a small subset of the macrophage population. To investigate this subset further, we identified cells that have either the Rela or Relb regulon activity and performed a differential analysis with all the other macrophages (Supplementary Fig. 6a). Notably, Spp1 is more highly expressed in the subset with NF-κB regulon activity.

**Fig. 6:**
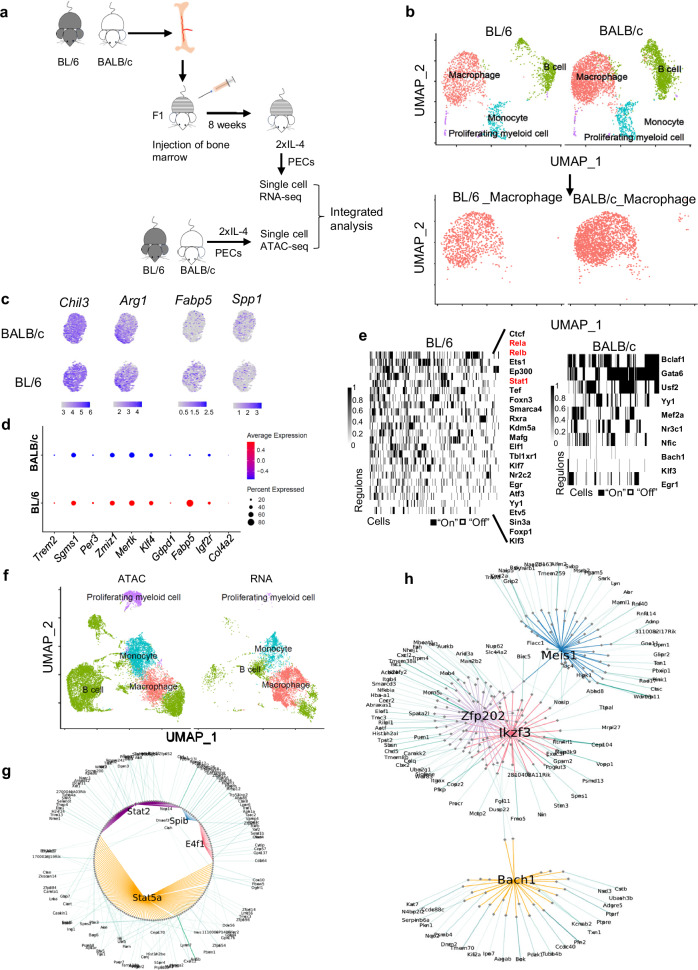
BL/6 and BALB/c cell intrinsic responses to IL-4 activation in the mixed bone marrow chimeras F1 mouse. **a** Schematic illustration of the experimental protocol: Bone marrow (BM) cells from BL/6 and BALB/c mice were adoptively transferred into F1 mice. After 8 weeks, chimeric mice received two i.p. injections of 10 µg IL-4-Fc per mouse. Peritoneal cells were harvested 4 days after the first injection for scRNA-seq library construction. **b** UMAP plots visualized clusters of peritoneal cells derived from scRNA-seq of chimeric F1 mice. The clusters were color-coded based on their annotated cell names. The subset of macrophages was isolated for further analysis. **c** Feature plots show the selected genes expression of BL/6 and BALB/c macrophages. **d** Dot plots visualizes genes more expressed in BL/6 macrophages, of which *Trem2*, *Sgmas1*, *Per3*, *Zmiz1*, and *Mertk* have NF-κB motifs in the promoter-distal regions defined by chromatin loops from Hi-C data. Red indicates a higher average expression of the gene, and a larger dot size indicates that the gene is present in a larger percentage of cells within that cluster. **e** Regulons activities were computed for macrophages using SCENIC. The regulon names are labeled on the right side of the figure, with the red color-labeled names highlighting the SDTFs related regulons in BL/6 mice. **f** UMAP plots display the integration of scRNA-seq and scATAC-seq data. The subset of macrophages was isolated for further analysis. **g**, **h** SCENIC+ analysis was performed after integrating scRNA-seq and scATAC-seq datasets. Cytoscape visualization of separate eGRNs formed by Stat5a, Stat2, Spib, and E4f1 in BL/6 TRMs after IL-4 treatment (**g**), and the eGRN formed by Meis1, Bach2, Zfp202, and Ikzf3 in BALB/6 TRMs after IL-4 treatment (**h**).

Next, we conducted single-cell ATAC-seq (scATAC-seq) on PECs from BL/6 and BALB/c mice that have been treated with IL-4 in vivo to examine the accessible chromatin landscape of peritoneal TRMs in BALB/c and BL/6 mice at single cell level. The macrophage populations were identified by integrating the scATAC-seq data with the scRNA-seq data from the mixed BM chimeric mice (Fig. 6f) and subsequently separated for analysis using Signac to identify strain-specific transcription factor (TF) motifs (Supplementary Fig. 6b). We found that bZIP motifs (e.g., FOS, JUNB) are more enriched in BALB/c macrophages (Supplementary Fig. 6b, right), consistent with ATAC-seq analysis of bulk cells, whereas KLF motifs are enriched in BL/6 macrophages (Supplementary Fig. 6b, left). Integrating analyses of chromatin accessibility and gene expression of individual cells can be used to infer gene regulatory networks (GRNs) through SCENIC+^36^. We employed SCENIC+ to construct GRNs for both BL/6 and BALB/c macrophages, after integrating the scATAC-seq data with scRNA-seq data and subsetting the macrophages from the total PEC population. The enhancer-driven Gene Regulatory Networks (eGRNs) constructed for IL-4-activated BL/6 and BALB/c TRMs reveal distinct transcription factor networks. SDTF motifs such as STATs and ETS motifs such as Spib (PU.1) and E4f1 exhibit higher activity in BL/6 TRMs, whereas homeobox TFs such as Meis1 are more active in BALB/c TRMs. These findings align with the data obtained from bulk ATAC-seq analysis (Fig. 6g, h).

In summary, these findings validate that the major genomic differences observed between bulk TRMs of BL/6 and BALB/c mice can be largely reproduced when analyzing macrophages isolated from the exact same tissue environment at a single-cell level. Therefore, cell-intrinsic variation significantly influences the strain-specific responses of peritoneal TRMs to IL-4 activation.

### Cell-intrinsic strain-specific responses to IL-4 and LPS synergy are observed in the same tissue environment of chimeric F1 mice

To assess whether the extended synergy between IL-4 priming and LPS activation results in distinct functional consequences in BL/6 and BALB/c mice, we subjected IL-4-treated BL/6 and BALB/c mice to an in vivo challenge with a sub-lethal dose of LPS. High dose LPS treatment in vitro overwhelmed the transcriptional signature of IL-4 primed synergy in both strains. We used an adapted murine sepsis score (MSS) to evaluate the effects of sub-lethal dose LPS challenge (Fig. 7a). Consistent with a stronger transcriptional response to LPS in BALB/c peritoneal TRMs, we found that BALB/c mice have a higher MSS score than BL/6 mice after LPS treatment (*p* = 0.0108). However, IL-4 pre-treatment does not affect the MSS score in BALB/c mice after LPS challenge, but for BL/6 mice IL-4 pre-treatment trended towards having a higher MSS score (*p* = 0.0867) (Fig. 7a).

**Fig. 7:**
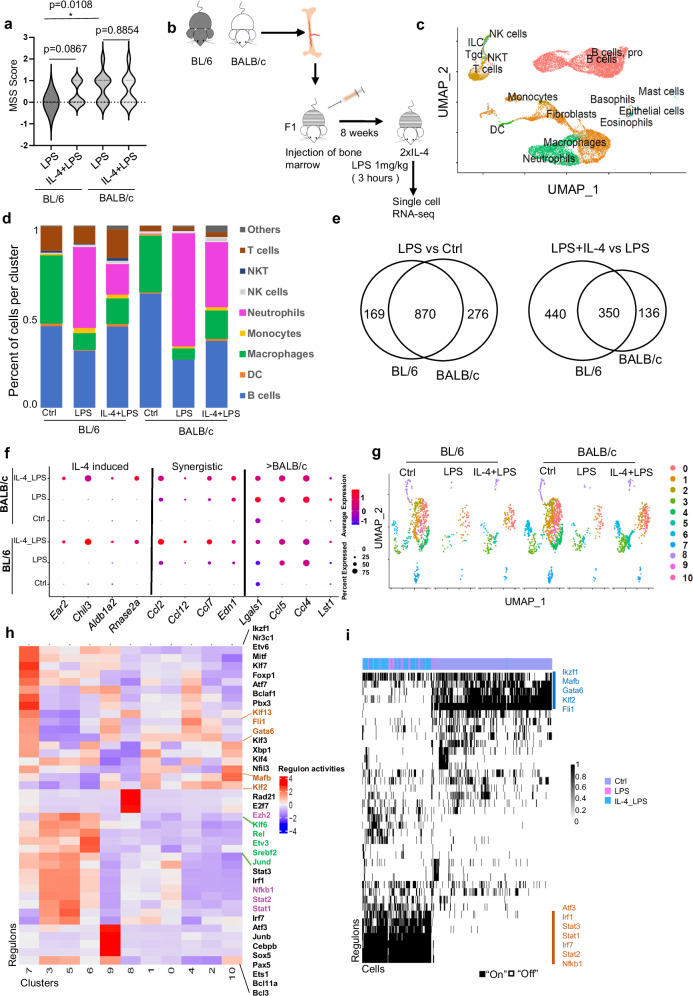
BL/6 and BALB/c cell intrinsic differences after in vivo IL-4 + LPS synergistic activation from mixed bone marrow chimeras F1 mice. **a** Violin plot displays the effects of sub-lethal LPS treatment with or without prior IL-4 treatment on murine sepsis score (MSS). LPS (500 μg/kg) was administered after 4 days with or without prior IL-4-Fc injection, and the MSS score was observed the following day around 9:00 am (*n* = 10/group). *p*-values were calculated using a two-sided Mann-Whitney test. **b** Schematic illustration of the experimental protocol (see methods). **c** UMAP plot visualize clusters of peritoneal cells derived from bone marrow chimeric mice. The UMAP were generated from integrated samples, including control (Ctrl), LPS, and IL-4 + LPS treatment groups from both BL/6 and BALB/c strains. Cells are color-coded according to computationally determined cell clusters by the singleR program. **d** Histogram depicts the cell type composition as determined by single-cell analysis for each sample, showing a decrease in macrophage cluster (green) and an increase in neutrophil cluster (pink) after LPS treatment. **e** Significantly induced genes (logfc.threshold = 0.25) were identified (LPS vs Ctrl and LPS + IL-4 vs LPS). The left panel displays the overlap of genes significantly induced after LPS treatment compared to Ctrl in macrophages from both strains. The right panel displays the overlap of genes significantly induced after IL-4 + LPS treatment compared to LPS treatment alone in macrophages from both strains. **f** The dot plot displays gene expression patterns, illustrating examples of no synergistic effect (left), synergistic effect (middle) following IL-4 + LPS treatment, and enhanced responses in BALB/c mice after LPS treatment (right). In the plot, red color represents a higher average expression of the gene, and a larger dot size indicates that the gene is present in a larger percentage of cells within that cluster. **g** The macrophage subset from the scRNA-seq data was re-integrated by selecting the “FindVariableFeatures” function with “nfeatures = 50” to visualize changes in cluster composition among samples. Cluster labels are represented as numbers on the right side of the figure. **h** Regulon activity was computed for macrophages from (**g**) using SCENIC analysis. The regulon names are labeled on the right side of the figure, with orange-colored names indicating the regulons in cluster 2 that disappear after LPS treatment, green-colored names indicate the regulons in cluster 6, whose population is increased after IL-4 + LPS treatment compared to LPS treatment in BL/6 mice, and purple-colored names indicate the regulons in cluster 3,5 and 8, whose population is increased after IL-4 + LPS treatment compared to LPS treatment in BL/6. **i** The regulon clustering from SCENIC analysis reveals that some regulons only contribute to Ctrl condition, labeled in blue, while another group of regulons exclusively contributes to the activation state induced either by LPS treatment alone or IL-4 + LPS treatment, labeled in orange.

To assess the cell intrinsic and strain specific in vivo transcriptional response to IL-4 and LPS synergy in the same tissue environment, we performed scRNA-seq analysis of PECs from mixed BM-chimeric mice (Fig. 7b, c). We compared naïve untreated mice (Ctrl), mice treated with LPS alone, and those pre-treated with IL-4 and subsequently challenged with LPS. The separation of BL/6 and BALB/c cells from the mixed BM-chimeric F1 mice was achieved through Souporcell^34^ and cell types were annotated by singleR^37^(Fig. 7c). As expected, LPS treatment resulted in reduction of the macrophage population (Fig. 7d, Supplementary Fig. 6c) through the “macrophage disappearance reaction”^2^. LPS treatment also increased the neutrophil population in PECs (Fig. 7d, Supplementary Fig. 6c). IL-4 pre-treatment expanded peritoneal macrophages and reduced the loss of macrophages after LPS treatment (Fig. 7g and Supplementary Fig. 6e). There was sufficient number of macrophages in all groups to allow for meaningful downstream analysis. We identified genes that are differentially regulated between groups (logFC threshold ≥ 0.25). Consistent with bulk RNA-seq (Fig. 3b), we observed slightly more upregulation of genes by LPS in BALB/c macrophages compared to control naïve (Ctrl) macrophages, as opposed to BL/6 macrophages (Fig. 7e). However, in BL/6 macrophages, we identified a higher number of genes upregulated in the IL-4 + LPS treatment group compared to the LPS-only group, indicative of a more robust synergistic response on the BL/6 background, consistent with the bulk RNA-seq experiments (Fig. 3b).

Genes identified to be synergistically upregulated by IL-4 + LPS, such as *Ccl2*, *Ccl12*, *Ccl7*, and *Edn1*, had comparable percentage of cells expressing these genes between BL/6 and BALB/c macrophages. However, the level of expression per cell is higher in BL/6 macrophages compared with Ctrl (Fig. 7f, middle), consistent with a cell intrinsic response. Representative genes with no synergistic response (Fig. 7f, left), those exhibiting a synergistic response (Fig. 7f, middle), and those displaying a more pronounced response in the LPS treatment group in BALB/c macrophages compared to BL/6 macrophage (Fig.7f, right) are shown. Next, we re-clustered the macrophages into distinct phenotypes to identify greater granularity in macrophage heterogeneity (Fig. 7g) and applied SCENIC analysis to identify TF regulons associated with the distinct macrophage clusters (Fig. 7h) and different treatment groups (Fig. 7i). This analysis integrated data from both BL/6 and BALB/c mice, allowing for a comprehensive comparison of the clustering and treatment conditions. Some macrophage clusters experience significant depletion after LPS exposure, such as Cluster 2 and Cluster 4. By SCENIC analysis, the mostly depleted clusters are enriched with TRM-specific lineage and/or functional markers^38–40^. For example, Cluster 2 and Cluster 4 macrophages are distinguished by the activity of Gata6, Klf, and Fli1 regulons (Fig. 7h, Supplementary Fig. 6d). In Cluster 4, some macrophage activation-related transcription factors in TRMs are enriched, such as Foxp1 and Atf7^41^. Cluster 6 macrophages are more abundant in the IL-4 + LPS treatment group compared to the LPS-only group, particularly from the BL/6 background (Supplementary Fig. 6d). SCENIC analysis of Cluster 6 reveals an enrichment of the NF-κB (Rel) regulon. Additionally, we found that clusters 3, 5, and 8 are also increased in the LPS + IL-4 group, especially in BL/6 mice. Among the motif analysis after SCENIC, we found that the Ezh2 regulon is more enriched in Cluster 8. Ezh2 has been shown to physically interact with RelA via the transactivation domain and can co-activate the transcription of a subset of NF-κB target genes with RelA^42^. Furthermore, we found that the Nfkb1 and Stats regulons are enriched in clusters 3 and 5, which are also more induced in the LPS + IL-4 group in BL/6 mice. All clusters (3, 5, 6 and 8) increase in response to LPS + IL-4 treatment in BL/6, indicating NF-κB regulation. This is consistent with our conclusion that NF-κB is involved in a synergistic response in BL/6 mice. Gata6 regulon activity is observed in the majority of naïve peritoneal macrophages (Ctrl). However, after LPS treatment (including in the context of IL-4 pretreatment), the activity of SDTF regulons such as Nkb1, Stats, and Irf becomes activated in the remaining TRMs (Fig. 7i). Overall, these data from BALB/c and BL/6 macrophages that are primed by IL-4 treatment prior to exposure to LPS in the same tissue environment of a chimeric F1 mice clearly indicates that the strain specific differences in IL-4 and LPS transcriptional synergy are driven by cell intrinsic effect.

To determine if the BL/6 and BALB/c alleles are epigenetically regulated differently in the same macrophage of a F1 mouse, we performed a deep ATAC-seq analyses on peritoneal macrophages from IL4-Fc treated F1 mice in comparison to control naïve untreated F1 mice. In order to confidently associate peaks with alleles, we restricted analyses to only reads that mapped perfectly to the genome and also overlap with a sequence variant (between BL/6 and BALB/c genomes), to determine if reads are from BL/6 or BALB/c alleles and to assess differences in regions of open chromatin unique to each parental strain (Supplementary Fig. 7). Of the 27,431 peaks of naive macrophages, 1115 are BL/6 specific and 1006 are BALB/c specific. Of the 27,619 peaks of IL-4-Fc treated macrophages, 1123 are BL/6 specific and 1106 are BALB/c specific (Supplementary Fig. 7a). Of the 30,927 merged peaks for Control and IL4 conditions, 1270 are induced on the BALB/c allele and 1300 induced on BL/6 allele by IL-4 (Supplementary Fig. 7b). We did not observe preferential enrichment of the NF-kB motif in the BL/6-specific IL-4 induced peaks, likely because there are only 623 peaks that do not also change in the BALB/c allele. However, we found that the homeobox motif, such as Meis1, is still more enriched in the BALB/c-specific IL-4 induced peaks, consistent with previous results. Additionally, we observed that the CTCF motif, which organizes genome structure^43^, is more enriched BL/6-specific IL-4 induced peaks (Supplementary Fig. 7c, d). Hence, the majority of all peaks were cis regulated in both parental alleles and the observed differences between the parental strains could be due to differences in SDTFs protein abundance or activation, rather than sequence variation alone.

## Discussion

We found that natural genetic variation between BL/6 and BALB/c mice significantly influences epigenomic reprogramming of peritoneal TRMs in response to IL-4, leading to differences in their synergistic response to LPS activation. Integration of multiple stimuli by macrophages could be shaped by different genetic backgrounds and these results highlight the importance of studying transcriptional regulation across genetic backgrounds, rather than focusing solely on the BL/6 strain.

Our results align with recent studies on liver Kupffer cells, which showed preferential activation of AP-1 and MAF in BALB/c mice, while BL/6 Kupffer cells favored IRF, NF-κB, and LXR activity^44^. Similarly, we observed greater AP-1 activity in BALB/c TRMs, while BL/6 TRMs exhibited heightened NF-κB activity, which may explain the more pronounced IL-4/LPS synergy in BL/6 macrophages. Furthermore, IL-4 remodels the epigenome to expose NF-κB motifs in BL/6 BMDMs^18^ as well as peritoneal TRMs, a process absent on the BALB/c background, driving the heightened synergistic response to LPS in BL/6 compared to BALB/c macrophages. In addition to confirming previously reported motif enrichment differences between BL/6 and BALB/c macrophages^44^, our work demonstrated the functional consequence of this variation. IL-4 can remodel the BL/6 epigenome to expose NF-κB binding sites, contributing to a distinct and robust inflammatory response to LPS, akin to trained immunity. Trained immunity, where innate immune cells exhibit heightened responses to subsequent stimuli is important for how the immune system can adapt and enhance its responses over time^45–47^. How genetic background shapes immune responses may depend on how exposure to IL-4 could remodel epigenetic pathways in macrophages or monocytes^48^, to increase capacity to respond to future challenges.

Natural genetic variations in type 2 immunity contributes to phenotypic diversity in inflammatory diseases, such as asthma and atopic dermatitis. Genetic differences in how immune cells integrate signals may also influence disease heterogeneity. While previous studies often focused on in vitro stimulated BMDMs^16^, we examined large peritoneal cavity macrophages (LPM) that are F4/80^hi^MHCII^low^ and depend on the expression of Gata6 for their differentiation^49,38^. In response to inflammation, LPM will aggregate at specific sites in the peritoneal cavity to contain infection or mediate tissue repair^50^. IL-4 treatment or infection with nematode parasites expands the LPM population through proliferation^51^, while activating the macrophages to adopt a tissue repair phenotype, making this a useful in vivo model for studying type 2 macrophage activation across different genetic backgrounds.

In our genomic studies, we found strain-specific differences in TF motif enrichment, particularly for ETS (PU.1 or ELFs) and NF-κB in BL/6 peritoneal TRMs after IL-4 activation. These results may arise from the collaborative efforts of SDTFs with LDTFs, including PU.1, AP-1, and C/EBP (CCAAT/enhancer binding protein)^16^. Interestingly, although previous studies identified EGR2 as key to LPS synergy in BMDMs^18^, we did not observe its enrichment in our TRMs, suggesting differences between macrophage subtypes. Our preliminary experiments in thioglycolate-induced monocyte-derived macrophages suggests that the activity of EGR2 is more significant in inflammatory macrophages.

NF-κB complexes are formed by members of the Rel family of transcription factors^21^. While LPS signaling typically involves RelA, the specific subunit of the NF-κB complex driving IL-4-primed macrophages is unclear and different NF-κB subunits may competitively bind the same DNA sites^52^. Importantly, we found that variation in NF-κB motif sequences between BL/6 and BALB/c mice does not appear to contribute significantly to the differences in accessibility and transcription. However, binding of NF-κB can be dependent on LDTFs binding, as mutations in PU.1 or C/EBPβ motifs could abolish signal dependent binding of NF-κB^15^. Hence, the differences in NF-κB activity may not be driven by mutations in the cognate recognition motif but could be driven by genetic variation in the motifs of other LDTFs or SDTFs that collaborate to mediate the different response between BL/6 and BALB/c strains.

In addition to cell-intrinsic factors such as chromatin accessibility and 3D chromatin structure^53,54^, the cytokine milieu of the tissue shapes macrophage phenotypes. Chromatin modifications are regulated by crosstalk between the environment and cell ontogeny through a small number of TFs^55^. The tissue environment regulates the expression and function of TFs that activate cis-regulatory enhancer elements^56–58^. Our work emphasizes that while macrophages are exposed to similar environmental cues, their transcriptional responses are shaped by their genetic background. Preliminary experiments indicate that IL-4 + LPS stimulated BL/6 macrophages may have an advantage after in vitro exposure to *Toxoplasma gondii* tachyzoites, but further experiments are required to draw firmer conclusions. In this manuscript we have focused on upregulated genes because the mechanisms of transcriptional activators (vs repressors) in relation to epigenetic changes is better understood. Future studies will investigate genes that are specifically downregulated by IL-4 in BL/6 and BALB/c macrophages.

We also utilized mixed bone marrow chimeric mice, allowing us to investigate BL/6 and BALB/c TRMs in the same peritoneal environment. Single cell sequencing confirmed that STATs, IRFs, and NF-κB regulons were enriched specifically in BL/6 TRMs, indicating that these differences are cell intrinsic and not influenced by the tissue microenvironment. It is possible that inherent differences in tonic IL-4 signaling between BALB/c and BL/6 mice may imprint epigenetic memory on the hematopoietic stem cells in the bone marrow, which were transferred into the mixed chimeric mice. One limitation of our studies is that we have not characterized epigenetic differences in the bone marrow between the BALB/c and BL/6 mice. Additionally, bone marrow transfers would also bring B cells from BL/6 and BALB/c mice into the same F1 environment, and we cannot rule out that this may affect macrophage intrinsic responses. An additional caveat of these studies is that we do not distinguish between embryonically and bone marrow derived resident peritoneal macrophages and have only data on male mice, while there are gender specific differences at the rate by which monocyte-derived F4/80hi macrophages displace the embryonic population with age^59^.

Our study underscores the substantial impact of inherent genetic variations on the synergistic interplay between IL-4 stimulation and TLR engagement via LPS. Strain-specific epigenetic responses to IL-4 results in distinct transcriptional responses to subsequent TLR engagement. Hence, genetic variation may be a key influencer of how repeated activating signals affect epigenomic memory and synergistic responses. These insights contribute to our understanding of how genetic background of specific individuals influences inflammatory responses and hold potential to enhance our capacity to develop a personalized approach to therapy for inflammatory diseases driven by type-2 cytokines.

## Methods

### Mice and IL-4-Fc and LPS treatment

All experiments were performed under protocol number LPD16E, approved by the NIAID Animal Care and Use Committee. Male BALB/cJ and C57BL/6J mice, typically 6 to 8 weeks old, were purchased from The Jackson Laboratory and/or bred in specific-pathogen-free facilities at the NIH. A fusion protein of mouse IL-4 with the Fc portion of IgG1 (custom order with Absolute Antibody) was generated to extend half-life with similar effects to IL-4–anti–IL-4 mAb complex. Fc fusion proteins (also known as Fc chimeric fusion proteins, Fc-Igs, Ig-based chimeric fusion proteins, and Fc-tag proteins) are composed of the Fc domain of IgG genetically linked to a peptide or protein of interest (mouse IL-4 in this project)^60^. Mice were injected i.p. with either PBS or 10 µg IL-4-Fc in 100 µl PBS on days 0 and 2, and peritoneal exudate cells (PECs) were harvested on day 4. PECs were enriched for >90% F4/80+ macrophages cells by using EasySep™ Mouse F4/80 Positive Selection Kit (100-0659, Stemcell Technologies). For *H. polygyrus* infection experiments, mice were infected with third stage (L3) *H. polygyrus* larvae by oral gavage. 200 Hp larvae was give per mouse. *H. polygyrus* were propagated as previously described^61^. Mice were sacrificed 13 days after *H. polygyrus* infection. In vivo, LPS (500 μg/kg) was administered after 4 days with or without prior IL-4-Fc injection, and the MSS score was observed the following day around 9:00 am, as described in Mai et al.^62^. *p*-values for the MSS score were calculated using a two-sided Mann-Whitney test. All experiments were performed under protocol number LPD16E, approved by the NIAID Animal Care and Use Committee.

### Generation of mixed BL/6 and BALB/c bone marrow chimera F1 mice

Mixed chimeric mice were generated by either irradiation or busulfan treatment. In one set of experiments, F1 mice: CB6F1/J (Jax no. 100007) were lethally irradiated with 950 rad and subsequently reconstituted i.v. with 2 × 10^6^ bone marrow cell mixture 1:1 from BL/6 and BALB/c donor mice after depletion of T lymphocytes by negative selection on CD90.2 MACS columns (Miltenyi Biotec). Alternatively, F1 were treated i.p. with 25 mg/kg of Busulfan on day −6, −4, −2 before receiving on day 0 bone marrow cell mixture. All BM recipients were maintained on antibiotic TMS water containing Trimethoprim (0.13 mg/ml), Sulfadiazine (0.5 mg/ml), and 0.67 mg/ml Sulfamethoxazole (0.67 mg/ml) for 8 weeks. The chimerism of reconstituted mice was confirmed by FACS using APC anti-H-2Kb (clone AF6-885.5.3 Invitrogen) and Super bright 436 anti-H-2Kd (clone SF1-1.1.1 Invitrogen). Data were collected on BD Symphony and analyzed by FlowJo. The gating strategy used for FACS analysis of blood samples from bone marrow reconstituted F1 recipients is presented in Supplementary Fig. 6f. After 8 weeks, chimeric mice received two intraperitoneal injections of 10 µg IL-4-Fc per mouse 2 days apart. After 4 days of IL-4 treatment in vivo peritoneal cells were harvested for scRNA-seq. In other experiments, just before harvesting the peritoneal cells, LPS was injected at a dose of 1 mg/kg in vivo for 3 h. The peritoneal cells were then isolated from the chimeric mice and used to prepare the scRNA-seq library.

### ChIP and ChIP-seq library construction

ChIP experiments were performed as described previously^63^. Briefly, isolated macrophages were washed twice with PBS, pin samples for 10 min, 300 g at 4 ^o^C, fixed at room temperature with 1% formaldehyde in PBS for 10 min. Reactions were quenched by adding glycine to a final concentration of 0.125 M, and cells were washed twice with cold PBS. Cells were resuspended in cell lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH8.1), incubated in ice for 1 h. The crosslinked chromatin was fragmented by sonication (Covaris, M220) to sheer size 200–2000 bp. The final sonication product was diluted 5 times by dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-Hcl pH 8.0, 167 mM NaCl). ChIP was performed with 3 μg anti-H3K27ac (39133, Active Motif) antibody-bound Protein A beads (10001D, Invitrogen) and incubated at 4 °C overnight. Beads were collected by centrifugation, washed, and incubated at 65 °C for 4 h in elution buffer (50 mM Tris-HCl, pH 7.5; 10 mM EDTA; 1% SDS) to reverse cross-linking. ChIP DNA was purified by ChIP DNA Clean & Concentrator (Zymo Research: D5205). For sequencing, ChIP-seq samples were pooled and sequenced on NextSeq2000 using TruSeq ChIP Library Prep Kit (IP-202-1012) and single-end sequencing. Two biological replicate ChIP-seq experiments were carried out. ChIP-seq data are available on the Gene Expression Omnibus (GEO) website (http://www.ncbi.nlm.nih.gov/geo/).

### Analysis of ChIP-seq data

The Real Time Analysis software (RTA 3.4.4) was used for processing raw data files, the Illumina bcl2fastq v2.20 was used to demultiplex and convert binary base calls and qualities to fastq format. Samples were trimmed for adapters using Cutadapt (1.18) before the alignment. The trimmed reads were aligned with mm10 reference using Bowtie2(2.2.6) alignment. Library complexity is measured by uniquely aligned reads using Picard (2.18.26)’s markduplicate utility. Peaks were called by MACS2(2.2.6) with –broad option on. HOMER (v4.10.4) findPeaks -style super was used to find super enhancers in ChIP-seq. Enrichment analysis of strain-specific enhancer regions based on biological process Gene Ontology (GO) terms was conducted using the Genomic Regions Enrichment of Annotations Tool (GREAT) (http://great.stanford.edu/). Bigwig files are generated by bamCoverage(deeptools/3.5.0), with the parameter —binSize 10 –normalize using RPGC.

### ATAC-seq library construction

The ATAC-seq library was created followed previously established procedures with some minor adjustments^64^. To start, 100,000 macrophage cells were subjected to lysis using 100 µl of Lysis buffer (containing 10 mM Tris-Cl at pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40, and 0.1% Tween-20). Following a centrifugation at 500 × *g* for 10 min at 4 °C, the resulting nuclei were reconstituted with 50 µl of a transposition mixture (FC-121-1030, Illumina; comprising 1X Tagment DNA buffer, Tn5 Transposase, and nuclease-free H_2_O), and this mixture was then incubated for 30 minutes at 37 °C in a thermomixer. The transposed DNA was subsequently purified using MinElute columns (28004, QIAGEN) and then amplified using Nextera sequencing primers and the NEB high-fidelity 2X PCR master mix for 11 cycles (M0541, New England Biolabs). PCR-amplified DNA was purified using MinElute columns (28004, QIAGEN) and ATAC-seq samples were pooled and sequenced on NextSeq 2000 P2 using paired-end sequencing.

### Analysis of ATAC-seq data

The Real Time Analysis software (RTA 3.9.25) was used for processing raw data files, the Illumina bcl2fastq v2.17 was used to demultiplex and convert binary base calls and qualities to fastq format. Samples were trimmed for adapters using Cutadapt (1.18) before the alignment. The trimmed reads were aligned with mm10 reference using Bowtie2(2.2.6) alignment. Library complexity is measured by uniquely aligned reads using Picard (2.18.26)’s markduplicate utility. The peaks were called using Genrich (0.6.1) (genrich -t sample_sortedByRead.bam -o sample.narroPeak -j -y -r -v -d 150 -m 5 -e chrM,chrY -E blacklist_regions.bed-f sample.bdg -b sample.bed). Differentially accessible peaks after IL-4 treatment were analyzed by DiffBind (2.10)(http://bioconductor.org/packages/release/bioc/vignettes/DiffBind/inst/doc/DiffBind.pdf), with FDR ≤ 0.001 define induced peaks at different time point compared with Ctrl. HOMER (v4.10.4) findMotifsGenome.pl was used to investigate the motif enrichment of peaks region selected. chromVAR^23^ was used to find the motif enriched score in all ATAC-seq samples. Bedtools (2.30.0) intersect option are used to find the overlap of the ATAC-seq and H3K27ac ChIP-seq. Co-expression networks were constructed using the WGCNA (Weighted gene coexpression network analysis) algorithm implemented in R WGCNA package^33^. Raw expression values of selected differential changed genes were normalized with variance StabilizingTransformation (vst) function in R software. To obtain co-expressed modules, the parameters were adjusted to minModuleSize = 30 to cut the tree. For genome tracks, bigwig files for heatmap production were created from bam files using deepTools with the parameter–binSize 10 –normalize using RPGC. Heatmaps displaying normalized read densities of ATAC-seq and ChIP-seq samples were generated with the computeMatrix and plotHeatmap modules of the deepTools package^65^. Genome tracks were explored and visualized using the IGV browser.

### Analysis of F1 ATAC-seq data

Data was mapped to C57BL/6J and BALB/cJ genomes respectively and then shifted to mm10 coordinates using MMARGE^7^. To analyze from which parental allele each read comes, only perfectly mapped reads that overlap a mutation between C57BL/6J and BALB/cJ were considered. Then peaks that were unique to C57BL/6 and BALB/cJ parental genomes were annotated with all perfectly aligned, mutation overlapped reads. To assess globally the amount of cis- and trans-regulated regions of open chromatin, HOMER was used to call peaks with findPeaks.pl with default parameters on all perfectly aligned reads. Then, peaks were annotated with all perfectly aligned reads that spanned mutations.

### RNA isolation and RNA-seq library construction

Total RNA was isolated using the RNeasy Plus Mini Kit (74134, QIAGEN). mRNA-seq samples were pooled and sequenced on NextSeq 2000 P2 using Illumina® Stranded mRNA Prep and paired-end sequencing. Three independent replicates were used for RNA-seq analysis.

### RNA-seq analysis

Reads of the samples were trimmed for adapters and low-quality bases using Cutadapt (1.18) before alignment with the reference genome (mm10) and the annotated transcripts using STAR (2.6.0c). The mapping statistics are calculated using Picard software (2.18.26). Library complexity is measured in terms of unique fragments in the mapped reads using Picard (2.18.26)’s MarkDuplicate utility. In addition, the gene expression quantification analysis was performed for all samples using STAR/RSEM (1.3.2) tools. EBSeq (1.24.0) was used to produce normalized reads for all samples and to identify differential RNA expression in BL/6 and BALB/c samples compared with Ctrl or LPS. To see the significantly trend different after IL-4 treatment or LPS treatment or IL-4 + LPS treatment compared with Ctrl between BALB/c and BL/6 mice, we used DESeq2^66^. Differentially expressed genes were identified using DESeq2 following the model:

ddsTC <- DESeqDataSetFromMatrix(countData = countData, colData = colData, design = ~Strain+Treat+Strain:Treat; ddsTC <- DESeq(ddsTC, test = “LRT”, reduced = ~ Strain+Treat).

All differentially changed genes were selected based on an FDR ≤ 0.05 after DESeq2 analysis; both genes were selected that were more or less than 2-fold up for further analysis. *k-means* analysis of RNA expression data was carried out in MATLAB using fold-change compared with Ctrl for IL-4 treat samples in Fig. 1f, fold-change compared with LPS treatment in Fig. 3c, and fold-change compared with Ctrl in Supplementary Fig. 3c, with correlation as the distance metric, repeat clustering set to 5, and other parameters set to default. The programs findMotifs.pl were used to identify transcription factor binding motifs within selected promoter regions (−400 bp to +100 bp from TSS). For visualization, bigwig files were generated by deepTools with the parameter –binSize 10 –normalizeUsing RPGC. Genome tracks were explored using the integrative genomics viewer (IGV) browser.

### Hi-C libraries and sequencing

Chromatin interaction (Hi-C) libraries preparations were performed by Arima Genomics (https://arimagenomics.com/) using the Arima-HiC kit that uses two enzymes (P/N: A510008). The resulting Arima-HiC proximally ligated DNA was then sheared, size-selected around 200–600 bp using SPRI beads, and enriched for biotin-labeled proximity-ligated DNA using streptavidin beads. From these fragments, Illumina-compatible libraries were generated using the KAPA Hyper Prep kit (P/N: KK8504). The resulting libraries were PCR amplified and purified with SPRI beads. The quality of the final libraries was checked with qPCR and TapeStation Systems. HiC-seq samples were pooled and sequenced on NovaSeq and paired-end sequencing.

### Hi-C data analysis

All Hi-C data were processed with Juicer (v.1.6^29^) pipelines with default settings. Sites for Phase Genomics cutting enzyme (GATC) were detected using the generate_site_positions.py, Sites for Arima Genomics cutting enzyme (^GATC, G^ANTC) were obtained from [Arima restriction enzyme files. Accessed 9 April 2020.ftp://ftp-arimagenomics.sdsc.edu/pub/HiCPro_GENOME_FRAGMENT_FILES]. Juicebox (2.3.0) was used to visualize the Hi-C heatmap. We defined TAD boundaries as regions 100 kb upstream of the TAD start and 100 kb downstream of the TAD end. Strain-specific loops were identified using Bedtools (2.30.0). Subsequently, we located promoter-based loops and annotated the promoter-distal regions using the HOMER (v4.10.4). Next, we overlapped the promoter distal regions with strain-specific highly expressed genes, as defined by DESeq2 analysis, for motif analysis in Fig. 4a. We employed MEME-FIMO (5.4.1) to scan for the locations of strain-specific active transcription factors (TFs) within promoter-distal regions (enhancers) that are linked to strain-specific loops associated with highly expressed genes. The presence of motif sites within the enhancer region indicates a regulatory relationship between the TF and the gene.

### scRNA-seq libraries and sequencing

Using a Chromium Next GEM Single Cell 3’ Kit v3.1, 4 rxns (1000269, 10X Genomics), Chromium Next GEM Single Cell 3ʹ Gel Bead Kit v3.1, 16 rxns (PN-1000122) and Chromium Next GEM Chip G Single Cell Kit (PN-1000120, 10X Genomics), the peritoneal cells suspensions in PBS, at 2000 cells per ul, were loaded onto a Chromium single cell controller (10X Genomics) to generate single-cell Gel beads-in-emulsion (GEMs) according to the manufacturer’s protocol. Briefly, approximately 10,000 cells per sample were added to a chip to create GEMs. Cells were lysed and the bead captured poly(A) RNA was barcoded during reverse transcription in Thermo Fisher Veriti 96-well thermal cycler at 53 °C for 45 min, followed by 85 °C for 5 min. cDNA was generated and amplified. Quality control and quantification of the cDNA was conducted using Agilent Genomic DNA ScreenTape Analysis kit (5067-5366 for Genomic DNA Reagents and 5067-5365 for Genomic DNA ScreenTape) in the TapeStation system. scRNA-seq libraries were constructed using a Chromium Next GEM Single Cell 3ʹ Library Kit v3.1 (PN-1000158, 10X Genomics) and Single Index Kit T Set A, 96 rxns (PN-1000213, 10X Genomics). 10x Genomics Single Cell Gene Expression libraries were sequenced on a NextSeq 2000 run. The sequencing run was setup as a 28 cycles + 90 cycles non-symmetric run. Demultiplexing was done allowing 1 mismatch in the barcodes.

### scRNA-seq data processing

The analysis was performed with the Cell Ranger 7.1.0 software using the default parameters. The number of cells captured ranges from 4862 to 9060 and mean reads per cell ranges from 18,629 to 52,533. Cells with extremely low number of UMI counts were filtered out. The results from Cell Ranger were processed in R v3.6.3 with Seurat v3.2.3^67^ using default parameters unless otherwise specified. Souporcell (https://github.com/wheaton5/souporcell) was used to separate the cells from CB6F1/J (Jax no. 100007) into BL/6 and BALB/c cells with singularity exec function. Quality control filtering was applied to each sample to eliminate downstream analysis of empty droplets, low-quality cells, and potential doublets. Then, we used the Seurat (v3.2.3) package to perform calculation of the number of unique genes detected in each cell (nFeature_RNA), the total number of molecules detected within a cell (nCount_RNA), and the percentage of reads that map to the mitochondrial genome. The differential peaks in Fig. 7e were identified using the FindMarkers function in Seurat (v3.2.3) with the following parameters: logfc.threshold = 0.25, only.pos = TRUE, test.use = “MAST”. To identify the potential key transcriptional regulators after IL-4 treatment, we used pySCENIC (v0.10.)^68^ to explore the potential transcriptional regulators.

### Multiome-seq assay (snRNA-seq and snATAC-seq) from peritoneal cells

Peritoneal cells were isolated from both BL/6 and BALB/c mice after IL-4 treatment. Nuclei isolation for snRNA-seq and snATAC-seq was optimized and performed following the demonstrated protocol CG000365 from 10x Genomics. The libraries were prepared following the 10x Genomics user guide CG000338 for Single Cell Multiome ATAC + Gene Expression Reagent Bundle (PN-1000285,10xGenomics). Only the ATAC Library Construction is performed by Sample Index Plate N, Set A (3000427, 10xGenomics). snRNA-seq libraries failed QC and were not sequenced. 10x Genomics Single Cell ATAC libraries were sequenced on a NovaSeq 6000 run.

### scATAC-seq data analysis

The analysis was performed with the Cell Ranger ATAC 2.0.0 software using the default parameters. Quality control of scATAC-seq data from BL/6 and BALB/c strains was performed in R (v.4.3.0) using Signac (v.1.1.0)^69^. Rliger (1.0.0)^70^ was used to integrate scATAC-seq and scRNA-seq data. Parameters included k = 20 for the optimizeALS function, n_neighbors=10, min_dist=0.3, and cosine distance for the runUMAP function. A resolution of 0.3 was used for the Louvain community detection. Cell types were labeled by cross-referencing the integrated scATAC-seq dataset with scRNA-seq datasets. Cell labels were transferred using the Seurat (4.9.9) package, focusing on the macrophage subset for downstream analyses.

Enhancer gene regulatory networks (eGRNs) were identified using SCENIC+^36^, an algorithm utilizing paired single-cell transcriptomic and open chromatin data. In our analyses, we used a search space of 150 kb for inferring region-gene relationships and retained regulons with a minimum of 10 target genes. For pycisTopic (1.0.3), we executed the essential steps of the SCENIC+ workflow, including object creation, topic modeling, dimensionality reduction, dropout imputation, and DAR (Differential Accessibility Region) inference using default parameters. The topic modeling process employed serial LDA (Latent Dirichlet Allocation) with Collapsed Gibbs Sampler, with 500 iterations. The generated topics spanned from two to 48, and the final model selection yielded 10 topics for BALB/c and 6 topics for BL/6.PycisTarget (1.0.3) was run using default parameters, incorporating cisTarget and differential enrichment of motif (DEM). The analysis used the bulk consensus peaks motif databases. SCENIC+ was run with default parameters using http://sep2019.archive.ensembl.org/ as the BioMart host. High quality regulons were selected based on the correlation between gene-based regulon AUC and region-based regulon AUC (>0.7).

### Statistical analysis

In Fig. 7a, the *p*-values were calculated using a two-sided Mann-Whitney test. In others figures, *p*-values were calculated using an unpaired t-test, two-sided. Data are presented as mean ± standard deviation. Gene expression comparisons were reported by adjusted p values (i.e., *FDR*) from DESeq2^66^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Reporting Summary

## Source data

Source Data

## Data Availability

ChIP-seq, ATAC-seq, RNA-seq, Hi-C, sc-RNA-seq data, scATAC-seq were deposited into the Gene Expression Omnibus database under accession number GSE248038 and are available at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248038. Source data are provided with this paper.

# Supplementary material for: Genetic variation in IL-4 activated tissue resident macrophages determines strain-specific synergistic responses to LPS epigenetically
**Source:** Nat Commun. 2025 Jan 25;16:1030. doi: 10.1038/s41467-025-56379-8
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Fig. 1

**a**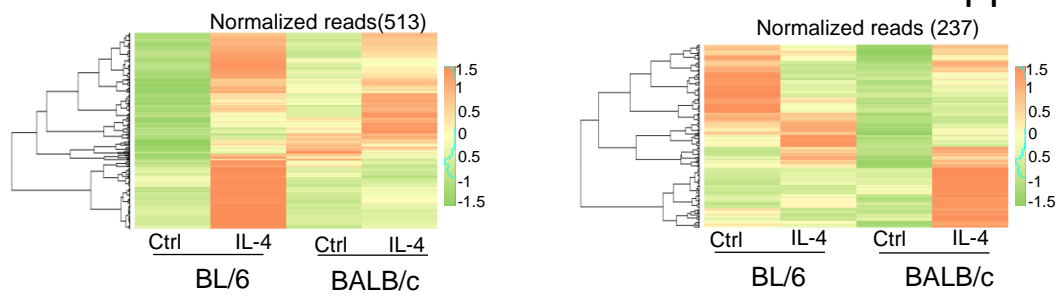**b**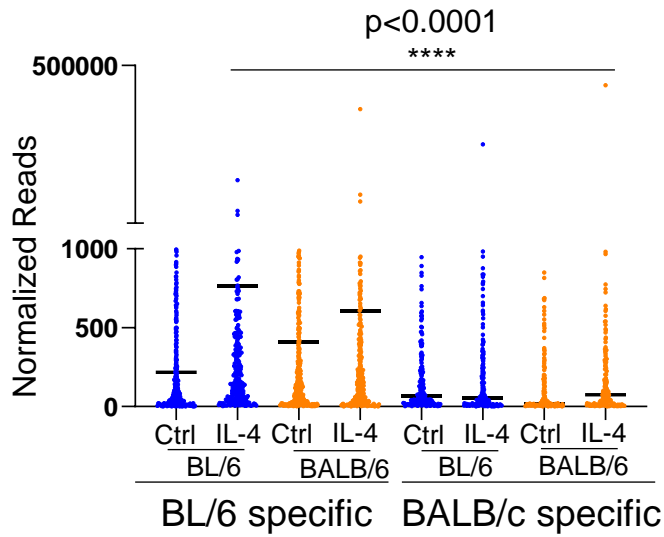**c**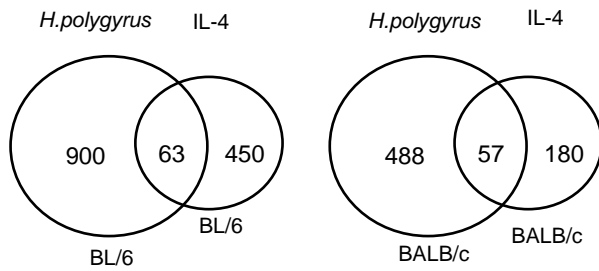**d**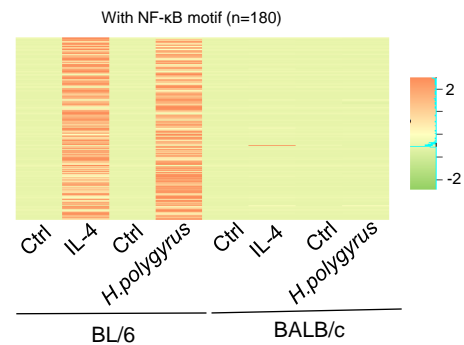**e**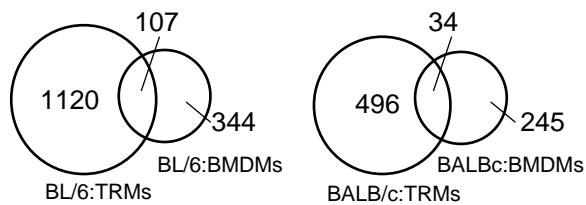

**Supplementary Fig. 1. Characteristics of strain-specific upregulated genes after IL-4 treatment.**

- (a) A heatmap displays normalized reads for genes (from Fig. 1g) that are significantly induced ( $FDR \leq 0.05$  and  $\geq 2$ -foldchange compared to Ctrl) as determined by DESeq2 analysis. Each row represents the z-score of the normalized reads.
- (b) Scatter plots displaying the RNA expression levels of strain-specific induced genes (513 in BL/6 and 237 in BALB/c mice. p-values were calculated using an unpaired t-test, two-sided.
- (c) The Venn diagram shows the overlap of genes significantly induced ( $FDR \leq 0.05$ ,  $\geq 2$ -fold) identified by the EBSeq method in peritoneal TRMs after IL-4 treatment or in peritoneal TRMs from H. polygyrus-infected BL/6 and BALB/c mice.
- (d) A heatmap displays foldchange compared with Ctrl for genes (from Fig. 4c) with the NF- $\kappa$ B motif either in the promoter region (-400 bp to +100 bp from TSS) or in promoter-distal regions defined by chromatin loops from Hi-C (n=180). Each row represents the z-score of fold change compared to Ctrl.
- (e) Venn diagram illustrating the overlap of genes significantly induced ( $FDR \leq 0.05$ ) identified by the EBSeq method in peritoneal tissue resident memory T cells (TRMs) and bone marrow-derived macrophages (BMDMs) following IL-4 treatment in BL/6 and BALB/c mice.

a

Z score of motif enrichment score  
(2 replicates)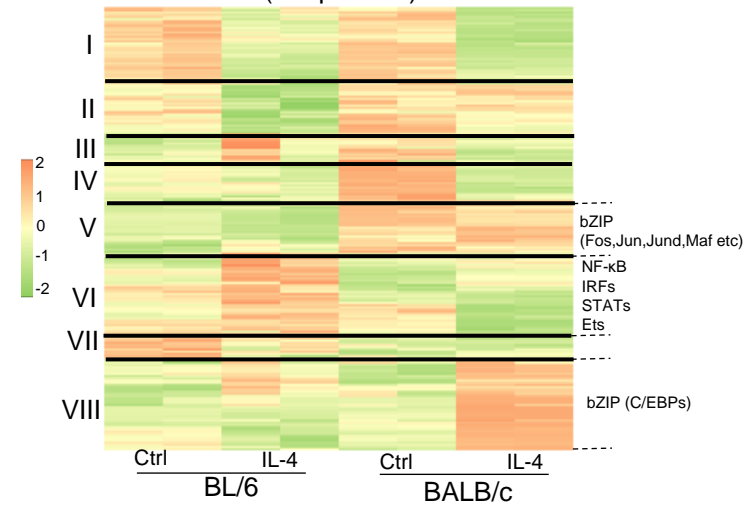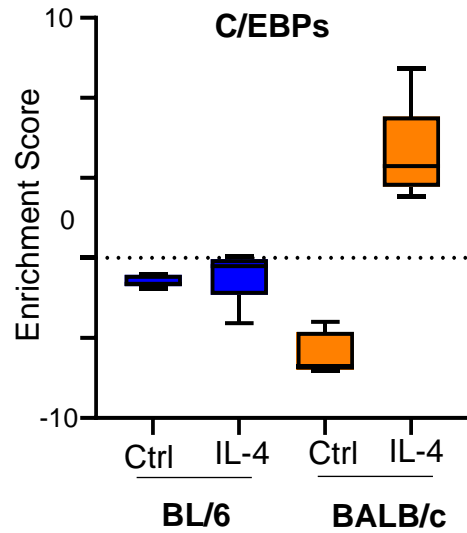

b

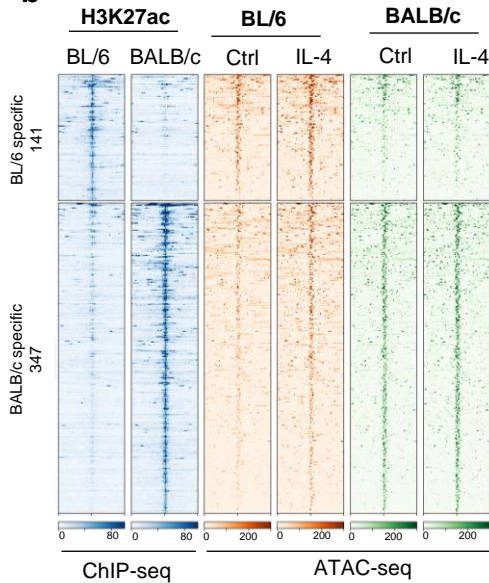

c

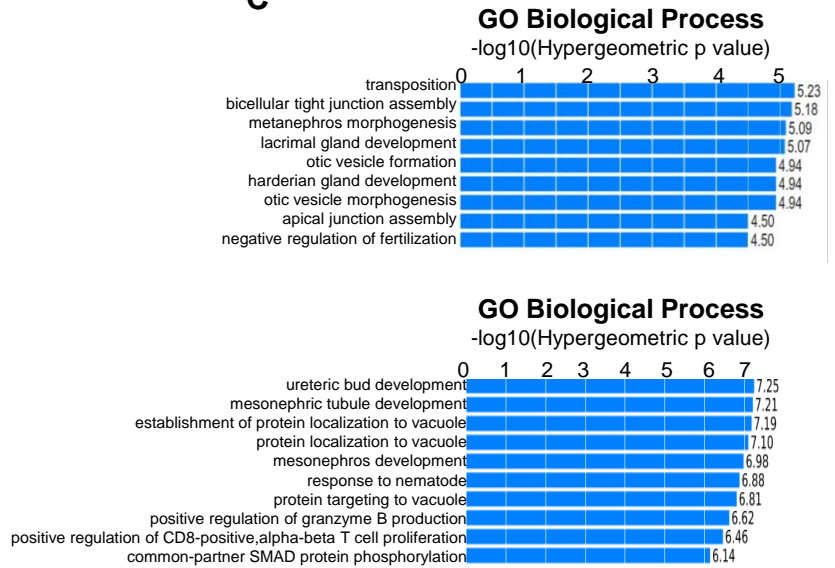

d

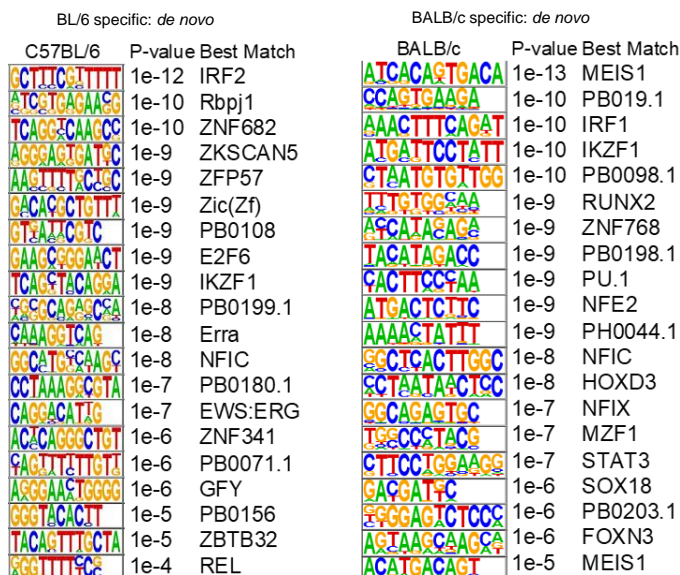

**Supplementary Fig. 2. The motif analysis identifies motifs that are functionally associated with chromatin open sites and enhancer regions in response to IL-4 treatment.**

- (a) (Left) The heatmap displays the frequencies of transcription-factor motifs in ATAC-seq data, which were assessed via ChromVAR and separated by hierarchical clustering. (Right) The transcription-factor motif frequencies in ATAC-seq data for a select motif (C/EBP), which exhibits differential enrichment between BL/6 and BALB/c as assessed via ChromVAR. Each motif value represents the average of motif enrichment scores of the two replicates. Data are presented as mean value of motif enrichment scores from all motifs  $\pm$  SEM.
- (b) Heatmaps, generated using deepTools (refer to the Materials and Methods section), were employed to visualize the ChIP-seq data for histone (H3K27ac) and ATAC-seq data specifically at strain-specific enhancer regions identified through BEDTools intersect analysis. The number of strain-specific enhancers is also displayed.
- (c) Enrichment analysis of strain-specific enhancer regions based on biological process Gene Ontology (GO) terms was conducted using the Genomic Regions Enrichment of Annotations Tool (GREAT). The GREAT algorithm (<http://great.stanford.edu/>) was employed for this analysis. The values on the x-axis represent the  $-\log_{10}$  of the Hypergeometric p-value in the pathway analysis.
- (d) Motif analysis was performed using HOMER within the peaks of the strain-specific enhancers. The top 20 *de novo* motif are showed

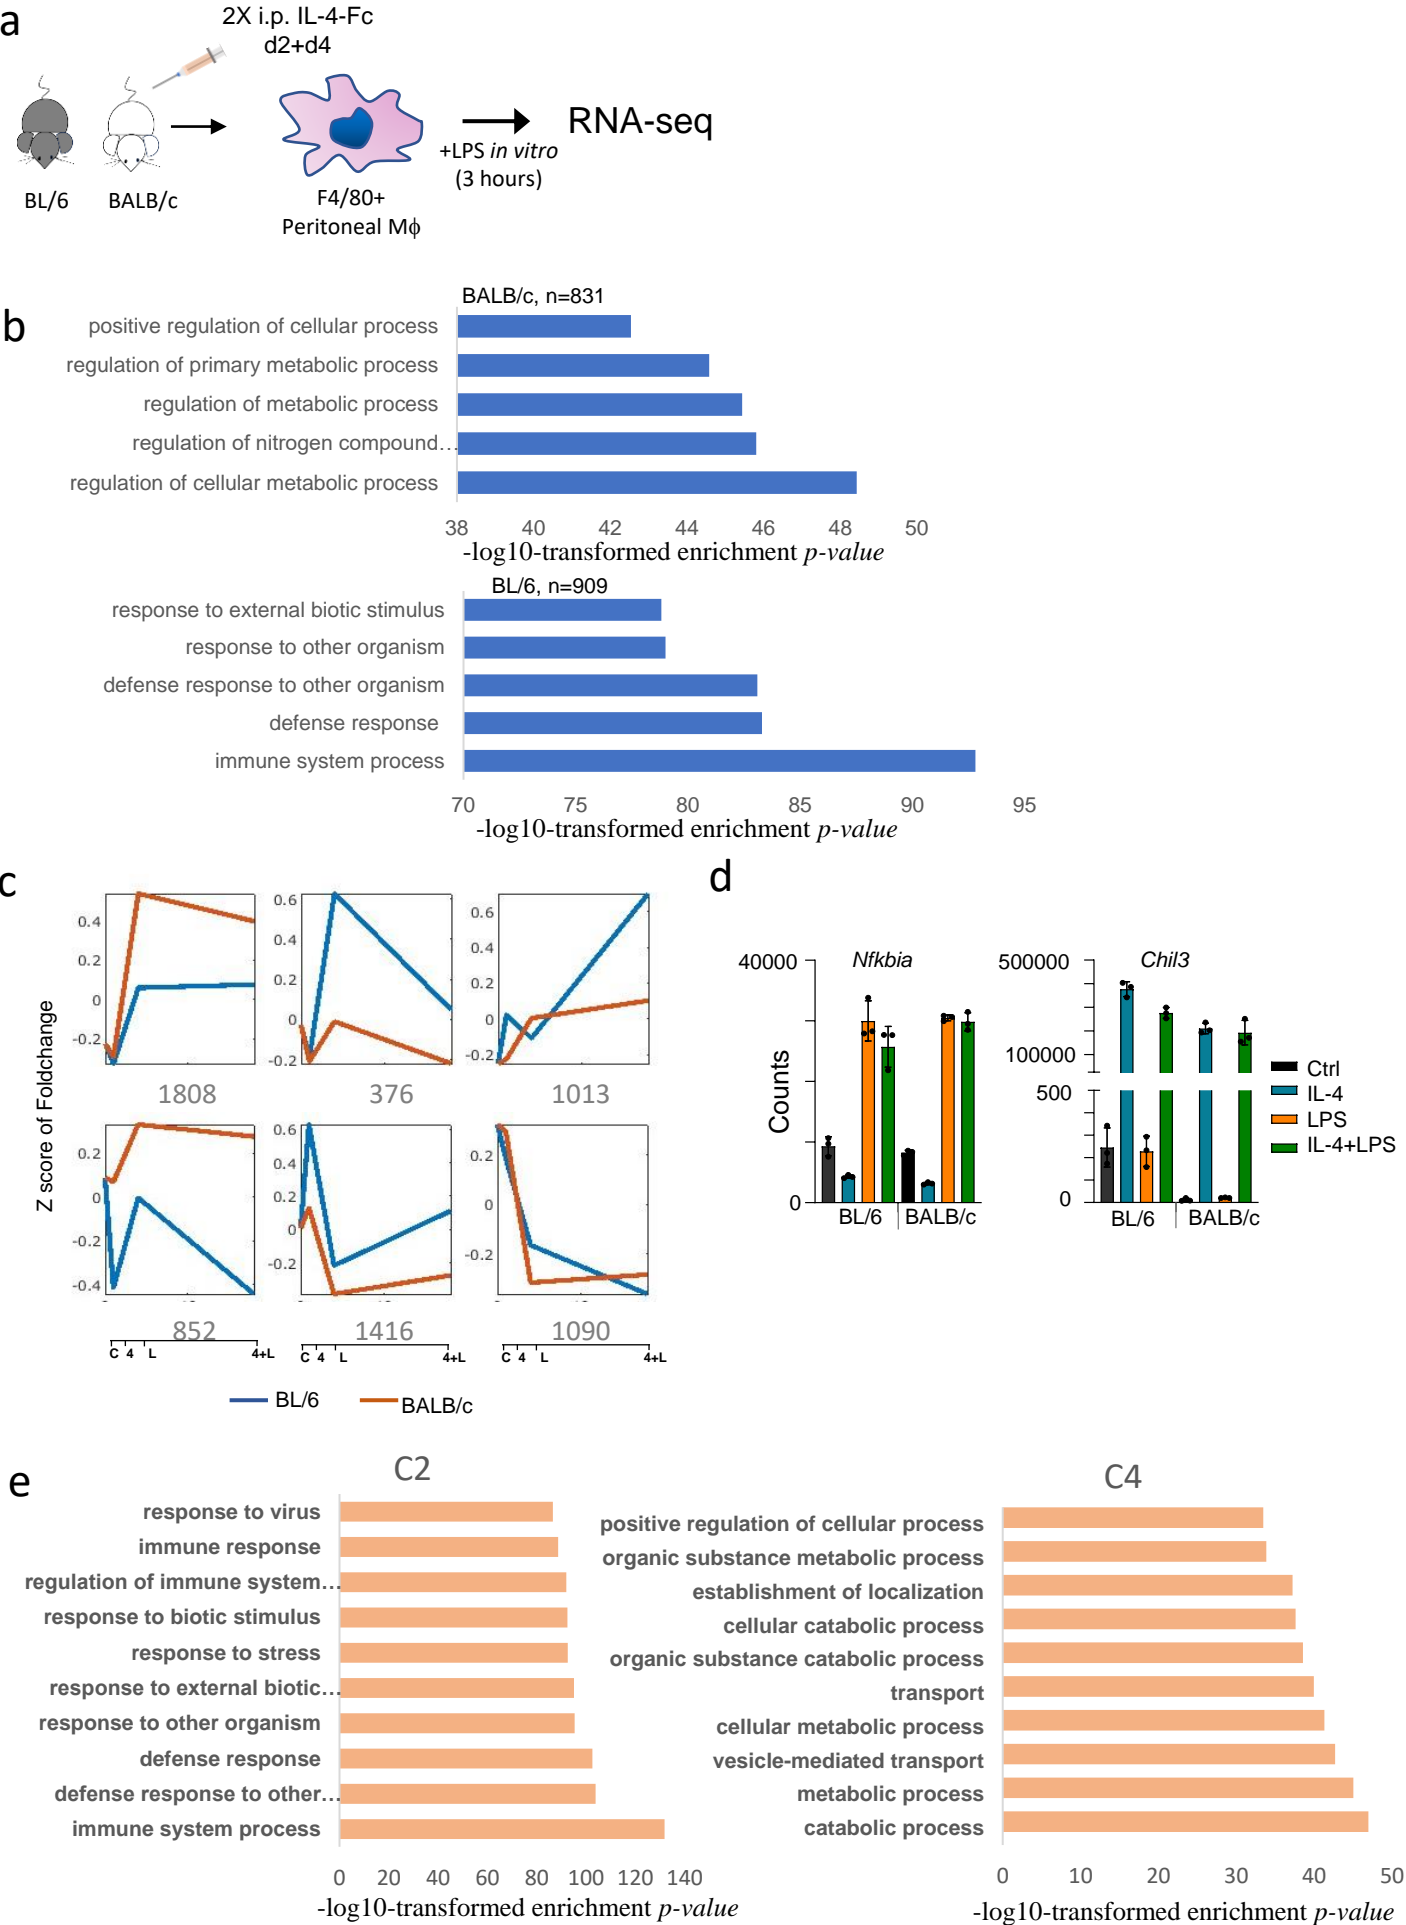

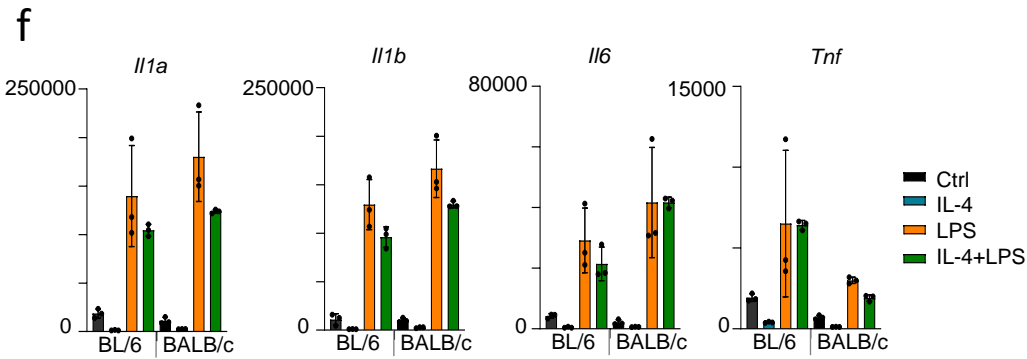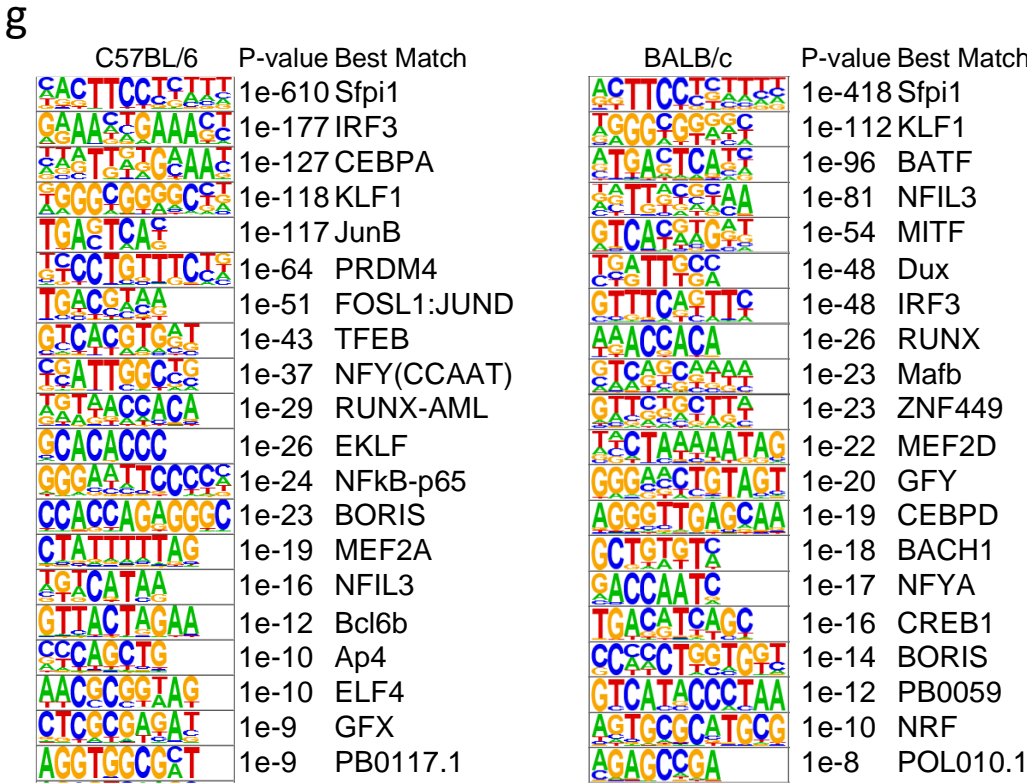

**Supplementary Fig. 3. Characteristics of the synergistic activation of genes in TRMs.**

- (a) Overview of experimental design for IL-4 primed macrophages *in vivo* and LPS treatment *in vitro* for 3 hours.
- (b) Functional enrichment of predicted biological processes in BALB/c-specific upregulated genes (LPS vs Ctrl, n=831) and the BL/6-specific upregulated genes (IL-4+LPS vs LPS, n=909), as shown in Fig.3b. The x-axis represents the -log10-transformed enrichment p-value.
- (c) Differentially expressed genes were identified by DESeq2 ( $FDR \leq 0.05$ ) that were changed at any treatment between strains. The differential genes then were further separated into 6 kinetic patterns by *k-means* clustering based on the foldchange compared with Ctrl. Numbers of genes in each cluster are shown. Activation is noted on the x-axis, where 'C' indicates Ctrl, '4' indicates IL-4 treatment, 'L' indicates LPS treatment, and '4+L' indicates IL-4 and LPS cotreatment.
- (d) Bar graph showed the RNA-seq counts on the selected genes after IL4 or LPS treatment (n = 3).
- (e) Functional enrichment of predicted biological processes in C2 and C4, as shown in Fig. 3c. The x-axis represents the -log10-transformed enrichment *p-value*.
- (f) Bar graph showed the RNA-seq counts on the selected genes after IL4 or LPS treatment (n = 3).
- (g) Full list motif result of Fig. 3g. The top 20 *de novo* motif are showed

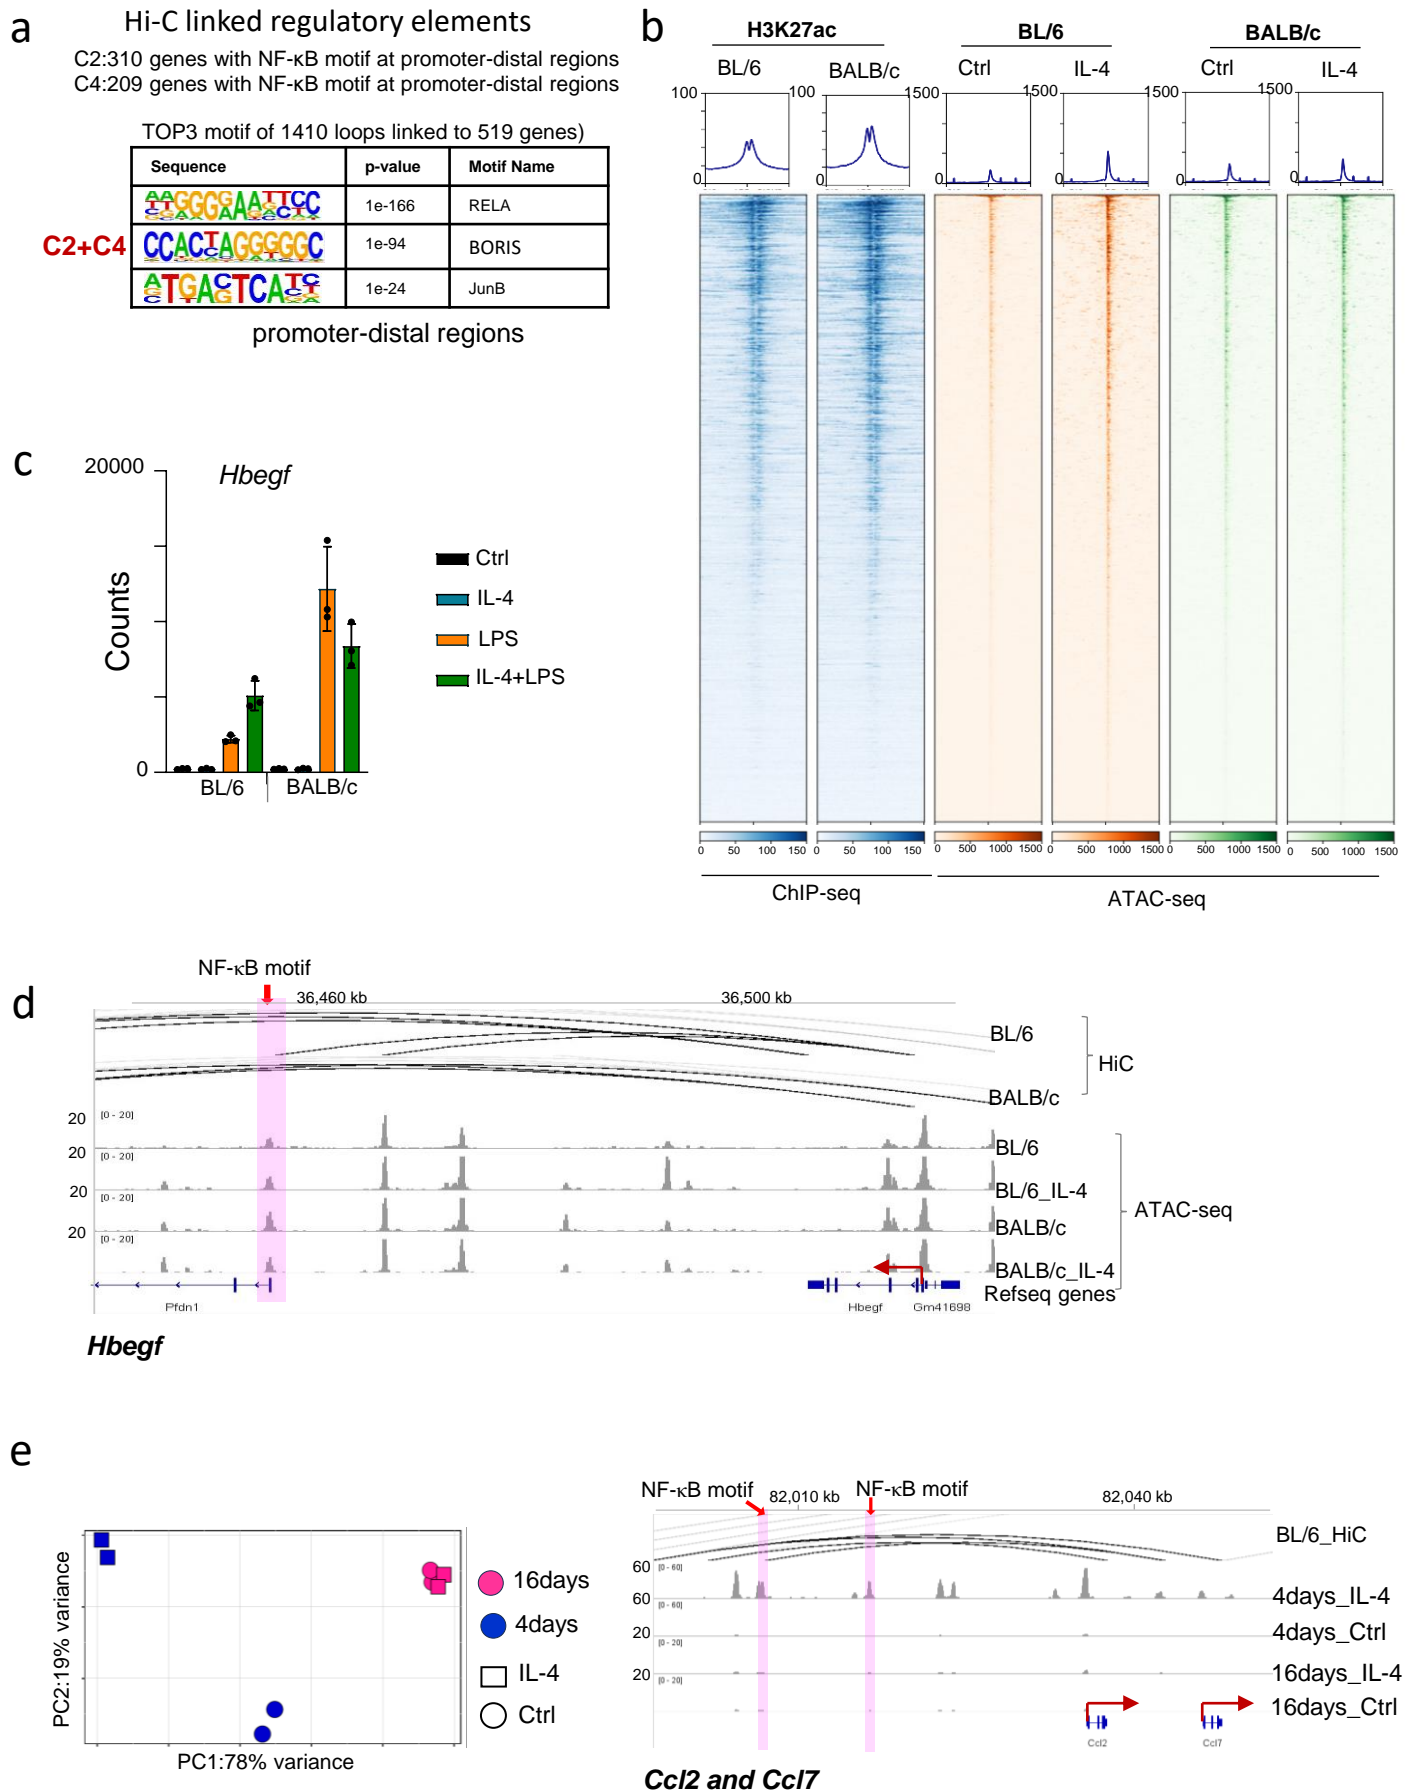

**Supplementary Fig. 4. Characteristics of chromatin structure related to the synergistic activation of genes in TRMs from BL/6 mice.**

- (a) Motif analysis by HOMER revealed enrichment of the NF- $\kappa$ B motif in the genes whose promoter-distal regions, as defined by Hi-C, contain the NF- $\kappa$ B motif defined by MEME program in BL/6 mice. The number of genes in C2 and C4 with NF- $\kappa$ B motifs in promoter-distal regions, analyzed by MEME, was indicated at the top.
- (b) A heatmap displays the intensity of H3K27ac ChIP-seq and ATAC-seq signals in the promoter-distal regions of genes from the C2 and C4 gene lists after IL-4 stimulation in TRMs from two strains. The density of peaks in the ATAC-seq data indicates that the majority of peaks are induced in the promoter-distal regions of gens from C2 and C4 (from Fig. 3c).
- (c) Bar graph showed the RNA-seq counts on the selected synergistic response gene (*Hbegf*) from C2 cluster in Fig. 3c after IL-4 +LPS treatment (n = 3).
- (d) Genome browser tracks (IGV) illustrate examples of promoter-distal regulatory element enriched with NF- $\kappa$ B motifs linked to the promoter region of *Hbegf* gene. The pink bar represent ATAC-seq peaks around the chromatin loop region from Hi-C containing NF- $\kappa$ B motif.
- (e) Principal component analysis (PCA) of ATAC-seq data from IL-4 treatment at days 4 and 16 (n = 2 per group) shows that after prolonged IL-4 treatment, the cell state returns to the naïve state in BL/6 mice (left). Genome browser tracks (IGV) illustrate examples of regulatory elements enriched with NF- $\kappa$ B motifs linked to the promoter regions of the *Ccl2* and *Ccl7* genes, which are no longer accessible after 16 days of IL-4 treatment. The pink bars represent ATAC-seq peaks containing NF- $\kappa$ B motifs (right).

a

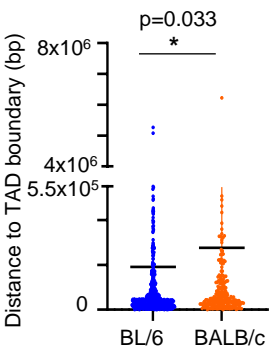

b

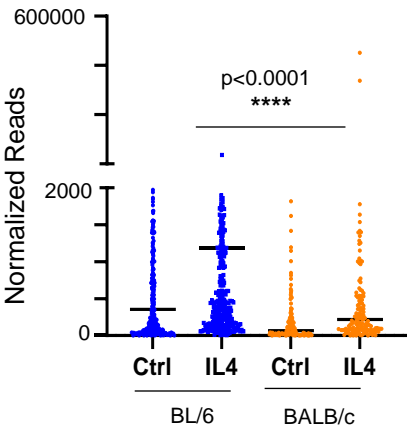

c

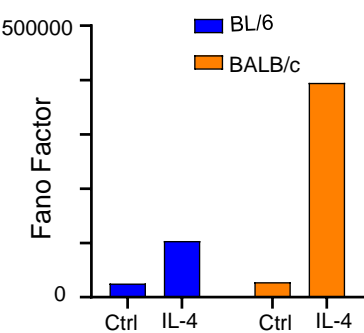

**Supplementary Fig. 5. Characteristics of genes induced specifically in different strains.**

Similar to Fig. 5c, 5d, and 5e, this figure focuses on the strain-specific induced genes identified by DESeq2 in Fig. 1f. Specifically, we selected genes meeting the threshold of  $FDR \leq 0.05$  and having more than a 2-fold change compared with Ctrl in both strains (513 in BL/6 and 237 in BALB/c mice).

(a ) The dot plots showing the distance of the promoter regions of these strain-specific induced genes to the TAD boundary regions. p-values were calculated using an unpaired t-test, two-sided. Data are presented as mean  $\pm$  standard deviation.

(b) Scatter plot display the expression levels of the strain-specific induced genes ( $\geq 2$ -foldchange) (513 in BL/6 and 237 in BALB/c mice).

(c) The bar plot shows the FANO factor value of these genes.

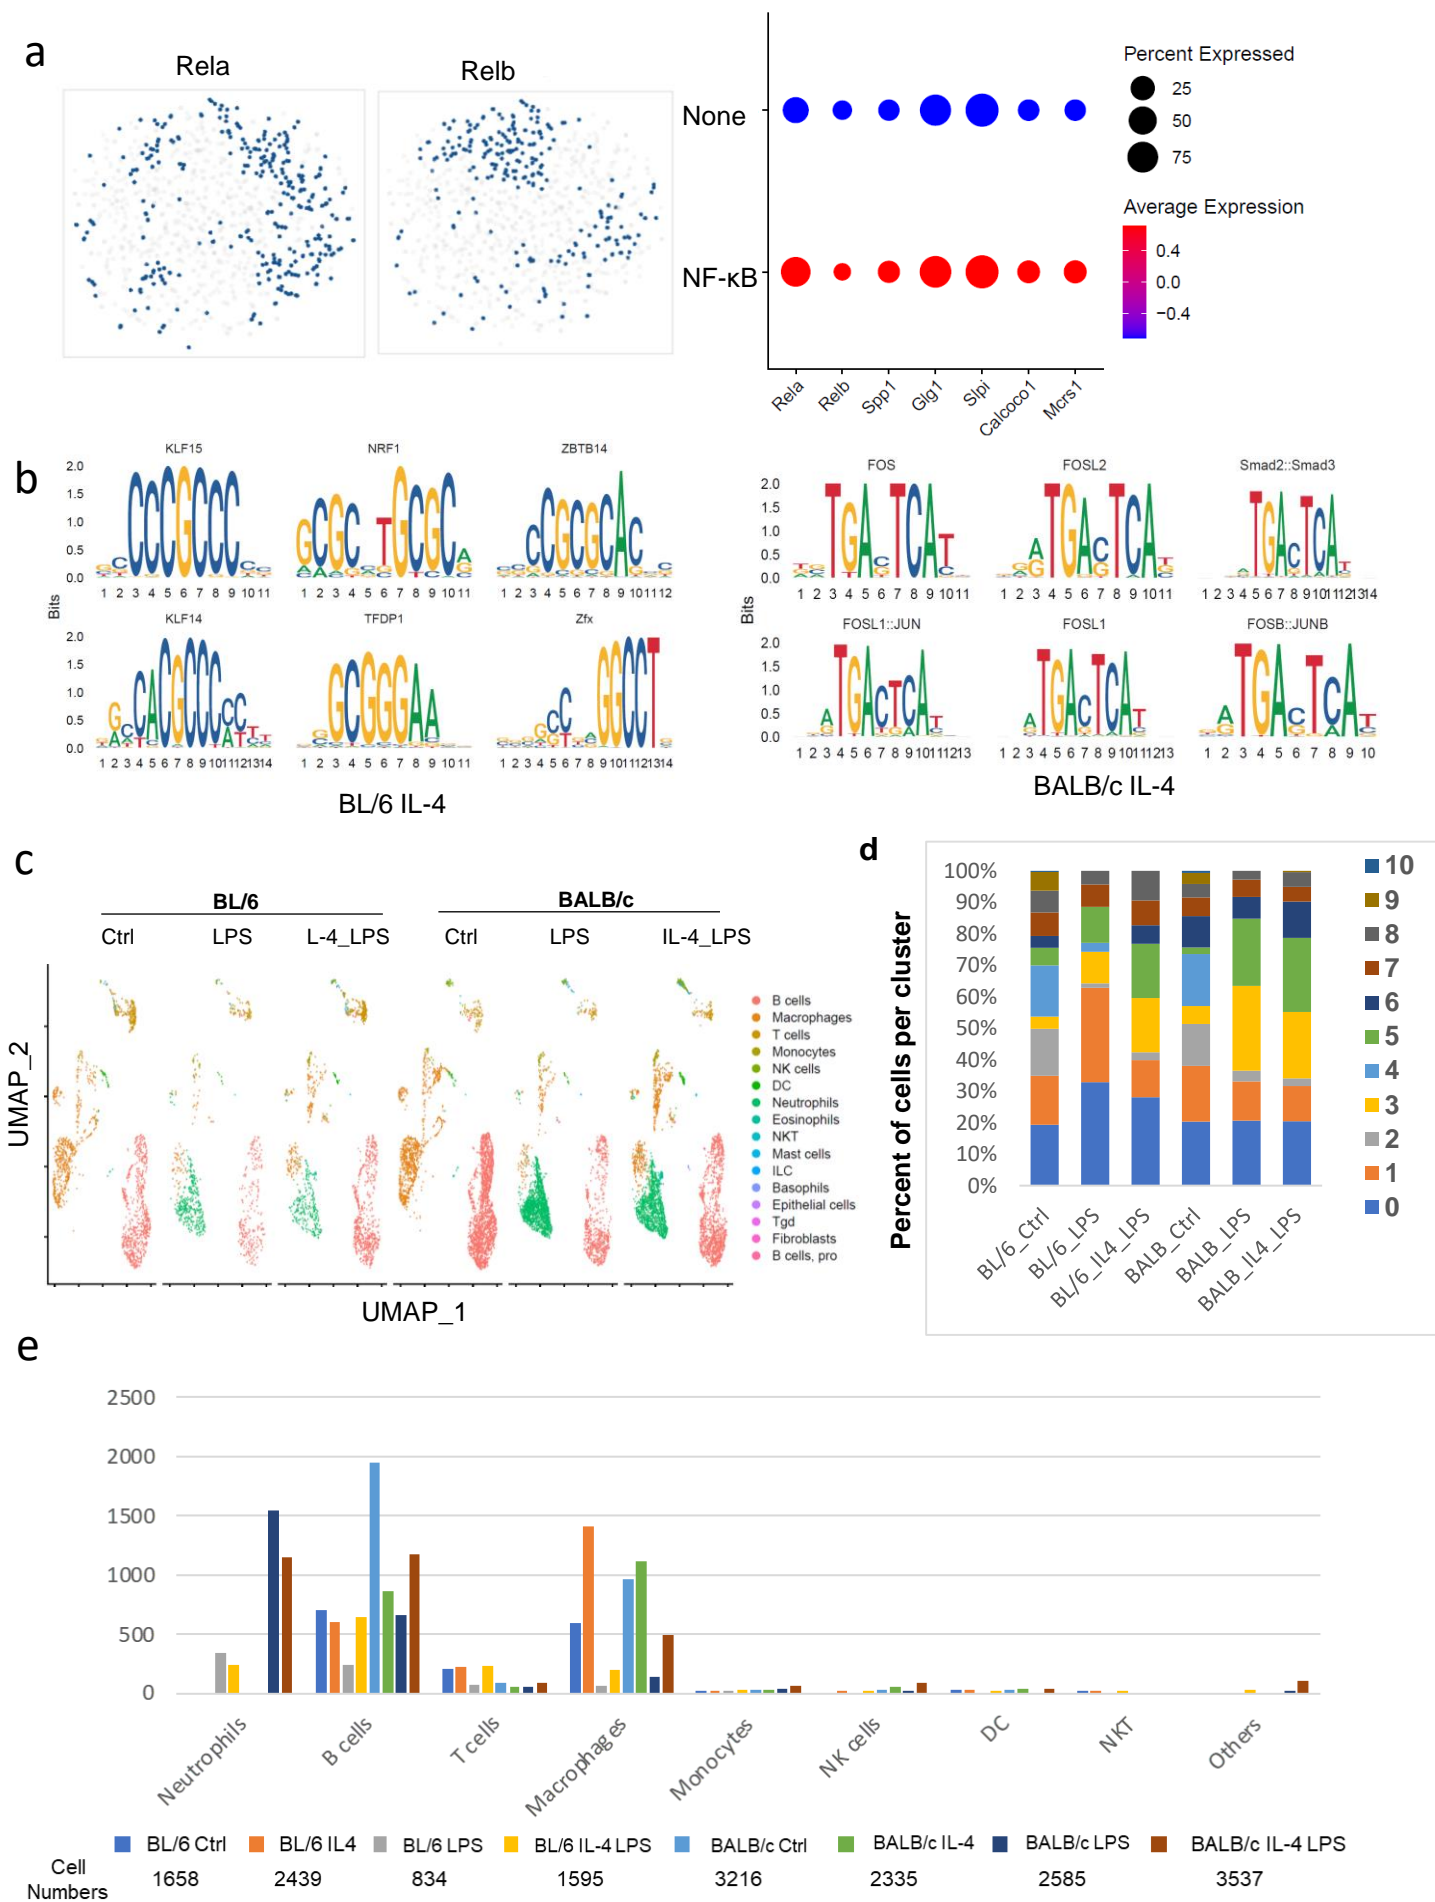

f

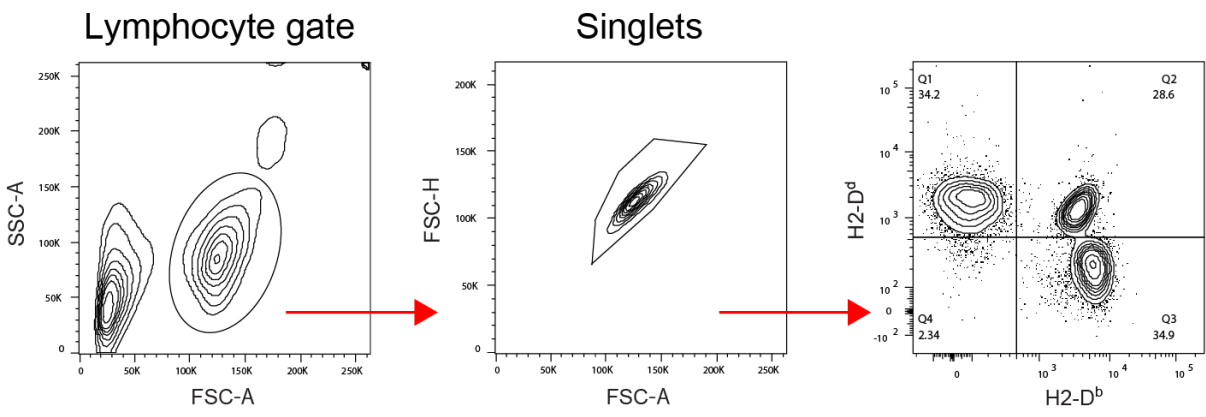

**Supplementary Fig. 6. The features at the single-cell level of TRMs after treatment with IL-4 or LPS.**

(a) UMAP representation of regulon distribution from SCENIC analysis results, illustrating the distribution of the Rel $\alpha$  and Rel $\beta$  regulons in individual cells. Each point represents a single cell, colored according to its assigned regulon, highlighting distinct cell populations identified within the dataset (left). The dot plot shows the expression levels of key genes involved in NF- $\kappa$ B regulation across cell clusters. The size of each dot corresponds to the percentage of cells expressing the gene, while the color intensity indicates the average expression level within that cluster (right).

(b) Enrichment analysis of the top 6 motifs in TRMs after IL-4 treatment from both BL/6 and BALB/c mice, conducted using chromVAR as part of the single-cell ATAC-seq dataset analysis.

(c) UMAP plot was created to visualize changes in the clusters of peritoneal cells derived from scRNA-seq data in chimeric mice. The clusters were color-coded according to their annotated cell types.

(d) Histogram displays the cell type composition determined by single-cell analysis. We utilized the 'FindVariableFeatures' function with 'nfeatures = 50' to visualize changes in cluster composition among samples. The results indicate a decrease in cluster 2 after LPS treatment and an increase in cluster 6 after IL-4+LPS treatment compared to LPS treatment alone.

(e) Bar plot illustrating the number of cells across various cell types in different groups. The values displayed beneath graph represent the total cell count for each group.

(f) Gating strategy for FACS-analysis of blood samples from bone marrow reconstituted F1 recipients.

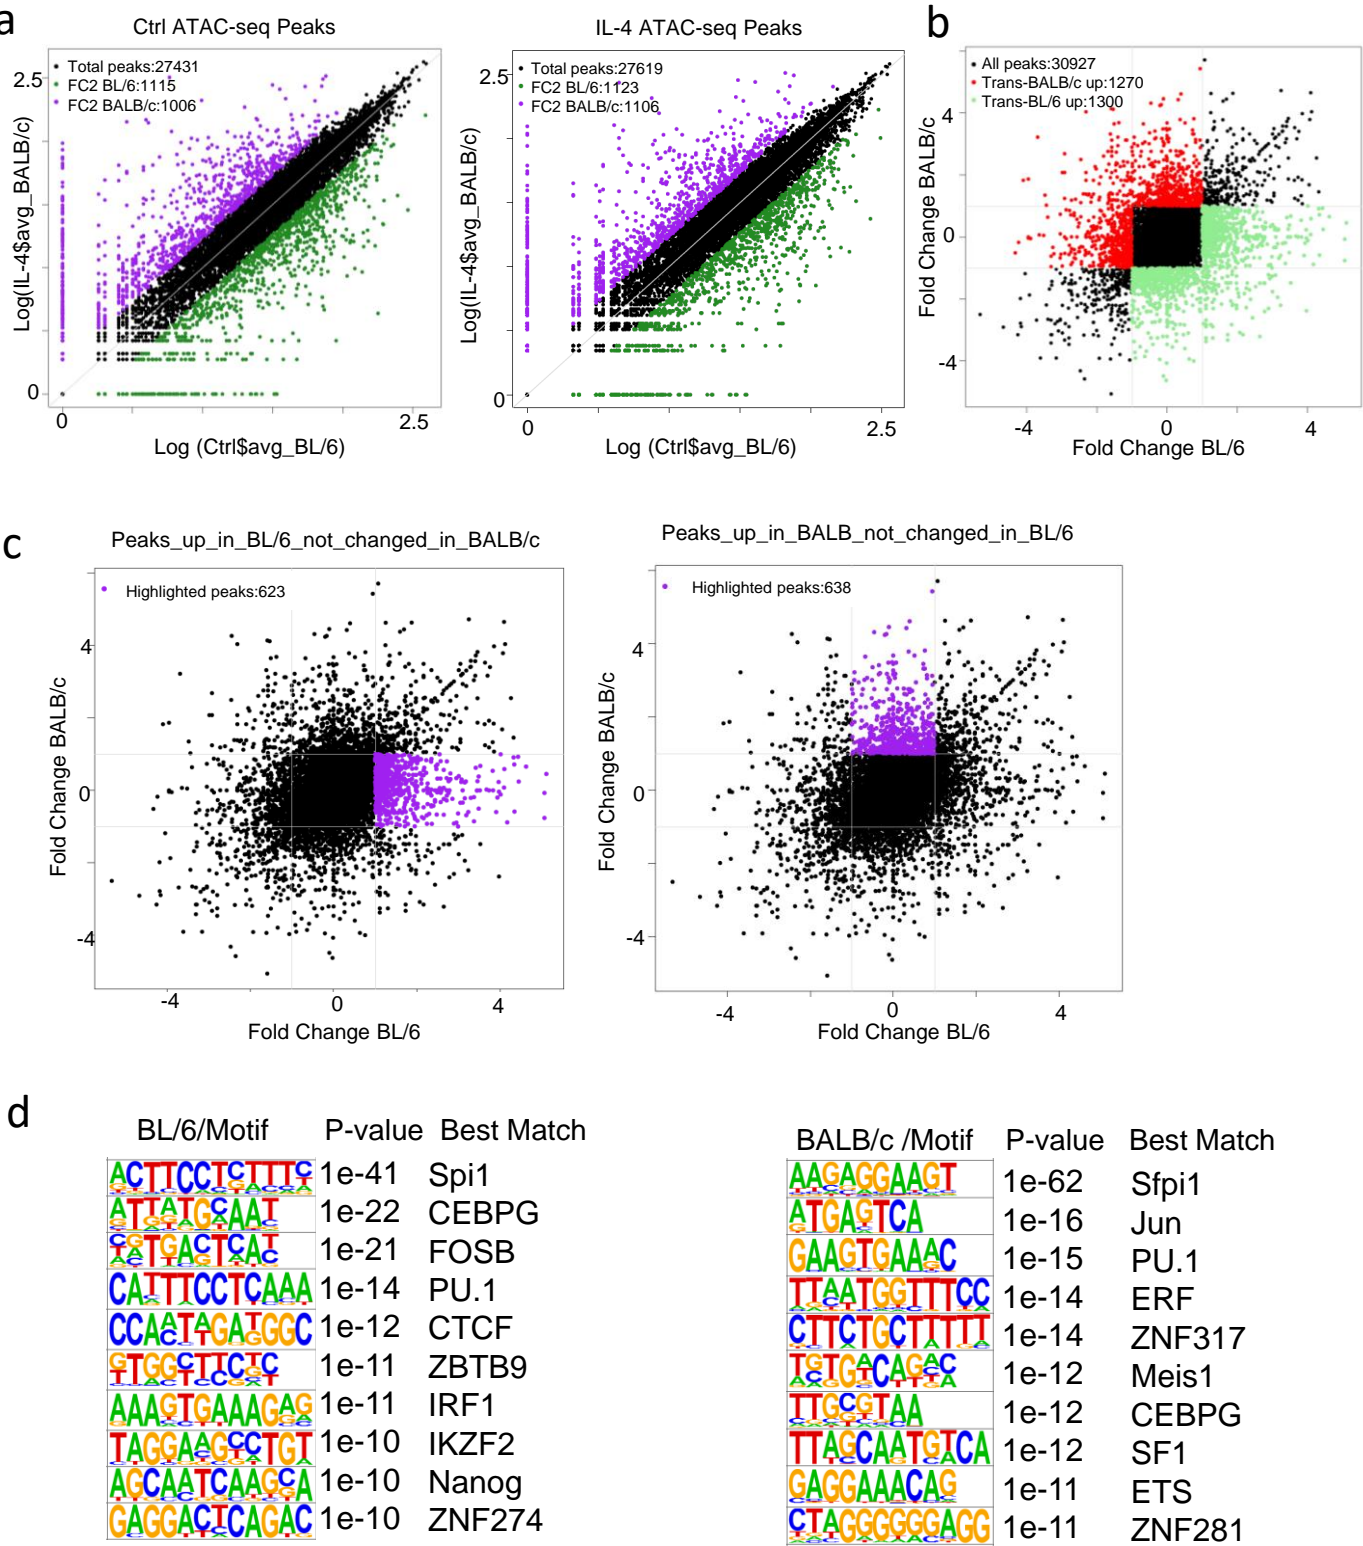

**Supplementary Fig. 7. ATAC-seq analysis of F1 mice determines BALB/c and BL/6 allele specific responses to IL-4 within the same peritoneal macrophage.**

- (a) Scatterplots showing BALB/c and BL/6 specific peaks by differential analysis showing more than 2 fold change in F4/80+ peritoneal macrophages from Ctrl naïve untreated F1 mice and IL-4-Fc treated F1 mice.
- (b) Ratio/ratio plot showing the fold change between Ctrl and IL-4 activated peaks from the BL/6 allele with the fold change between Ctrl and IL-4 activated peaks from the BALB/c allele. In red are shown the BALB/c specific peaks that are altered by IL-4 and in green are the BL/6 specific peaks that are altered by IL-4.
- (c) Scatterplots were created to visualize the changes in peaks compared to the Ctrl for peritoneal cells derived from ATAC-seq data in F1 mice. Purple dots indicate the peaks that changed in their annotated allele but showed no change in the other allele.
- (d) Motif result of Supplementary Fig. 7c. The top 10 *de novo* motifs are shown

# Supplementary material for: Genetic variation in IL-4 activated tissue resident macrophages determines strain-specific synergistic responses to LPS epigenetically
**Source:** Nat Commun. 2025 Jan 25;16:1030. doi: 10.1038/s41467-025-56379-8
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ChIP-Seq - The Real Time Analysis software (RTA 3.4.4) was used for processing raw data files, the Illumina bcl2fastq v2.20 was used to demultiplex and convert binary base calls and qualities to fastq format. Samples were trimmed for adapters using Cutadapt (1.18) before the alignment. The trimmed reads were aligned with mm10 reference using Bowtie2(2.2.6) alignment (see methods); ATAC-Seq - FThe Real Time Analysis software (RTA 3.9.25) was used for processing raw data files, the Illumina bcl2fastq v2.17 was used to demultiplex and convert binary base calls and qualities to fastq format. Samples were trimmed for adapters using Cutadapt (1.18) before the alignment. The trimmed reads were aligned with mm10 reference using Bowtie2(2.2.6) alignment(see method) ; bulk RNA-Seq - Reads of the samples were trimmed for adapters and low-quality bases using Cutadapt (1.18) before alignment with the reference genome (mm10) and the annotated transcripts using STAR (2.6.0c). The mapping statistics are calculated using Picard software (2.18.26). Library complexity is measured in terms of unique fragments in the mapped reads using Picard (2.18.26)'s MarkDuplicate utility. In addition, the gene expression quantification analysis was performed for all samples using STAR/RSEM (1.3.2) tools. ; scRNA-Seq - The analysis was performed with the Cell Ranger 7.1.0 software using the default parameters |
| Data analysis   | Softwares used for data analysis of ChIP-Seq, ATAC-Seq, bulk RNA-Seq ,HiC and scRNA-Seq are described in the methods section. No custom code or alorythms were utilized.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated and analyzed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Superseries accession number GSE248038 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248038>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | ATAC-Seq, ChIP-Seq, bulk RNA-Seq were all carried out with 2-3 biological replicates. Sample sizes were limited by funding required for expensive genomics experiments.                                               |
| Data exclusions | No data was excluded.                                                                                                                                                                                                 |
| Replication     | All relevant data from biological replicates are shown in the manuscript. Biological replicates were used to verify reproducibility.                                                                                  |
| Randomization   | macrophages for each replicate of ChIP-Seq, ATAC-Seq, RNA-Seq, HiC and scRNA-seq were purified from 5-10 randomized mice.                                                                                             |
| Blinding        | Experimental data were gathered in a non-blinded fashion. Blinding was not possible as the mice are visually distinct. Bioinformatic analyses were carried out without a priori knowledge of the experimental design. |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                          |
|-----------------|--------------------------------------------------------------------------|
| Antibodies used | anti-H3K27ac (39133, Active Motif)                                       |
| Validation      | anti-H3K27ac (39133, Active Motif) has been utilized in 146 publications |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | BALB/cJ and C57BL/6J mice, CB6F1/J (Jax no. 100007) typically 6 to 8 weeks old, were purchased from The Jackson Laboratory. |
| Wild animals            | No wild animals were used.                                                                                                  |
| Reporting on sex        | the results finding apply only on male mice                                                                                 |
| Field-collected samples | No field-collected samples were used.                                                                                       |
| Ethics oversight        | NIH Intramural Research Program – NIAID – LPD16E                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                            |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GEO accession number GSE248023 ( <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248023">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248023</a> ) |
| Files in database submission                                       | BALBc_IL4_H3K27ac_1.fastq.gz, BL6_IL4_H3K27ac_1.fastq.gz, BALBc_IL4_H3K27ac_2.fastq.gz, BL6_IL4_H3K27ac_2.fastq.gz                                                         |

BALBc\_input.fastq.gz , BL6\_input.fastq.gz,BALBc\_IL4\_H3K27ac\_1.sorted.bw , BL6\_IL4\_H3K27ac\_1.sorted.bw,  
BALBc\_IL4\_H3K27ac\_2.sorted.bw ,BL6\_IL4\_H3K27ac\_2.sorted.bw,BALBc\_input.sorted.bw,BL6\_input.sorted.bw

Genome browser session  
(e.g. [UCSC](#))

Integrative Genomics Viewer: <https://igv.org>

## Methodology

Replicates

2 replicates for each ChIP-seq sample

Sequencing depth

All the samples have yields between 48 and 71 million pass filter reads.

Antibodies

anti-H3K27ac (39133, Active Motif);

Peak calling parameters

Peaks were called by MACS2(2.2.6) with --broad option on

Data quality

Except peak calling , we also use deepTools to see the heatmap results of some specific regions. A PCA plot is drawn to verify the data quality.

Software

The Real Time Analysis software (RTA 3.4.4) was used for processing raw data files, the Illumina bcl2fastq v2.20 was used to demultiplex and convert binary base calls and qualities to fastq format. Samples were trimmed for adapters using Cutadapt (1.18) before the alignment. The trimmed reads were aligned with mm10 reference using Bowtie2(2.2.6) alignment. Library complexity is measured by uniquely aligned reads using picard (2.18.26)'s markduplicate utility. Peaks were called by MACS2(2.2.6) with --broad option on. HOMER (v4.10.4 ) findPeaks -style super was used to find super enhancers in ChIP-seq. Enrichment analysis of strain-specific enhancer regions based on biological process Gene Ontology (GO) terms was conducted using the Genomic Regions Enrichment of Annotations Tool (GREAT) (<http://great.stanford.edu/>). Bigwig files are generated by bamCoverage(deeptools/3.5.0), with the parameter --binSize 10 --normalize using RPGC.

How the deposited data were processed for this re-analysis (not part of the article)

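The data are bulk RNA-seq of F4/80+ peritoneal TRMs of male BALB/c and C57BL/6 (BL/6) mice in 3 tables of counts per gene. The IL-4 table holds 12 libraries, 3 of each strain given PBS (Ctrl) and 3 of each strain given IL-4-Fc. The *H. polygyrus* table holds 10 libraries, 2 of each strain from infected mice and 3 Ctrl libraries of each strain. The Ctrl columns of these 2 tables hold identical counts. The IL-4 + LPS table holds 24 libraries, 3 for each strain in Ctrl, LPS, IL-4 and IL-4 + LPS, which are called the second set where its Ctrl and IL-4 groups are compared. Its TRMs were cultured in vitro with or without LPS, and the methods name no culture for the other tables. Conditions were taken from the column names and the methods.

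By the methods, the authors trimmed reads with Cutadapt, aligned them with STAR to mm10 and its annotated transcripts, and quantified genes with RSEM. The values are RSEM expected counts, not normalized by the authors before deposit. They include decimals in the IL-4 and *H. polygyrus* tables and are whole in the IL-4 + LPS table. All identifiers and versions of the 55450 genes are those of GENCODE M21 on GRCm38, the build of mm10, and the 59 named genes were located there by identifier. Raw reads were not processed.

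Totals per library ran from 23074149 to 31014339 in the IL-4 table and from 20358401 to 30652973 in the IL-4 + LPS table. The 4 infected libraries held 65363633, 67930479, 68990311 and 70744640 counts. Genes tested numbered 14416, 14869 and 13712 in the IL-4, *H. polygyrus* and IL-4 + LPS tables, and they held 99.96% of the counts in each. The common biological coefficient of variation was 0.071, 0.0932 and 0.129. In simulated tables with these totals, groups and dispersions, 200 genes were raised or lowered by 1.5 to 3 on the log2 scale in 1 treated group of BL/6. The edgeR test called 99% of them for IL-4, 100% for infection and 98.5% for IL-4 + LPS over LPS. It called 95%, 98.5% and 93% of the strain differences, 93% of the synergy in BL/6 and 85% of the synergy differences. In the contrasts with changed genes, unchanged genes made up 4.04% to 9.27% of the calls by edgeR and 4% to 18.1% by DESeq2. In the BALB/c contrasts, where no gene was changed, DESeq2 called 1, 7 and 3 genes and edgeR none. Smaller changes, and changes in genes at low counts, are found less often than these shares.

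Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Expected counts were rounded to whole numbers. Genes passed edgeR's filterByExpr by group, libraries were scaled by TMM factors, and 1 model with a mean for each group was fitted to each table. Contrasts were tested by edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment over the genes tested (FDR). A gene was called upregulated at FDR of at most 0.05 and a fold change of at least 2. The authors used EBSeq for these lists, which was not run here. Strain differences were tested as interaction contrasts, and the 3 strain by treatment terms of the IL-4 + LPS table also together. Synergy was the log2 change from LPS to IL-4 + LPS minus that from Ctrl to IL-4. The *k-means* clusters were not repeated. PCA used log2 CPM with a prior count of 2 of the 500 genes of largest variance, centred and not scaled.

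Levels of gene lists were compared by permutation of 100000 resamples across genes, which are not independent replicates. Lists that the source data give without names were matched by value within 1% in every group mean, with 0.1% as the alternative. The matching recovered each of 200 genes of a simulated list. The NF-κB motif list was tested after infection by limma's fry and camera, camera with a preset correlation of 0.01 and with an estimated one, and against 10000 random lists matched on 20 bins of level. In simulated data fry gave p of 4.4e-13 for a raised list and 0.323 for an unchanged one. The overlap of the IL-4 and infection lists was set beside 20 simulated tables with shared Ctrl libraries.

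Replicate numbers were checked as a possible pairing. The residuals of equal numbers correlated over 0.1 in every replicate only between BL/6 Ctrl and LPS (0.155 to 0.328), BL/6 IL-4 and IL-4 + LPS (0.118 to 0.291) and Ctrl of the 2 strains (0.101 to 0.197) in the IL-4 + LPS table, and between the infected groups (0.134). The methods name no pairing, so the numbers were not used in the main model and a block for them, shared by all groups, was an alternative. Since LPS was given in vitro after IL-4 in vivo, libraries of equal strain, priming and number may share cells. A replicate block within strain and priming was therefore added for LPS over Ctrl and for synergy, the contrasts it leaves estimable.

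The alternatives were DESeq2, RLE factors, no filter beyond 1 count, a replicate block, every library thinned to the shallowest total of its table, no fold threshold, a fit of only the groups compared, and each library left out in turn. Gene lists and components had alternatives of their own. These choices, the thresholds and the rule for named genes were fixed before the data were examined. Alternatives added afterwards are the sum of replicates 1 and 3 of the IL-4 + LPS table, the replicate block within strain and priming, DESeq2's likelihood ratio test of each interaction, the settings of the NF-κB level and induction comparisons, and the components other than those planned. The groupings of the libraries were also exchanged, in all 10 ways for 1 contrast of 3 against 3 libraries and in 100 or 80 seeded draws for several groups.

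The named genes are those the paper names for its bulk RNA-seq, whose values in its source data had been seen. For each of the 3 strain differences (IL-4, infection, and IL-4 + LPS over LPS) and each direction they include the 3 genes of largest difference. These had FDR of at most 0.05, a mean log2 CPM of at least 3 and every treated library above every library compared in the strain of the larger change. The 5 genes of largest loading on each component are named too. Lists of marker genes were written for glucocorticoid response, 2 clock phases, erythrocytes, B cells, T cells, mast cells, eosinophils, fibroblasts or mesothelial cells, resident large peritoneal macrophages and monocytes or small peritoneal macrophages. ATAC-seq, ChIP-seq, Hi-C, scRNA-seq and protein data were not analysed here.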

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

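Tests of library size, of the normalization, of 1 outlying library, of the second set as a check on the first Ctrl libraries, of replicates 1 and 3 summed, and of a fall under IL-4 alone were chosen only after the results they measure had been seen. The other tests were written down earlier, although the wording of the *Fkbp5* pattern was changed after its list had been tested.

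The response to IL-4 differed between strains by a test of the difference itself, with 2484 genes changing more towards higher levels in BL/6 and 2481 in BALB/c at FDR of at most 0.05, and 377 and 761 where the difference itself was at least 2-fold. Of those that also rose in the favoured strain, 2173 favoured BL/6 and 1559 BALB/c, and at least 2-fold within that strain 482 and 229. Which strain has more genes thus depends on whether a rise is required. More genes were upregulated in BL/6 than in BALB/c, with a ratio of the counts of 1.51 when every library was thinned to the shallowest and 1.55 with RLE factors. The ratio was 2 without BALB/c IL-4 replicate 2 and 2.04 in the second set. These values argue against library size, the normalization, that library or a property of the first BL/6 Ctrl libraries as the whole cause. Sequence variants of BALB/c against the reference could lower its counts, but among 10084 genes whose Ctrl levels lay within 1.5-fold of each other the counts were 437 in BL/6 and 235 in BALB/c. That ratio of 1.86 argues against such variants as the whole cause. Exchanging libraries between Ctrl and IL-4 within a strain leaves only 10 groupings, the real one included, and the real one alone gave a count as large in BL/6 (1 of 10) and in BALB/c (1 of 10). No other grouping gave any gene in either strain, but with 10 groupings chance cannot be excluded by that count. It can be excluded for the genes upregulated in both strains (1 of 100 groupings). For the 482 genes 4 of 100 groupings gave as many, the largest other count being 626, and the 3 others kept the BL/6 groups and exchanged BALB/c libraries only. The BL/6 response then counts as a difference by construction, so this count decides nothing about chance for the 482 genes. For the 229 genes it was 1 of 100, with at most 55 in any other. These groupings remove the response to IL-4 itself and do not test a response that is alike in both strains, so chance as the source of a strain difference is not excluded by this count for the 229 genes either. In these libraries the genetic background stays open as an explanation, since nothing else that differs between mice of the 2 strains was tested apart from it. The paper addresses it with mixed bone marrow chimeras, which were not analysed here.

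Among the genes that differed between strains by a test of the difference itself were *Chil3* (−4.47 on the log2 scale, BL/6 minus BALB/c), *Trem2* (2.26) and *Fkbp5* (3.98). In the second set the differences after IL-4 were −3.60 for *Chil3* and 1.80 for *Trem2*. For *Fkbp5* the second set gave only 0.61, and the level in Ctrl TRMs of the first set was far lower in BL/6 than in BALB/c. A candidate explanation for *Fkbp5* is a glucocorticoid or stress state that differed between the Ctrl libraries of the first set. A list of 11 other glucocorticoid response genes, 10 of them above 10 CPM in these cells, had a median strain difference of 0.743 after IL-4 (fry p of 6.28e-06, higher in 9 of 11 genes). Against the same Ctrl libraries the median was 0.83 after infection (fry p of 1.96e-06, higher in 10 of 11). In the second set, whose TRMs were cultured in vitro, the median was −0.472 (fry p of 0.000635), the opposite direction. What culture changes in this list was not tested. The most abundant gene of the list, *Tsc22d3*, had 347 ± 66.1 CPM in BL/6 Ctrl and 545 ± 26.9 CPM in BALB/c Ctrl (SD, n = 3). A state of the Ctrl mice thus stays open beside a strain difference in the response, and the libraries do not separate them.

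After *H. polygyrus* infection, a test of the difference found 1826 genes changing more towards higher levels in BL/6 and 1552 in BALB/c, and 379 and 752 where the difference itself was at least 2-fold. Of those that also rose in the favoured strain, 1570 favoured BL/6 and 935 BALB/c, and with at least 2-fold within the strain 272 and 263. The like size of these last counts thus depends on the rise that is required. The infected libraries were deeper than the Ctrl libraries, and with all of them thinned the ratio of the 2-fold counts was 1.06, which argues against depth as the reason for their like size. With 2 infected libraries per strain, groupings were not exchanged. The strain differences of *Retnla* (−4.84), *Mrc1* (−2.87) and *Mgl2* (−3.09) favoured BALB/c. Over 10 fits with 1 library left out, none of the 3 genes changed sign (0 sign changes, −5.16 to −2.33, adjusted p at most 0.00249 by edgeR's quasi-likelihood test), which argues against 1 library of a group as the source. A candidate explanation is a larger share of monocyte-derived macrophages among the cells purified from infected BALB/c mice. Of 7 markers of resident large peritoneal macrophages, all above 10 CPM here, the median rose by 0.391 in BL/6 and fell by 0.848 in BALB/c, a difference of 0.805 (fry p of 2.26e-05, higher in 6 of 7 genes). For 6 markers of monocytes or small peritoneal macrophages, 3 of them above 10 CPM, the medians fell by 2.42 in BL/6 and 0.922 in BALB/c (difference −1.07, fry p of 0.00131). The most abundant resident marker was *Adgre1*, at 4270 ± 32.8 CPM in BALB/c Ctrl and 2880 ± 273 CPM in infected BALB/c. Since the monocyte markers fell in both strains, arrival of such cells is not shown, and a change within resident cells stays open, as does the strain itself.

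The change from LPS to IL-4 + LPS also differed between strains by a direct test. It was higher in BL/6 for 1696 genes and in BALB/c for 1581, by at least 2-fold for 624 and 495. Of those that also rose in the favoured strain 1610 and 1025 remained, and with at least 2-fold there 661 and 99. Synergy was larger in BL/6 for 327 genes and in BALB/c for 278, and 5882 genes differed in any treatment response. For *Hbegf* the change from LPS to IL-4 + LPS differed by 2.24 (2.03 to 2.34 with 1 library left out). More genes rose from LPS to IL-4 + LPS in BL/6 than in BALB/c, by a ratio of 2.67 with libraries thinned, 2.82 with RLE factors and 3.54 with replicates 1 and 3 summed. Among 9753 genes with Ctrl levels within 1.5-fold between strains the ratio was 3.59 (631 against 176 genes). These values argue against depth, normalization, the closeness of replicates 1 and 3 and BALB/c sequence variants as the whole cause. The count of synergistic genes was larger in BL/6, and there 39.4% of them were not higher in IL-4 + LPS than in LPS. A fall under IL-4 alone could give such genes a positive value. Of the 1475 genes 737 were lowered by IL-4 alone, while 581 were not higher in IL-4 + LPS than in LPS. Some of the genes that were higher were thus lowered by IL-4 alone as well, which adds to their value. How much of the count such a fall accounts for stays open. Among genes with like Ctrl levels the ratio of synergistic genes was 4.32 (1079 against 250), and with replicates 1 and 3 summed BL/6 had 394 more than BALB/c, where edgeR called 0. At unadjusted p under 0.05 the summed counts were 1471 and 721, and by DESeq2 812 and 85.

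For these LPS results, the real grouping alone gave as many genes upregulated in both strains (1 of 100 groupings), so chance can be excluded there if replicates 1 and 3 are taken as separate samples (with these summed the 278 genes were 215). It also alone gave as many more upregulated in BALB/c (99, 1 of 100, at most 54 in any other), but these groupings remove the responses and do not test a strain difference, and with replicates 1 and 3 summed the 99 became 32. Chance is not excluded for them by this count. It alone gave as many differing in any response (1 of 80, largest other count 3922) and synergistic in BALB/c (1 of 80). It was 1 of 10 for the single-strain counts of IL-4 + LPS over LPS. No other grouping gave any gene, but with 10 groupings that cannot exclude chance by this count. Synergy in BL/6 and both synergy differences had 1 other grouping as large (2 of 80 each), with 2385, 1093 and 1559 genes. Groupings of all 4 treatments mix them and remove every response, so they test neither the absence of synergy nor a response alike in both strains. The counts out of 80 thus decide nothing about chance for these results. With replicates 1 and 3 summed, edgeR called 0 genes (582 at unadjusted p under 0.05, 72 by DESeq2) with larger synergy in BL/6 and 1 in BALB/c (630 at unadjusted p under 0.05, 23 by DESeq2). For the 661 genes 10 of 100 groupings gave as many, up to 984. The 9 others all kept the BL/6 groups and exchanged BALB/c libraries only, which removes the BALB/c response, so that the BL/6 response counts as a difference by construction. This count thus decides nothing about chance for them. With a replicate block within strain and priming the synergy differences rose to 659 and 498 genes. They also depended on single libraries. The 327 genes became 181 without BL/6 IL-4 replicate 3, and the 278 became 159 without BALB/c Ctrl replicate 3 and 463 without BL/6 Ctrl replicate 2. Every library with such an effect is named in the next part. In these libraries the genetic background stays open and was not tested apart from what else differs between the mice. The paper addresses it with mixed bone marrow chimeras, which were not analysed here.

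The second set holds IL-4 and Ctrl libraries of its own. There 1061 genes were upregulated by IL-4 in BL/6 and 519 in BALB/c, of which 351 and 235 were also upregulated in the first set. A test of the difference gave 1014 genes changing more towards higher levels in BL/6 and 1002 in BALB/c, and 245 and 402 where the difference itself was at least 2-fold. Of those that also rose in the favoured strain, 972 favoured BL/6 and 512 BALB/c, and at least 2-fold within that strain 352 and 73. Of the strain-specific genes of the first set, 65.7% had a strain difference of the same sign in the second set (62.1% of the BL/6 list and 74.7% of the BALB/c list), against 56.8% of all genes. This argues against chance overlap of 2 independent sets as the whole cause of their likeness, although the correlation over all genes was 0.173. The real grouping alone gave as many genes in BL/6 (1 of 10) and BALB/c (1 of 10), with at most 23 in any other, but with 10 groupings that cannot exclude chance by this count. The TRMs of the second set were cultured in vitro, and the methods name no culture for the first set. Whether this or something else makes the sets differ was not tested.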

How the results depend on the processing

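The sum of replicates 1 and 3, the replicate block within strain and priming, DESeq2's likelihood ratio test of the interaction and the distances on PC1 alone, over PC1 to PC3 and from Ctrl to LPS were chosen only after results had been seen. A count is said to move when it changes by more than 1.5-fold. Of 659 alternatives for 25 counts 597 stayed within that factor and 62 moved. Of 110 for 19 lists and components 90 stayed, 15 moved, 1 grew stronger and 4 reversed. Of 4920 for 195 results of named genes 4794 kept their call, 74 lost it or grew weaker, 51 grew stronger and 1 reversed.

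Without a fold threshold every count that uses one grew, by construction. IL-4 gave 4562 genes in BL/6, 3800 in BALB/c and 2634 in both (1281, 842 and 530 at 2-fold), and strain differences for 2173 and 1559 (482 and 229). Infection gave 4104, 3339 and 2170 (904, 864 and 385), and strain differences for 1570 and 935 (272 and 263). LPS gave 3651, 4279 and 2989 (1196, 1786 and 1026). IL-4 + LPS over LPS gave 3308, 2125 and 1262 (1247, 471 and 278), with strain differences for 1610 and 1025 (661 and 99), and IL-4 in the second set 3393 and 1594 (1061 and 519). By DESeq2's likelihood ratio test without the threshold the strain differences numbered 2237 and 1397 after IL-4 and 1565 and 966 after infection. The genes shared by IL-4 and infection rose to 1727 in BL/6 and 1549 in BALB/c (212 and 292). Strain-specific lists without the threshold shared 502 genes in BL/6 and 276 in BALB/c, the latter fewer than the 292 of the main lists.

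With the threshold and all libraries, 5 counts moved under the alternatives fixed beforehand. A fit of only the groups compared gave 333 genes upregulated by IL-4 in both strains (530), where fewer libraries inform the variance. Without a filter on low counts, which adds genes, infection gave 406 genes more upregulated in BALB/c (263), and synergy was larger in BALB/c for 179 (278). DESeq2 gave 553 synergistic genes in BALB/c (339) and 543 with larger synergy in BL/6 (327). The cause was not tested for the filter's fall in synergy or for DESeq2. RLE factors, the replicate block shared by all groups and thinning to the shallowest library moved no count. Thinning removes few counts where libraries are alike in size, so whether deeper libraries would give more genes was not tested. Depth limits genes with few counts, such as *Rnase2a*, whose strain difference in the change from LPS to IL-4 + LPS (5.23, adjusted p = 0.0424 by edgeR's quasi-likelihood test) was not called when thinned (5.26, 0.0608).

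With 1 library left out only the synergy counts moved. The 339 synergistic genes in BALB/c became 546 without BL/6 Ctrl replicate 2, 202 and 190 without BALB/c Ctrl replicates 1 and 3, and 213 and 215 without BALB/c LPS replicates 1 and 3. The 327 genes with larger synergy in BL/6 (181 to 470) became 182 and 181 without BL/6 IL-4 replicates 1 and 3, 197 and 184 without BALB/c Ctrl replicates 1 and 3, 203 without BALB/c LPS replicate 3, 212 and 200 without BALB/c IL-4 replicates 1 and 3, and 200 without BALB/c IL-4 + LPS replicate 3. The 278 genes with larger synergy in BALB/c became 463 and 185 without BL/6 Ctrl replicates 2 and 3, 176 and 167 without BL/6 LPS replicates 1 and 3, 164 and 172 without BL/6 IL-4 replicates 1 and 3, 170 and 159 without BALB/c Ctrl replicates 1 and 3, and 172 without BALB/c IL-4 replicate 1. The cause was not tested.

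With replicates 1 and 3 summed, 2 libraries per group remain and fewer genes are called by construction. Genes that differ in any response fell to 1672 (5882), and strain differences of IL-4 + LPS over LPS to 330 and 32 (661 and 99). Synergistic genes fell to 394 in BL/6 (1475), and IL-4 in the second set of BALB/c gave 329 (519). Synergy in BALB/c gave 0 by edgeR (721 at unadjusted p under 0.05) and 85 by DESeq2. Larger synergy in BL/6 gave 0 by edgeR (582 unadjusted) and 72 by DESeq2, and larger synergy in BALB/c gave 1 by edgeR (630 unadjusted) and 23 by DESeq2. Among named genes the strain difference of synergy was no longer called for *Ccl2* (2.31, adjusted p = 0.431), *Ccl7* (2.74, 0.398), *Edn1* (4.52, 0.1), *Hbegf* (2.52, 0.151) and *Il1a* (2.03, 0.526).

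With a replicate block within strain and priming, synergistic genes in BALB/c rose to 665 (339), and larger synergy to 659 genes in BL/6 (327) and 498 in BALB/c (278). Synergy in BL/6 gave 1941 (1475), and LPS over Ctrl 1220 in BL/6, 1809 in BALB/c and 1041 in both (1196, 1786 and 1026). Synergy was newly called for *Ccl12* in BL/6 (2.375, adjusted p = 0.00285 by edgeR's test) and for *Ccl7* (−0.847, 0.0472) and *Il6* (1.42, 0.000994) in BALB/c, as was the strain difference of *Il6* (1.58, 0.00528). This block changed no other call of a named gene. It removes variation shared by libraries of equal number, which the model without it counts as noise.

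On CPM without a log transform the ratio of distances between Ctrl and IL-4 groups, BL/6 over BALB/c, reversed to 0.5693 (1.84 on the log scale). For LPS and IL-4 + LPS groups it fell to 1.153 over PC1 and PC2 (3.51) and 0.9991 on PC1 alone (6.56), and for Ctrl and LPS groups to 0.2841 (0.728). With all genes that pass the filter it was 1.736 over PC1 to PC3 (1.39). The arithmetic mean of normalized counts reversed the sign of the level difference between strain-specific lists (−174.7, p of 0.953). Few abundant genes weigh most without a log, by construction.

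The ratio of Fano factors, BALB/c-specific over BL/6-specific genes after IL-4 (3.21), was 1.736 without the 5 genes of highest mean, 1.395 as a median over genes of variance over mean across libraries, 3.659 with lists of at least 2-fold, 3.809 with the paper's lists, 3.102 without replicate 1 and 3.349 without replicate 2. In Ctrl (4.00) it was 1.751, 0.7184 (reversed), 1.04 and 1.107 for the same settings, and 4.133 without replicate 1 and 3.906 without replicate 3. The cause was not tested beyond the removal of abundant genes.

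The strain difference of the NF-κB motif list after infection (0.0242) had a fry p of 0.0126 only without BL/6 *H. polygyrus* replicate 2 (0.03831), over leave-outs from −0.0447 to 0.0654. The difference of *Trem2* after infection (−0.25) reversed to 0.75 without BALB/c *H. polygyrus* replicate 1 (adjusted p = 0.00156 by edgeR's test) and was −0.83 without replicate 2 (0.000567). With 2 infected libraries per strain each fit leaves 1, and the cause was not tested.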

Differences from the paper's values

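For genes upregulated by IL-4 in BALB/c, the paper gives 530 and the count here was 842. Of 19 alternatives set before the data were examined, 5 do not differ from the paper's value by the same measure: a fit of only the groups compared (607), without BALB/c Ctrl replicate 1 (783), 2 (781) or 3 (759), and without BALB/c IL-4 replicate 2 (683). The other 14 do. For both strains the paper gives 304 and the count was 530. Only the fit of the groups compared (333) and the one without BALB/c IL-4 replicate 2 (384) do not differ, and the other 17 do.

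For genes upregulated after *H. polygyrus* in BALB/c only, the paper gives 269 and the count was 479. Of 17 alternatives, those without BALB/c Ctrl replicate 3 (397) and without BALB/c *H. polygyrus* replicate 2 (379) do not differ, and the other 15 do. In both strains the paper has about 210 in Fig. 1k, read by eye, against 385, and all 17 alternatives differ.

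For IL-4 + LPS over LPS, the paper gives 113 genes in BALB/c only and 161 in both strains, against 193 and 278. Of 31 alternatives for each, those without BALB/c LPS replicate 2 (167) and without BALB/c IL-4 + LPS replicate 2 (167) do not differ for BALB/c only. For both strains those are a fit of only the groups compared (231) and the fit without BALB/c IL-4 + LPS replicate 2 (202). The other 29 differ in each case. With replicates 1 and 3 of each group summed, a setting chosen after the values had been seen, the counts were 130 and 215. How many of the paper's genes that setting drops was not counted, since the genes behind these 2 counts are not named in it.

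For strain-specific genes after *H. polygyrus* without a fold threshold, the paper gives 963 in BL/6 and 545 in BALB/c, against 1570 and 935. In BL/6, 9 of 15 alternatives do not differ: the replicate block (1380), libraries thinned (1358), without BALB/c Ctrl replicate 1 (1363), 2 (1386) or 3 (1342), without BL/6 Ctrl replicate 1 (1304), 2 (1233) or 3 (1410), and without BL/6 *H. polygyrus* replicate 1 (1262). The other 6 do. In BALB/c, 8 of 15 do not: the replicate block (799), without BALB/c Ctrl replicate 1 (775), 2 (764) or 3 (724), without BL/6 Ctrl replicate 1 (712) or 2 (733), and without BL/6 *H. polygyrus* replicate 1 (730) or 2 (745). The other 7 do. With at least 2-fold, the paper has about 170 genes in BALB/c in Fig. 1m, read by eye, against 263. Of 16 alternatives 11 do not differ: the replicate block (221), libraries thinned (234), without BALB/c Ctrl replicate 1 (227), 2 (237) or 3 (221), without BALB/c *H. polygyrus* replicate 2 (224), without BL/6 Ctrl replicate 1 (203), 2 (208) or 3 (220), and without BL/6 *H. polygyrus* replicate 1 (203) or 2 (238). The other 5 do.

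For the PCA of the IL-4 + LPS experiment, PC2 holds about 22% in Fig. 3a of the paper, read by eye, against 34.5% here. Of 5 alternatives, CPM without a log transform (25.8%) and all genes that pass the filter (24.4%) do not differ, and the 3 with a replicate number left out do.

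Some statements of the paper also differ. The paper gives *Chil3* as an example of a gene induced by IL-4 without strain specificity. Here it rose in both strains, and more in BALB/c (difference −4.47, BL/6 minus BALB/c), and its values are in the paper's own BALB/c-specific list. *Trem2*, which it gives as specific for BL/6, rose only in BL/6 here (difference 2.26). The paper describes the response of infected TRMs as stronger in BL/6, from genes upregulated in 1 strain only and strain-specific genes. Both favoured BL/6 here too, with 519 genes against 479 and, without a fold threshold, 1570 against 935. With at least 2-fold the strain-specific genes were 272 and 263. Here 904 genes were upregulated in BL/6 and 864 in BALB/c, with 1337 and 703 lowered, and the order of the upregulated counts changed when any BL/6 library was left out and held when any BALB/c library was. The paper describes infection as adding more genes of its own than IL-4. In BL/6 here 692 genes were upregulated after infection only and 1069 by IL-4 only, and in BALB/c 572 against 550 (DESeq2 637 against 1098, and 518 against 560). The paper describes the genes with an NF-κB motif as induced after infection in BL/6 and not in BALB/c. Here their median log2 fold change was 0.146 in BL/6 and 0.167 in BALB/c, and the difference between strains (0.0242) had a fry p of 0.495, although more of them were called upregulated at least 2-fold in BL/6 (33) than in BALB/c (14). It describes their induction by IL-4 as higher than that of other BL/6-specific genes, whereas no difference was found here in log2 fold changes (median difference −0.08, p of 0.188). The paper's Fig. 4c is on normalized reads, another scale. In normalized counts the medians rose from 549.3 to 1510 for genes with a motif and from 197.7 to 589.4 for the others, a larger rise for the former, so the change of unit may account for the gap. Their level in BL/6 IL-4 TRMs was higher, as the paper states. The paper describes *Wdfy3* as not induced in BALB/c, and here it rose by 0.37 on the log2 scale, less than 2-fold (adjusted p = 0.0137 by edgeR's quasi-likelihood test). That call was lost without BALB/c Ctrl replicate 2 (0.0706) or 3 (0.061) or BALB/c IL-4 replicate 3 (0.0686). The paper describes *Il1a*, *Il1b*, *Il6* and *Tnf* as without synergy in either strain. Here none rose from LPS to IL-4 + LPS in BL/6 with all libraries, but *Tnf* did without BL/6 LPS replicate 2 (0.88, adjusted p = 0.000313 by edgeR's quasi-likelihood test). The synergy contrast in BL/6 was positive and called, from 2.50 for *Tnf* to 3.69 for *Il1a*, and in BALB/c edgeR gave adjusted p from 0.0622 (*Tnf*) to 0.16 (*Il1b*). Other settings called some of the 4 genes in BALB/c. These were DESeq2 (*Tnf* 0.00933, *Il1a* 0.0356), no filter on low counts (*Tnf* 0.0124, *Il6* 0.0234, *Il1a* 0.0331) and the replicate block (*Il6* 0.0193). Leaving out 1 library also did so, for *Tnf* BL/6 LPS replicates 1 (0.0387), 2 (0.000818) or 3 (0.0393) or BALB/c IL-4 + LPS replicate 2 (0.0484), for *Il6* BALB/c LPS replicate 2 (0.0237), and for *Il1a* (0.0486) and *Il1b* (0.00576) BL/6 Ctrl replicate 2. *AI506816*, which the paper names as well, had 1 of the 5 largest absolute loadings on PC1 here. Of the 3 genes that the paper's text names among the 10 leading genes of PC1, 1 was among the 10 largest positive loadings here. It was *Gvin1* at rank 1, with *Fabp5* at 30 and *Marco* at 44. With all genes that pass the filter the ranks were 1, 31 and 44, and on CPM without a log transform 43, 66 and 40 on PC2. Of the 6 genes that the paper's text names among the leading genes of PC2, 2 were among the 10 largest, *Chil3* (rank 1) and *Rnase2a* (3). *Chil4*, which the paper names as well, had the largest absolute loading after *Chil3*. Other genes that the paper names only in its figure are not tallied here. On CPM without a log transform *Chil3* (1), *Retnla* (2) and *Arg1* (10) were among the 10, and *Rnase2a* (56), *Col3a1* (100) and *Col1a2* (143) were not.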

Other observations

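Tests that the closeness of replicates 1 and 3 comes from 1 library sequenced 2 times or from 1 RNA sample, tests of the LPS counts, of mesothelial cells alone, of the Fano factor and of the other BL/6-specific genes after infection were chosen only after the results had been seen. The lists of marker genes and the test of a batch had been written earlier, although the wording of the *Per3* pattern was changed after its lists had been tested.

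More genes were upregulated by LPS in BALB/c than in BL/6. The ratio was 1.49 with libraries thinned, 1.54 with RLE factors, 1.5 with replicates 1 and 3 summed, and 1.58 among genes with Ctrl levels within 1.5-fold between strains (955 against 606 genes). These values argue against library size, the normalization, the closeness of replicates 1 and 3 and sequence variants that lower BALB/c counts as the whole cause. The real grouping alone gave as many genes in both strains (1 of 100 groupings), so chance can be excluded there if replicates 1 and 3 are taken as separate samples. For BL/6 (1 of 10) and BALB/c (1 of 10) alone no other grouping gave more than 2 genes, but with 10 groupings that cannot exclude chance by this count. The genetic background stays open.

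In each of the 8 groups of the IL-4 + LPS table, replicates 1 and 3 were closer than either was to replicate 2. A single library sequenced 2 times would give a chi-square per degree of freedom near 1, and the lowest value between replicates 1 and 3 was 1.92, which argues against it. Whether 1 RNA sample was made into 2 libraries cannot be told apart from 2 like samples, since values up to 10.4 between replicates 1 and 3 have no reference for library preparation alone. A batch of replicates 1 and 3 with a like effect in all groups would make the deviations of replicate 2 correlate between groups. They correlated over 0.1 in 11 of 28 pairs of groups, with a median of 0.0609 and a range from −0.138 to 0.328. Since the sign varied, these values argue against a batch of that kind as the whole cause. The pairs of equal strain and priming had 0.328 and 0.291 in BL/6 and 0.236 and 0.304 in BALB/c. A source shared within such pairs thus stays open, as do batches of single groups, days or mice. No biological explanation was tested.

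Haemoglobin transcripts were present in Ctrl libraries of the first set and nearly absent after IL-4, with *Hba-a2* falling from 409 ± 105 to 0.2 ± 0.231 CPM in BL/6 and from 42.5 ± 3.28 to 1.86 ± 1.77 CPM in BALB/c (SD, n = 3). The most abundant, *Hbb-bs*, fell from 513 ± 165 to 0.337 ± 0.0728 CPM in BL/6. RNA of erythrocytes is a candidate source. Of 8 erythrocyte transcripts on a list, 5 were tested, 4 of them above 10 CPM, and 5 were called lower after IL-4 in BL/6 (median −9.92, fry p of 6.13e-07). In BALB/c the median was −4.51 (fry p of 4.18e-06) and the strain difference −5.48 (fry p of 0.000854). In the second set, of cultured TRMs, the list fell in BALB/c (median −5.39, fry p of 0.000791) and not in BL/6 (0.12, 0.828). The BL/6 Ctrl libraries there held 1.22 ± 0.519 CPM of *Hba-a2*. Genes called lower by IL-4 may thus include transcripts of other cells. Lists for such cells moved in the same direction in BL/6. The medians were −1.83 for 8 B cell markers (fry p of 6.19e-06), −3.01 for 7 T cell markers (5.83e-08) and −5.9 for 6 mast cell markers (2.21e-07), and in BALB/c −1.35 (8.68e-05), −0.926 (0.00132) and −1.73 (0.000412). Above 10 CPM were 8, 1 and 5 of these markers. The most abundant in BL/6 Ctrl were *Ighm* (2000 ± 65.8 CPM there, 637 ± 170 CPM after IL-4), *Cd2* (101 ± 8.6 and 44.4 ± 12.8) and *Cma1* (555 ± 123 and 8.1 ± 1.06). Of 5 eosinophil markers 3 were tested, 1 above 10 CPM (*Il5ra*, 32.8 ± 1.37 CPM in BL/6 Ctrl), with a fall in BL/6 by fry (p of 0.0012, median −0.0299, 1 of 3 called lower). In BALB/c the median rose (1.77, 2 of 3 called higher, fry p of 0.24). Resident macrophage markers after IL-4 had a median of −0.524 in BL/6 (4 of 7 called lower and 2 higher, fry p of 0.0734). In BALB/c their median was 0.17 (3 called lower and 3 higher, fry p of 0.981). For monocyte markers the fry p was 0.000451 for a fall in BL/6 and 0.779 in BALB/c. In the second set the resident markers fell after IL-4 in BL/6 (median −0.983, 6 of 7 called lower, fry p of 2.48e-08) and not in BALB/c (0.274, 0.129), and the monocyte markers rose in both (0.937, 2.31e-06 and 0.714, 0.000241). In BL/6 of that set lists of other cells fell too, the direction that a larger share of TRMs would give. The medians were −1.3 for B cell markers (fry p of 0.0258), −1.42 for T cell markers (0.00715) and −1.95 for mast cell markers (0.0536). No T cell or mast cell marker was above 10 CPM there. A larger share of TRMs after IL-4 thus stays open in both sets, as does a change of expression within TRMs.

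*Col1a2* and *Col3a1* rose after IL-4 in BL/6. Fibroblasts or mesothelial cells among the purified cells are a candidate source. The other 8 markers on the list for these cells had a median log2 fold change of 2.41 in BL/6, with 6 of 8 higher, and all 10 had 3.04 in BL/6 (fry p of 0.0293), 2.63 in BALB/c (0.188) and 0.784 for the strain difference (0.396). Of the 10, 4 were above 10 CPM. The most abundant in BL/6 IL-4 TRMs was *Col3a1* (286 ± 59.5 CPM), and *Dcn*, at 39.1 ± 8.86 CPM in BL/6 Ctrl, was at 63 ± 11.1 CPM. Mesothelial cells alone do not carry the rise, since the higher log2 fold change of *Msln* and *Upk3b* was −0.563. Expression of collagens by TRMs stays open.

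*Per3* had a strain difference of 1.11 after IL-4 and 1.51 after infection, against the same Ctrl libraries. After infection its log2 fold change was −0.22 in BL/6 and −1.73 in BALB/c. Another circadian phase of the BL/6 Ctrl libraries is a candidate explanation. Of 8 genes of the PER and REV-ERB phase, 6 of them above 10 CPM, the median was 1.27 in BL/6 (fry p of 4.06e-06), 0.038 in BALB/c (0.122) and 1.32 for the difference after IL-4 (2.03e-05), 0.866 after infection (0.00249). After infection the medians were −0.523 in BL/6 (fry p of 0.0601) and −1.9 in BALB/c (0.000116). The difference after infection thus came mainly from a fall in BALB/c. Another phase of the BL/6 Ctrl libraries alone would not give that fall. In the second set, of cultured TRMs, the fry p of the strain difference of this list after IL-4 was 0.679. The most abundant were *Nr1d2* in BL/6 Ctrl (40.5 ± 6.92 CPM) and *Tef* in BALB/c Ctrl (127 ± 2.11 CPM, 38.1 ± 7.65 CPM in BL/6 Ctrl). Such a shift needs the BMAL1 phase to move the other way. Of its 5 listed genes 4 were tested, 3 above 10 CPM, with a median difference of 0.0441 (fry p of 0.92, and 0.0105 in BL/6 and 0.0123 in BALB/c for a rise), *Clock* being the most abundant at 56.7 ± 1.93 CPM in BL/6 Ctrl. After infection the BMAL1 list differed by −0.275 (fry p of 0.0864, higher in 1 of 4 genes), the direction that such a shift needs. In the second set the BMAL1 list differed by −0.43 (fry p of 0.00564), where the first list did not. With so few genes a phase shift cannot be told apart from a change of the first list alone. The time of day of each harvest was not analysed here.

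The Fano factor across genes was higher for BALB/c-specific than for BL/6-specific genes after IL-4. Without the 5 genes of highest mean in each list the ratio fell to 1.736, so a few abundant genes are a candidate explanation for part of it. The median variance over mean between IL-4 libraries was 1.791 for BL/6-specific and 2.498 for BALB/c-specific genes, a ratio of 1.395. Across genes the Fano factors were 45400 and 145700, and their ratio stayed between 3.102 and 3.349 with a replicate number left out. The BALB/c-specific genes thus varied more between IL-4 libraries. The narrow range with a replicate number left out argues against variation between replicate libraries as the whole source of the ratio across genes after IL-4. Between Ctrl libraries the ratio of the median variance over mean was 0.7184, lower for the BALB/c-specific genes. This argues against more such variation for them in both conditions.

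After infection, the median of the genes with an NF-κB motif rose slightly in both strains by fry, and not by camera with an estimated correlation (p of 0.247 in BL/6 and 0.223 in BALB/c). More of them rose at least 2-fold in BL/6 (33) than in BALB/c (14). A property shared by BL/6-specific IL-4 genes with or without the motif may account for a rise. The other BL/6-specific genes had a median log2 fold change of 0.169 in BL/6, close to the value of the motif list, and a response tied to the motif was not separated from it.

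*Trem2*, which rose by IL-4 in BL/6 only, fell after infection by 1.34 in BL/6 and 1.09 in BALB/c on the log2 scale. The strain difference was −0.25 (adjusted p = 0.727 by edgeR's quasi-likelihood test, 2 infected libraries per strain). It was 0.75 (adjusted p = 0.00156) without BALB/c *H. polygyrus* replicate 1 and −0.83 (adjusted p = 0.000567) without replicate 2, and with all libraries the adjusted p reached 0.806 over the alternatives.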
